# Murine models of *IDH*-wild-type glioblastoma exhibit spatial segregation of tumor initiation and manifestation during evolution

**DOI:** 10.1038/s41467-020-17382-3

**Published:** 2020-07-22

**Authors:** Yinghua Li, Bo Li, Wei Li, Yuan Wang, Seçkin Akgül, Daniel M. Treisman, Kevin A. Heist, Brianna R. Pierce, Benjamin Hoff, Cheng-Ying Ho, David O. Ferguson, Alnawaz Rehemtulla, Siyuan Zheng, Brian D. Ross, Jun Z. Li, Yuan Zhu

**Keywords:** Cancer, Evolution, Genetics, Neuroscience, Stem cells

## Abstract

Recent characterization of spatiotemporal genomic architecture of *IDH*-wild-type multifocal glioblastomas (M-GBMs) suggests a clinically unobserved common-ancestor (CA) with a less aggressive phenotype, generating highly genetically divergent malignant gliomas/GBMs in distant brain regions. Using serial MRI/3D-reconstruction, whole-genome sequencing and spectral karyotyping-based single-cell phylogenetic tree building, we show two distinct types of tumor evolution in p53-mutant driven mouse models. Malignant gliomas/GBMs grow as a single mass (Type 1) and multifocal masses (Type 2), respectively, despite both exhibiting loss of *Pten*/chromosome 19 (chr19) and PI3K/Akt activation with sub-tetraploid/4N genomes. Analysis of early biopsied and multi-segment tumor tissues reveals no evidence of less proliferative diploid/2N lesions in Type 1 tumors. Strikingly, CA-derived relatively quiescent tumor precursors with ancestral diploid/2N genomes and normal *Pten*/chr19 are observed in the subventricular zone (SVZ), but are distantly segregated from multi focal Type 2 tumors. Importantly, PI3K/Akt inhibition by *Rictor*/mTORC2 deletion blocks distant dispersal, restricting glioma growth in the SVZ.

## Abstract (web summary)

Recent studies suggest spatial segregation of tumor initiation and manifestation in *IDH*-WT glioblastomas. Here, the authors use serial MRI/3D-reconstruction, whole-genome sequencing and spectral karyotyping-based single-cell phylogenetic tree building to establish this unique evolutionary mode in a murine model.

## Introduction

Glioblastoma (GBM or Grade IV malignant glioma) is the most common and lethal primary brain tumor in adults with a median survival of 15 months, despite recent advance in conventional and molecularly targeted therapies^1–3^. The vast majority of GBMs (~90%) in adults are primary (de novo) GBMs that arise rapidly without evidence of preexisting lower-grade gliomas (Grade II or Grade III)^2^. Primary GBMs are typically wild type (WT) for isocitrate dehydrogenase 1/2 (*IDH*), with no *IDH*-mutant associated hypermethylated phenotype (termed glioma CpG island methylated phenotype (G-CIMP)), while secondary (progressive) GBMs often arise from *IDH*-mutant lower-grade gliomas^1,3–7^. It remains speculative whether rapidly progressing *IDH*-WT primary GBMs evolve from an early lesion with a less aggressive and proliferative phenotype. More importantly, it remains unknown whether a therapeutic strategy can be developed to treat primary GBMs at early stages.

Recent characterization of the spatiotemporal architecture of GBM genomic profiles, based on matched diagnostic and relapsed GBMs as well as GBMs from different regions of the same brains, provided important insights into early stages of primary GBM evolution^8–15^. Recurrent GBMs at sites distant from their initial tumors tend to be highly genetically divergent from their therapy-naive initial tumors, and in some cases, nearly 90% of genetic events are not shared^8–10^. This observation supports a model wherein the dominant clone(s) at diagnostic and relapse stages diverged from a “common ancestor” (CA) with fewer driver mutations and a less aggressive phenotype^13^. Similarly, multifocal/multicentric GBMs (M-GBMs) from the same brain at diagnosis often share very few mutational events^10^. Importantly, recurrent M-GBMs frequently arise at sites distant from the diagnostic lesion(s)^9,16–18^. These observations suggest the existence of a unique evolutionary pattern, particularly for pre-therapy M-GBMs and post-therapy distally recurrent GBMs. This mode of GBM evolution suggests spatial segregation between CA-derived early precursor lesions at the tumor initiation site and disease-causing GBMs in distant regions. A critical question is whether a specific brain region(s) is particularly more susceptible to generating a CA cell and undergoing local expansion, while remaining clinically silent during GBM evolution. A recent study demonstrated that the subventricular zone (SVZ)—the largest source of neural stem cells in the adult brain—contained cells with low-level driver mutations that were shared with GBMs clinically manifested in distant brain regions^14,19^. This phenomenon was observed in over half of individuals with *IDH*-WT GBMs, but not in other types of brain tumors^14^. This study further showed that mouse SVZ cells simultaneously transformed by three driver mutations (*p53*, *Pten*, and *Egfr*) migrated out into distant brain regions and formed malignant gliomas and GBMs^14^. Critically, histopathologically normal cells with the targeted mutations were maintained in the SVZ^14^. However, it is not clear that the SVZ cells and distally located GBMs, despite being targeted by the same three cancer drivers, are clonally related^14^.

Here we present a series of genetically engineered mouse (GEM) models of *IDH*-WT GBMs that arise from a susceptible cell population(s) targeted only by mutation(s) in *p53* tumor suppressor. Only after accumulating additional cancer driver alterations, a single *p53*-mutant cell is selected to become a CA cell that evolves into malignant gliomas and GBMs. Importantly, these single-cell-derived models recapitulate spatial segregation of tumor initiation in the SVZ and distant manifestation sites observed in human *IDH*-WT GBMs.

## Results

### GEM models for human primary *TP53*-mutant *IDH*-WT GBM

To develop GBM models with an evolutionary pattern similar to human cancer, we constructed a series of *p53* conditional knockout (CKO) models for GBM driven by a neural-specific Cre driver under control of the human GFAP promoter (hGFAP-cre) (Fig. 1a and Supplementary Fig. 1a). The *p53*CKO model (*p53*^R172H/∆E2–10^CKO or *p53*^R172H^CKO) produced targeted cells with *p53* compound heterozygous mutations harboring one *p53*^∆^^E2–10^ null mutation (deleting the entire *p53* coding region) and one hotspot missense point mutation *p53*^R172H^ (homologous to *TP53*^R175H^ in human cancers) (Fig. 1a and Supplementary Fig. 1b)^1^. Given that a recent study showed no evidence of gain-of-functions of mutant *p53* alleles in human myeloid cancers^20^, we generated a second model (*p53*^∆^^E2–10^^/∆^^E2–10^CKO or *p53*^null^CKO) carrying homozygous *p53*-null mutations to investigate additional oncogenic activity(s) of mutant *p53* alleles in *p53*^R172H^CKO littermates (Fig. 1a and Supplementary Fig. 1b). In comparison, we included a previously published *p53*CKO GBM model (*p53*^∆E5–6^CKO) in which the hGFAP-cre driver induced an in-frame *p53* deletion mutant lacking exons 5 and 6^21^. No significant difference was observed among the three *p53*CKO models, including survival, tumor latency, histopathology, and tumor penetrance for gliomas (Grade III/IV, 75–80% of *p53*CKO mice) and GBMs (Grade IV, 50%) (Fig. 1b, c and Supplementary Fig. 1c, d). We validated that malignant gliomas and GBMs in the two new *p53*CKO models arose from *p53*^R172H/∆E2–10^*-*mutant and *p53*^∆E2–10/∆E2–10^*-*null cells in the brain, respectively (Fig. 1c, d and Supplementary Fig. 1e–i). Transcriptomic analysis between *p53*CKO malignant gliomas/tumor-derived cell lines and human GBM subtypes (see “Methods”) revealed that GEM malignant gliomas and GBMs strongly expressed a dominant proneural signature (Fig. 1e, f and Supplementary Fig. 1j)^1,22,23^. Furthermore, we found no somatic mutation in *Idh1, Idh2*, or *H3f3a* (mutated in pediatric GBMs) in malignant gliomas and GBMs from all three models, which were more similar to the human *IDH*-WT GBMs without exhibiting G-CIMP (Fig. 1g and Supplementary Fig. 1k, l)^22,24^. 

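The mRNA of 40 samples was measured on Affymetrix mouse genome arrays, with 1 array for each sample. The samples were 11 gliomas of *p53* nullCKO mice, 11 gliomas of *p53* R172HCKO mice, 11 cell lines derived from *p53* R172HCKO gliomas, 2 cell lines from early-stage *p53* R172HCKO biopsies and 5 normal dorsal cortices of control mice. Of the cortices, 3 came from Cre-positive heterozygous floxed mice and 2 from Cre-negative homozygous floxed mice. Gliomas of the model lacking exons of *p53* in frame were not analysed here. The labels do not say which cell line was derived from which tumor, so the *p53* R172HCKO tumors and lines were compared as groups. The authors corrected the background, normalized all arrays by quantiles and summarized the probes of each probe set by robust multi-array average. The log base is not stated, and the values, from 2.00 to 14.47 with array medians from 5.24 to 5.47, were read as log2. A gene was represented by its probe set with the highest mean over the 40 arrays, among probe sets naming 1 gene, which gave 18193 genes. All 40 arrays entered 1 linear model in limma with 5 groups, and p-values were adjusted by the Benjamini-Hochberg method. The pairwise correlation of arrays across probe sets was 0.978 to 0.993 among the cortices, 0.894 to 0.982 among the *p53* nullCKO gliomas, 0.854 to 0.974 among the *p53* R172HCKO gliomas and 0.936 to 0.975 among the cell lines. Gene lists for the subtypes and cell types were written from general knowledge before the data were examined, and the human GBM profiles used by the paper for its correlations were not used here. The RNA of a glioma comes from all cells of the sample, stromal and normal cells included.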

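Proliferation and progenitor genes were higher in the 22 gliomas than in normal cortex, and genes of mature neurons were lower. All 39 measured cell cycle genes rose, with a median log2 fold change of 4.25. Top2a, a topoisomerase of dividing cells, rose by 6.20 on the log2 scale (standard error 0.55, adjusted p = 5.83e-11 from limma), and Mki67, which encodes the Ki67 antigen, rose by 5.86. Cdkn2a, which encodes the inhibitors p16Ink4a and p19Arf, separated every glioma from every cortex, with a log2 signal of 11.25 ± 1.20 (SD, n = 22) in gliomas and 4.19 ± 0.35 (SD, n = 5) in cortex (adjusted p = 2.84e-14). The cortex signals of Top2a, Mki67, Cdkn2a and Ms4a7 were below the array medians, where a dim gene cannot be told from a silent one, so the differences given for them are lower bounds. Ccnd1, the gene of cyclin D1, rose by 3.97 and Myc by 3.44. Of 17 genes of oligodendrocyte progenitors, 9 rose and none fell (median 1.82), among them Vcan at 3.84, Nkx2-2 at 2.68, Cspg4, the gene of NG2, at 2.49 and the lineage factor Olig2 at 2.30. The oligodendrocyte progenitor score of single gliomas was below 0 in arrays 36 (-1.61), 41 (-0.10) and 50 (-2.72) and from 0.56 to 3.56 in the others. Olig2 was 6.03 and 3.94 in arrays 36 and 50, below every cortex (6.97 to 8.45). Of 20 genes of neural stem and transit-amplifying cells, 13 rose and 1 fell (median 1.65), among them the histone methyltransferase gene Ezh2 at 4.66, the intermediate filament gene Vim at 3.30 and Fabp7 at 2.96, a gene of radial glia. Of 28 mature neuron genes, 27 fell and none rose (median -4.20). Camk2a, a synaptic kinase, had a log2 fold change of -5.69 and the calcium sensor Vsnl1 of -5.81, with the cortex of array 34 at 12.05, the lowest of the cortices. Of 18 astrocyte genes, 11 fell (median -1.25), including the glutamate transporter Slc1a2 at -2.87, while Gfap had a log2 fold change of 1.00 that did not pass the test (adjusted p = 0.267, over alternatives from 0.0277 with array weights to 0.457). Of 16 genes of mature oligodendrocytes, 10 fell (median -1.77), including Mobp at -4.11. The cortices differed in this list, with scores from -0.83 in array 33 to 0.61 in array 30. The gliomas of arrays 45 (-0.73) and 48 (-0.56) lay within that range, and the other gliomas below it. Of 23 genes of microglia and macrophages, 17 rose and 2 fell (median 1.61), with Lyz2 at 3.52 and Ms4a7 at 3.50. The mature neuron score of single arrays, the median difference of the list from the cortex mean, ranged from -6.45 to -0.70 in *p53* nullCKO gliomas and from -6.24 to -0.13 in *p53* R172HCKO gliomas, and from -0.20 to 0.21 in cortex. With the mean of all probe sets of a gene the log2 fold change was 2.84 for Top2a, 1.53 for Vcan, -3.42 for Camk2a and 1.82 for Ms4a7. Each of these lists passed camera at its preset inter-gene correlation of 0.01. None held with an estimated correlation, at an adjusted p = 0.218 for the cell cycle, 0.502 for oligodendrocyte progenitors, 0.208 for stem cells, 0.327 for neurons, 0.502 for astrocytes, and 0.338 for both mature oligodendrocytes and microglia. Adjusted over the list alone, 39, 9, 13, 28, 11, 10 and 17 members passed in the list's main direction, in the order of cell cycle, oligodendrocyte progenitor, stem cell, neuron, astrocyte, mature oligodendrocyte and microglia lists.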

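Among the 4 subtype gene lists, the mesenchymal list moved up and the neural list down in gliomas relative to cortex, and the proneural and classical lists went both ways. Of 129 proneural genes, 41 rose and 45 fell (42 and 48 adjusted over the list alone), with a median log2 fold change of -0.13. The list did not pass camera (adjusted p = 0.804), whose direction was up, against the sign of the median and of the mean, -0.10. Olig2 was among those that rose. Those that fell the most were Zfp804a at -3.65, the endocytosis gene Dnm3 at -3.42 and the GABA receptor subunit gene Gabra3 at -3.14. Of 138 classical genes, 27 rose and 45 fell, as many as when adjusted over the list alone (median -0.06, camera adjusted p = 0.677). Rasgrp1, which encodes an activator of Ras, fell by 4.94 on the log2 scale (-2.69 with the mean of all probe sets), and Egfr had a log2 fold change of -1.03 that did not pass the test (adjusted p = 0.298). Of 95 neural genes, 8 rose and 55 fell (8 and 56 adjusted over the list alone, median -0.85, camera adjusted p = 1.8e-05, and 0.309 with an estimated correlation), including the calcium sensor Hpcal4 at -5.65 and the neuropeptide gene Cck at -5.50. Of 179 mesenchymal genes, 81 rose and 13 fell (83 and 13 adjusted over the list alone, median 0.50, camera adjusted p = 1.8e-05, and 0.338 with an estimated correlation). Lgals3, the gene of galectin-3, rose by 4.62 and the metalloproteinase inhibitor gene Timp1 by 3.67, with the cortex of array 33 at 5.83, the highest of the cortices. The mean signals of both in cortex, and of Zfp804a in gliomas, were near or below the array medians, so these differences may be lower bounds. The score of this list on single arrays was highest in the gliomas of arrays 42 (1.05) and 60 (1.03), which also had the highest microglia and macrophage scores of their genotypes (2.84 and 2.39). In the cell lines these scores were -0.02 ± 0.11 and -3.01 ± 0.27 (SD, n = 11). Over all genes, 8592 of 18193 changed, 4104 up and 4488 down, and 4435 changed at least 2-fold, 2122 up and 2313 down. Cyclic loess normalization on top of the deposited values gave 1554 up and 2757 down at least 2-fold. A shift relative to cortex is another measure than the similarity to human tumors. From the correlation of subtype gene expression between each mouse sample and human GBMs of known subtype, and from enrichment scores of single samples for the same genes, neither of which was run here, the paper concludes that the mouse gliomas expressed a dominant proneural signature.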

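Of 29 genes known to be silenced in human G-CIMP tumors, 12 were higher and 6 were lower in the 22 gliomas than in cortex. Lgals3, Timp1 and the tumor necrosis factor receptor gene Tnfrsf1a, which the mesenchymal list also holds, rose the most, with Tnfrsf1a at a log2 fold change of 2.02 (standard error 0.27, adjusted p = 2.67e-07 from limma). The median of the list was 0.41. The list did not pass camera (adjusted p = 0.233 at the preset and 0.554 with an estimated correlation), and 13 members were higher and 6 lower when adjusted over the list alone. The counts higher and lower became 7 and 7 with cyclic loess, 7 and 6 with only the Cre-positive cortices, and 7 and 6 without the cortex of array 31. Its score on single arrays was 0.35 ± 0.29 (SD, n = 11) in *p53* nullCKO gliomas, 0.21 ± 0.30 (SD, n = 11) in *p53* R172HCKO gliomas and -0.28 ± 0.11 (SD, n = 11) in cell lines. In the lines relative to *p53* R172HCKO gliomas, 2 members were higher and 5 lower (median -0.11). Camera gave an adjusted p = 0.00811 there, and 0.248 with an estimated correlation. Relative to cortex, 9 were higher and 12 lower in the lines (median -0.19, camera adjusted p = 0.585). Which cells of the gliomas account for the higher members was not tested. The arrays measured the mRNA level of the genes sequenced by the paper, not their sequence. Idh1, which encodes the cytosolic isocitrate dehydrogenase, had a log2 signal of 10.54 ± 0.48 (SD, n = 22) in gliomas and 9.64 ± 0.16 (SD, n = 5) in cortex, a log2 fold change of 0.90 (adjusted p = 0.000153). Idh2, which encodes the mitochondrial enzyme, had a log2 fold change of 0.65 (adjusted p = 0.0372). The Idh2 change did not pass when any 1 cortex was left out, with only the Cre-positive cortices, with the mean of all probe sets, without the gliomas of arrays 36, 41 and 50, or with cyclic loess (adjusted p over all alternatives from 0.00673 to 0.174). H3f3a is a gene of a histone H3 variant. Its log2 signal was 7.06 ± 0.81 (SD, n = 22) in gliomas and 5.32 ± 0.24 (SD, n = 5) in cortex. The log2 fold change was 1.73 (adjusted p = 7.2e-05). The cortex signal was near the array medians, and probe sets naming several genes were not used. The size of this difference, and the level of the gene in cortex, are therefore uncertain.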

Unlike human *TP53*-mutant *IDH*-WT proneural GBMs that frequently exhibited genetic alterations of *PDGFRα* (Supplementary Fig. 1m)^1^, no evidence of genetic *Pdgfrα* abnormality was found in malignant gliomas and GBMs from all three *p53*CKO models. Instead, we observed aberrantly high levels of *Pdgfrα*/Pdgfr*α* expression at both mRNA and protein levels in ~50% of the tumors analyzed, suggesting a nongenetic mechanism of activating Pdgfr*α* signaling (Fig. 1d and Supplementary Fig. 1n). 

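Pdgfra, the gene of the platelet-derived growth factor receptor alpha, was 5.19-fold higher in gliomas than in cortex. Its log2 signal was 12.11 ± 1.15 (SD, n = 22) in gliomas and 9.73 ± 0.14 (SD, n = 5) in cortex, a log2 difference of 2.38 (adjusted p = 0.000579 from limma and p = 0.00059 from a two-sided exact permutation test of this gene). In *p53* nullCKO gliomas it ranged from 10.29 to 12.87 with a median of 12.42, and in *p53* R172HCKO gliomas from 8.09 to 13.81 with a median of 12.27. A glioma counted as high in Pdgfra when its signal was at least 2-fold above the cortex mean, a threshold set before the data were examined. This held for 20 of 22 gliomas, or 90.9% (95% Clopper-Pearson interval 70.8 to 98.9%), with 10 of 11 gliomas in each genotype. The gliomas below the threshold were the *p53* R172HCKO glioma of array 50 at 8.09, under every cortex, and the *p53* nullCKO glioma of array 45 at 10.29. Above the threshold, signals lay from 11.32 to 13.81. At a threshold of 4-fold, 17 of 22 gliomas were high, or 77.3%. The values come from the brightest of 3 probe sets for this gene. On the others, all 22 gliomas and 19 of 22 were at least 2-fold above the cortex mean, which lay below the array medians there, so these shares are measured against a signal that may be background. In the cell lines the log2 signal was 11.12 ± 1.31 (SD, n = 11), against 12.09 ± 1.51 (SD, n = 11) in *p53* R172HCKO gliomas, a log2 difference of -0.97 that did not pass the test (adjusted p = 0.184). It passed with array quality weights and without the gliomas of arrays 36, 41 and 50, the latter chosen after seeing the data (adjusted p over all alternatives from 0.0125 to 0.304).

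**Figure D1:**
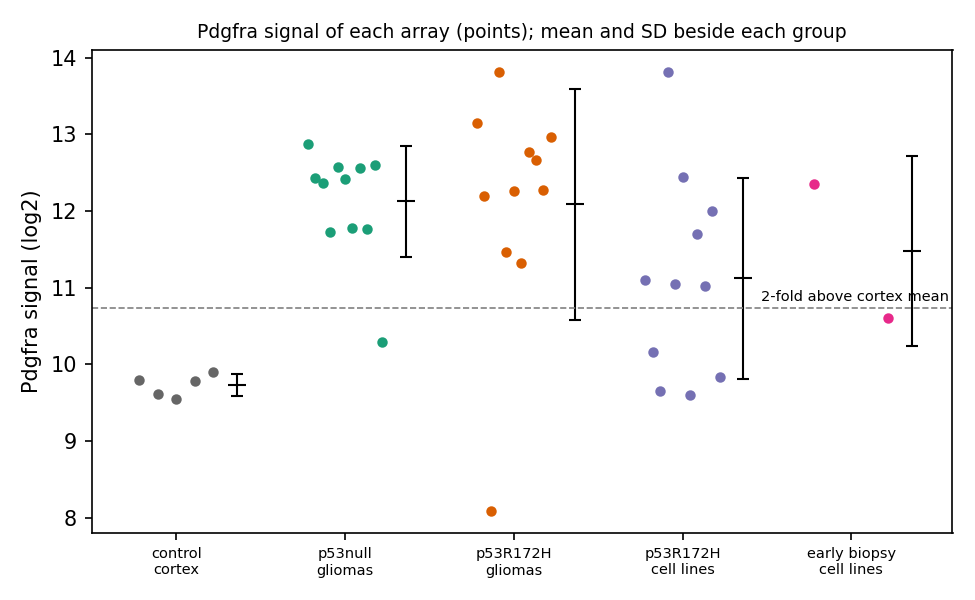
Log2 signal of Pdgfra on each array (points) by group, with the group mean and SD beside the points. The dashed line marks 2-fold above the cortex mean, and 20 of 22 gliomas lie above it.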

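Of 18193 genes, 6 passed the test between the 11 gliomas of *p53* R172HCKO mice and the 11 gliomas of *p53* nullCKO mice, all lower in *p53* R172HCKO gliomas, and 2024 had an unadjusted p under 0.05. They were the chemokine genes Ccl12 (log2 fold change -2.33) and Ccl4 (-1.07), the interleukin gene Il1b (-0.98), the interferon-induced exonuclease gene Isg20 (-1.58), the adaptor gene Pstpip1 (-0.88) and the linker histone gene H1f7 (-0.42), at adjusted p-values from 0.0306 to 0.0448 in limma. The mean signals of H1f7 in both genotypes, and of Il1b and Pstpip1 in *p53* R172HCKO gliomas, were at or below the array medians, so the size of these differences is uncertain. These genes are named after their values were seen, and in none did the genotypes separate completely. Pdgfra differed by -0.04 on the log2 scale (standard error 0.48, adjusted p = 0.988), Olig2 by 0.39 (adjusted p = 0.874) and Gfap by -1.38 (adjusted p = 0.399). No proneural gene of 129 and no mesenchymal gene of 179 passed the test, and adjusted over the list alone none and 4 did. The proneural list as a whole was higher in *p53* R172HCKO gliomas (median 0.17, camera adjusted p = 6.14e-05) and the mesenchymal list lower (median -0.26, camera adjusted p = 1.95e-10), but with an estimated correlation the adjusted p was 0.314 for both. Simulated data of the same size held 200 changed genes. Of those with a log2 difference of 1, 68% were found, and 28% of those with 0.5, so smaller differences can be missed. With few changed genes the adjusted threshold is stricter, so these shares may be too high for this comparison. No gene passed without the *p53* R172HCKO glioma of array 58, without the gliomas of arrays 38, 45 and 58, with cyclic loess, or with only the compared groups in the model, and array weights gave 14 genes. The arrays of *p53* nullCKO gliomas are numbered 35 to 45 and those of *p53* R172HCKO gliomas 46 to 67, so the order of the arrays follows the genotype.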

In summary, all three *p53*-mutant genotypes equally and sufficiently induce malignant gliomas and GBMs, resembling proneural *IDH*-WT GBMs with both high and low levels of Pdgfr*α* signaling^21,22^.

**Fig. 1:**
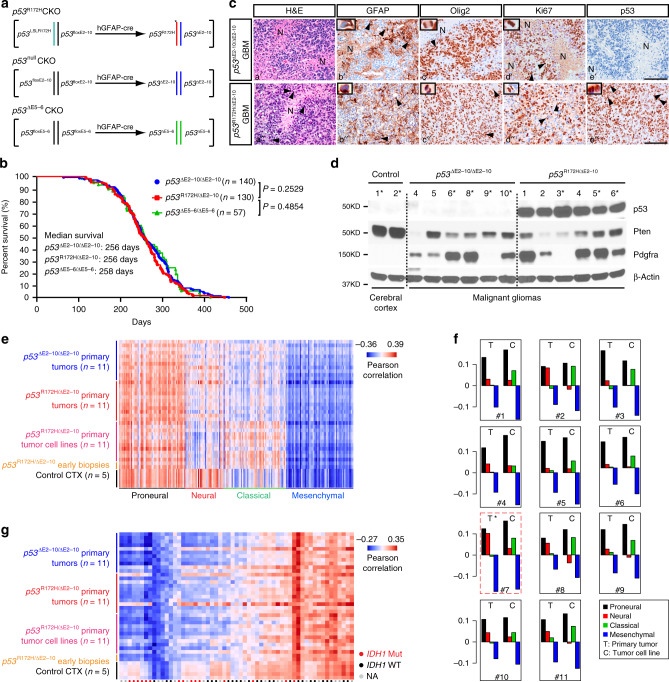
*p53*CKO GEM models for human primary *TP53*-mutant *IDH*-WT GBM. **a** Genetic configurations of hGFAP-cre-mediated recombination in the generation of three *p53*CKO models. **b** Kaplan–Meier survival curves for three *p53*CKO models. The Mantel–Cox (log-rank) test was used to statistically compare the overall survival. **c** Adjacent sections from representative brains with end-stage GBMs from *p53*^null^CKO and *p53*^R172H^CKO mice were stained for H&E, GFAP, Olig2, Ki67, and p53. Pseudopalisading cells were observed adjacent to necrotic areas (a′–e′, a″). The arrows and inset show the tumor cell with perinuclear GFAP staining (b′, b″). Arrows and insets show abnormal mitotic figures at anaphase and/or metaphase in tumors (c′, d′, c″–e″). N necrosis. Scale bars: 50 µm. **d** Western blotting analyzed p53, Pten, and Pdgfr*α* levels in parenchymal gliomas/GBMs from *p53*^null^CKO (*n* = 6) and *p53*^R172H^CKO (*n* = 6) mice. Normal adult cortical tissues from hGFAP-cre+; *p53*^floxE2–10/+^ (*n* = 2) mice were used as controls (Ctr). “*” marks the samples with both western blotting (**d**) and microarray (Supplementary Fig. 1n, red points) analysis. Source data are provided as a Source data file. **e** Gene expression profiles of primary tumor tissues of *p53*^null^CKO mice (*n* = 11), paired primary tumor tissues and primary tumor-derived cell lines of *p53*^R172H^CKO mice (*n* = 11), primary tumor-derived cell lines from early stage *p53*^R172H^CKO biopsies (*n* = 2), and normal cortical tissues (CTX, *n* = 5) were compared to human GBMs (*n* = 202) using the classification system established by Verhaak et al.^23^. Red indicates strong sample-wise Pearson correlation; blue indicates the reverse. See methods for details. **f** Gene expression profiles of paired *p53*^R172H^CKO primary tumor and primary tumor-derived cell lines were scored based on their gene expression similarity to four human GBM subtypes. Positive values indicate similarity. Primary tumor #7 (red box, *) was documented by histology with normal tissue contamination prior to microarray analysis. **g** Gene expression profiles of the same set of samples from (**e**) were compared to human proneural subtype GBMs with or without *IDH1* mutations (red or black dots). See methods for details.

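Per array, the score of a subtype list was the median difference of its genes from the mean of the cortices. The proneural score was -0.19 ± 0.21 (SD, n = 11) in *p53* nullCKO gliomas, 0.00 ± 0.17 (SD, n = 11) in *p53* R172HCKO gliomas and -0.20 ± 0.26 (SD, n = 11) in cell lines. The neural score was -0.87 ± 0.29 in *p53* nullCKO gliomas, -0.88 ± 0.33 in *p53* R172HCKO gliomas and -1.18 ± 0.16 in cell lines, over the same arrays. The classical score was 0.25 ± 0.17 in cell lines, against -0.10 ± 0.18 and -0.13 ± 0.20 in the gliomas of either genotype. The mesenchymal score was 0.62 ± 0.30 in *p53* nullCKO gliomas, 0.37 ± 0.28 in *p53* R172HCKO gliomas and -0.02 ± 0.11 in cell lines. The 2 cell lines from early-stage biopsies had proneural scores of 0.03 and -0.52, neural scores of -1.10 and -1.12, classical scores of 0.16 and 0.26 and mesenchymal scores of -0.08 and -0.12. Each of these lay within the range of the 11 lines from end-stage tumors. No gene passed the test between the early biopsy and the end-stage cell lines in limma, and 515 genes had an unadjusted p under 0.05. With 2 early biopsy lines, 36% of genes simulated with a log2 difference of 1 and 82% of those with 3 were found. The simulation held 200 changed genes, so these shares may be too high where few genes change. The cholesterol synthesis list was higher in the early biopsy lines (median log2 difference 0.70, camera adjusted p = 6.88e-16), with an adjusted p = 0.103 with an estimated correlation, and none of its 19 members passed over all genes and 2 adjusted over the list alone. In the same comparison, 4 more lists passed camera at the preset but not with an estimated correlation, and no member passed: cell cycle (median 0.52, adjusted p = 4.42e-05, and 0.877 estimated), astrocyte (0.72, 0.00131 and 0.7), interferon response (0.50, 0.0024 and 0.877) and hypoxia (-0.50, 0.00216 and 0.7). These rest on 2 lines. Without the line of array 66 the interferon response median turned to -1.19, and without that of array 69 it was 2.05, while the astrocyte and hypoxia lists did not pass without array 66 (adjusted p = 0.361 for both). With 1 early biopsy line left, that line is assumed to vary like the other groups. Mki67 was 10.54 ± 0.03 (SD, n = 2) in early biopsy and 10.01 ± 1.15 (SD, n = 11) in end-stage lines, and Olig2 was 11.05 ± 0.53 and 11.00 ± 0.27.

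**Figure D2:**
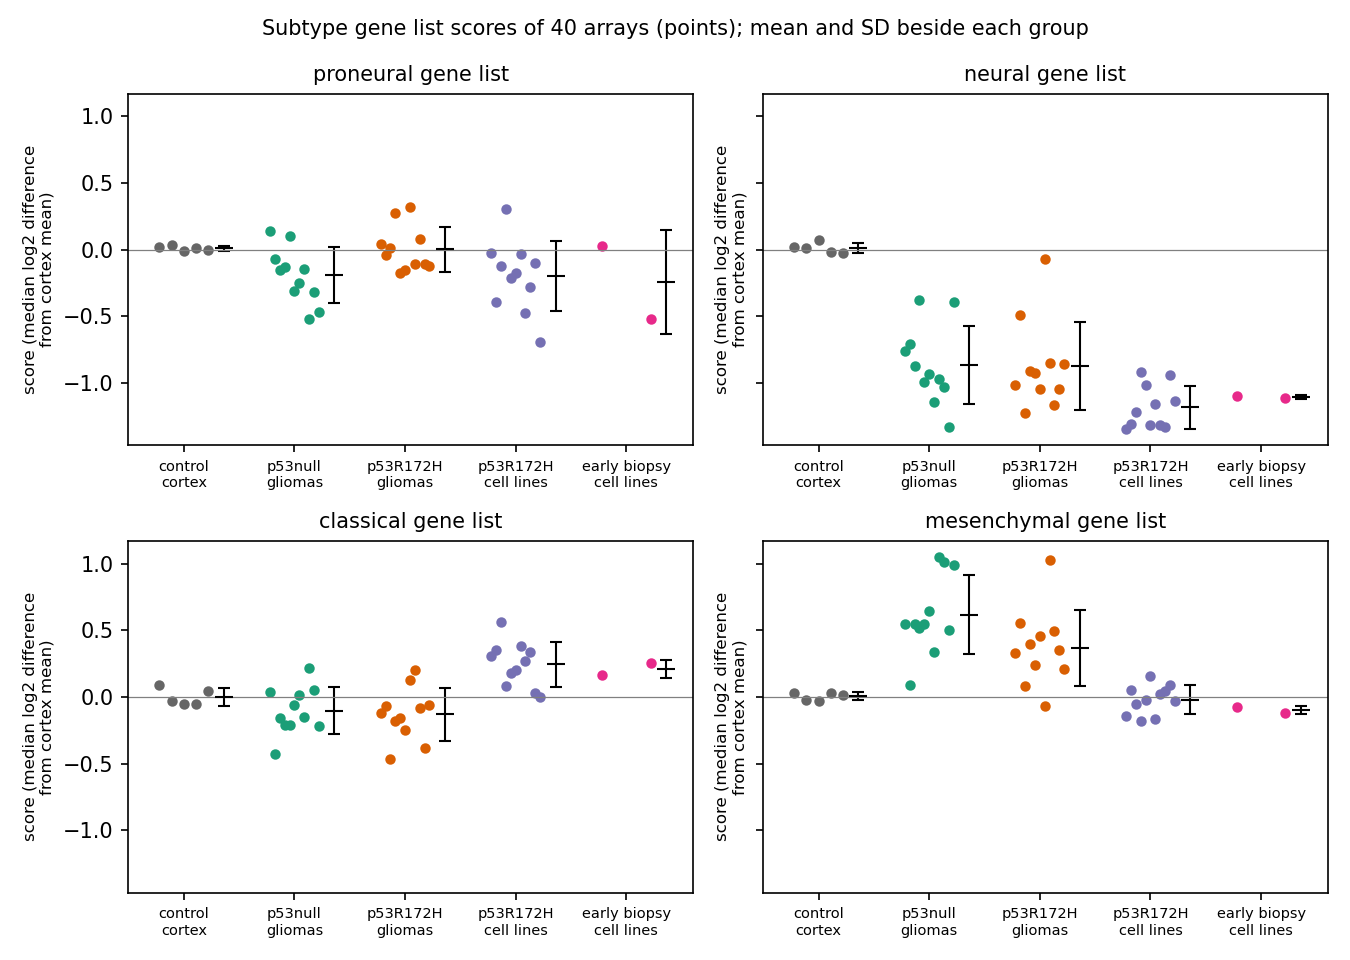
Score of each of the 4 subtype gene lists (median log2 difference from the cortex mean) on each of the 40 arrays (points), by group, with the group mean and SD beside the points. The neural scores of all gliomas and cell lines lie below 0, and the classical scores of cell lines lie from -0.001 to 0.565.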

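Genes of microglia and blood vessels were lower in the cell lines than in the *p53* R172HCKO gliomas, and genes of cholesterol synthesis were higher. All 23 measured genes of microglia and macrophages were lower in the lines (median log2 fold change -3.66, adjusted p = 3.02e-06 in camera with an estimated correlation). Ctss, which encodes cathepsin S, had a log2 signal of 4.25 ± 0.88 (SD, n = 11) in lines and 12.25 ± 0.69 (SD, n = 11) in gliomas. The complement gene C1qb fell by 7.42 on the log2 scale and Csf1r, the gene of the receptor for colony stimulating factor, by 6.12. Of 19 endothelial and pericyte genes, 15 fell and none rose (median -1.42, adjusted p = 0.000457 with an estimated correlation), including the pericyte gene Rgs5 at -6.03 and the tight junction gene Cldn5 at -4.54. Of 19 cholesterol synthesis genes, 17 rose and none fell (median 1.27, adjusted p = 0.0148 with an estimated correlation), including Tm7sf2 at 2.20, Fdps, which encodes farnesyl diphosphate synthase, at 1.67 and Lss, which encodes lanosterol synthase, at 1.64. Acss2, which makes acetyl-CoA from acetate, rose by 1.81. Adjusted over the list alone, 23, 16 and 17 members of these lists passed. In the lines, the signals of Ctss, C1qb, Csf1r, Rgs5 and Cldn5, and of Lgals3, Ptprc and Anxa3 below, were under the array medians, so their differences are lower bounds. Of the subtype lists, 31 of 138 classical genes rose and 5 fell (41 and 5 adjusted over the list alone, median 0.30, camera adjusted p = 0.000671, and 0.248 with an estimated correlation), with the metabolic enzyme gene Pipox at 2.94, the epidermal growth factor receptor gene Egfr at 2.69 and the glial transcription factor gene Sox9 at 1.75. Of 179 mesenchymal genes, 19 rose and 53 fell (23 and 58 adjusted over the list alone, median -0.23, camera adjusted p = 5.57e-08, and 0.185 with an estimated correlation). The leukocyte gene Ptprc, which encodes the common leukocyte antigen, was among those that fell, at -4.37, as was Lgals3 at -4.65. Of 95 neural genes, 1 rose and 12 fell (1 and 13 adjusted over the list alone, median -0.40, camera adjusted p = 7.87e-07, and 0.146 with an estimated correlation), including Anxa3 at -3.83 and the myelin gene Mbp at -3.66. Of 129 proneural genes, 3 rose and 18 fell (4 and 22 adjusted over the list alone, median -0.06, mean -0.37, camera adjusted p = 0.00159, and 0.255 with an estimated correlation), including the phosphatase gene Dusp26 at -2.67, while Sox10 had a log2 fold change of -2.37 (adjusted p = 0.0627, over alternatives from 0.00634 with array weights to 0.129). Of 28 mature neuron genes, 4 fell and none rose (5 and none adjusted over the list alone, median -1.39, camera adjusted p = 7.87e-07, and 0.292 with an estimated correlation). Of 16 mature oligodendrocyte genes, 7 fell and none rose (11 and none adjusted over the list alone, median -1.32, camera adjusted p = 2.94e-07, and 0.146 with an estimated correlation). The astrocyte genes Aqp4 and Gfap fell by 3.48 and 2.79, but of the 18 astrocyte genes 2 rose and 3 fell, as many as when adjusted over the list alone, and the list did not pass (median 0.04, mean -0.36, camera adjusted p = 0.49, and 0.854 with an estimated correlation). With the mean of all probe sets the log2 fold change was 1.13 for Egfr, 0.83 for Fdps, -3.74 for Csf1r and -2.19 for Ptprc. Mki67 had a log2 fold change of 0.27 (adjusted p = 0.758). In all, 2487 genes changed, 1317 up and 1170 down, and 751 up and 1396 down with cyclic loess.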

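The labels of the arrays do not say which of them is primary tumor #7. Among the 11 *p53* R172HCKO gliomas, that of array 58 was the nearest to cortex in the mature neuron and neural lists, but not in mature oligodendrocyte genes (-1.21, against -0.56 in array 48 and -0.99 in array 46). Its mature neuron score was -0.13, against -6.24 to -2.56 in the other *p53* R172HCKO gliomas and -0.20 to 0.21 in the cortices. Its astrocyte score was 0.19 and that of array 60 was -0.14, both within the range of the cortices, -0.22 to 0.30, and its neural list score of -0.07 was above the -0.49 of the next glioma of this genotype. Its cell cycle score was 1.39, between the cortices, at most 0.13, and the other *p53* R172HCKO gliomas, at least 3.75. Its proneural list score of 0.32 was the highest of the 22 gliomas. Among the *p53* nullCKO gliomas, those of arrays 38 and 45 had mature neuron scores of -0.72 and -0.70, against -6.45 to -3.045 in the others, and cell cycle scores of 3.35 and 1.16. These arrays were kept in all groups. Leaving out the glioma of array 58, an alternative chosen after seeing the data, gave 8938 genes changed between gliomas and cortex, and leaving out all 3 gliomas gave 9277.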

### The two growth patterns versus two clonal nonreciprocal translocation (cNRT) acquisition patterns

To determine the in vivo growth patterns, we performed serial magnetic resonance imaging (MRI) screens once a week from 5.5 to 12.5 months of age, detecting early glioma lesions (0.2–10 μl) in vivo (Fig. 2a, b). The initial lesions were detected after 6–12 months but underwent rapid tumor growth, leading to mortality within 1–2 months of initial detection (Fig. 2a, b). Three-dimensional (3D) reconstruction of the serial MRI data revealed two distinct patterns in these rapidly growing tumors (Fig. 2b and Supplementary Movies 1–4). The Type 1 pattern, growing as a single mass throughout the entire screening process, was observed in ~30% of 43 tumor-bearing brains analyzed by this approach (Fig. 2b, c and Supplementary Movie 1). In contrast, the Type 2 pattern was characterized by rapid growth of multiple tumors at spatially segregated sites (Fig. 2b, c and Supplementary Movies 2–4). Of note, we observed spatially segregated tumors with different degrees of merging in 13 of the 30 Type 2 cases, either partially (38%) or completely (62%) (labeled by colored dashed lines, Fig. 2c). To determine whether these GEM GBMs exhibit chromosomal abnormalities frequently seen in human cancers^25,26^, we employed spectral karyotyping (SKY) analysis. Malignant gliomas and GBMs isolated from the brain parenchyma of all three *p53*CKO models were predominantly comprised of cells harboring sub-tetraploid (sub-4N) genomes, typically 60–80 chromosomes, as compared to normal neural stem cells with diploid (2N) or near-2N genomes (Supplementary Fig. 2a–c). This phenotype is consistent with whole-genome duplication (WGD) followed by limited chromosome loss, which is more frequently observed in *TP53*-mutant human cancers, including GBMs, than those with WT *TP53* (Supplementary Fig. 2d, e)^1,27,28^. Many chromosomal abnormalities, including chromosomal fusions, were present at similar rates in malignant gliomas/GBMs from all *p53*CKO models (Supplementary Fig. 2f–j). Importantly, cNRTs, the NRTs observed in >50% of metaphase cells per tumor analyzed, were specifically identified in most malignant gliomas and GBMs driven by *p53*^R172H^ and *p53*^∆E5–6^, but not *p53*^null^ mutations (Fig. 2d–f and Supplementary Fig. 2f–h). Together, we identified additional oncogenic activity exerted by *p53*-mutant alleles beyond loss of functions, which promotes malignant gliomas and GBMs with higher levels of chromosomal abnormalities characterized by cNRT(s). We thus focused on the *p53*^R172H^ model for further investigation.

**Fig. 2:**
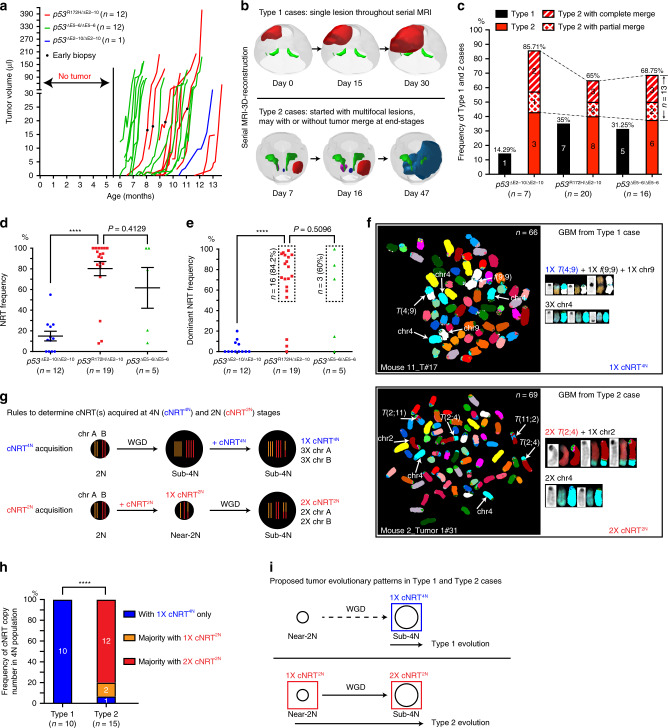
Two growth patterns are associated with two cNRT acquisition patterns. **a** In vivo tumor growth curves of three *p53*CKO models were determined by serial MRI. In mice with multifocal masses, the fastest-growing tumor is shown. **b** Representative 3D-reconstruction of MRI images shows the single-mass Type 1 (upper panel) and multifocal-mass Type 2 (bottom panel) growth patterns. **c** Frequency of Type 1 and Type 2 growth patterns in three *p53*CKO models was determined by serial MRI. The single-mass Type 1 pattern was marked by black. The multifocal-mass Type 2 pattern was presented by three types: (1) no merge (red), (2) partial merge (red with diamonds), and (3) complete merge (could be misdiagnosed as Type 1, red with stripes). The percentage of cells from each tumor sample carrying a nonreciprocal translocation (NRT) (**d**) and the percentage of cells carrying the dominant NRT (the NRT with the highest frequency in a tumor sample) (**e**) were compared. Each dot represents a tumor sample. Data are presented as a dot plot with mean ± SEM. **f** Representative spectral karyotyping (SKY) images identify clonal NRT(s) (cNRTs, observed in over 50% of the metaphases analyzed in a given sample). Analysis of SKY images demonstrates that a sub-4N Type 1 tumor cell at end-stage contained only one copy of its cNRT (upper panel), while a sub-4N Type 2 tumor cell typically contained two copies of its cNRT (bottom panel). **g** Schematic illustration of a cNRT acquired in a cell with a 4N genome (cNRT^4N^, blue) or acquired in a cell with a 2N genome (cNRT^2N^, red). **h** The percentage of sub-4N tumors in Type 1 and Type 2 cases carrying cNRT^4N^(s) and/or cNRT^2N^(s) was shown. **i** Proposed tumor evolution patterns in Type 1 and Type 2 cases. Briefly, Type 1 tumors could only be traced back to a cNRT^4N^-bearing cell with a sub-4N genome (blue square), while Type 2 tumors could be traced back to a cNRT^2N^-bearing cell with a near-2N genome (red squares). Unpaired, two-tailed Student’s *t* test was used for statistical analysis in (**d**, **e**, **h**). ****p < 0.0001.

Two patterns of cNRTs were observed in sub-4N tumor cells, featuring either one copy of the NRT with three copies of the translocated chromosomes or two copies of the NRT with two copies of the translocated chromosomes (Fig. 2f–h). These two patterns represent cNRT acquisition in cells with a 4N or 2N genome, termed cNRT^4N^ and cNRT^2N^, respectively (Fig. 2g). We analyzed a cohort of 13 cases with 7 single-mass Type 1 cases and 6 multifocal-mass Type 2 cases determined by histological analysis, of which 6 cases (three for each type) were validated by serial MRI/3D reconstruction (Fig. 2h, Table 1, and Supplementary Fig. 3a,4). All Type 1 tumors carried at least one cNRT^4N^(s), but no cNRT^2N^ (Fig. 2h and Supplementary Fig. 3a). In contrast, the presence of at least one cNRT^2N^(s) was observed in 14 of 15 Type 2 tumors (Fig. 2h and Supplementary Fig. 4). Together, the single-mass Type 1 versus multifocal-mass Type 2 pattern correlates with the acquisition pattern of cNRTs in a founder cell/clone (FC) with a 4N versus 2N genome, respectively (Fig. 2i).

**Table 1:** Overview of SKY results of parenchymal tumors and SVZ samples from seven Type 1 and six Type 2 cases from *p53*^R172H^ CKO models.

Sample name	WGD	cNRTs	Non-cNRTs and RTs	Fusions; ring chromosomes
*Type 1 cases (n = 7)*				
Mouse 8				
130620#1				
** T_Late P2**	Yes	*t*(11;7) *t*(10;4)	*t*(17;7;14) *t*(4;7;16) *t*(Y;2) *t*(13;Y) *t*(11;14) *t*(10;16)? *t*(1;7;12) *t*(5;7;5) *t*(1;7;1) *t*(15;19) *t*(1;4;3) *t*(15;4) *t*(1;2) *t*(1;7) *t*(15;7)	*f*(3;3) *f*(12;12)
SVZ-L P2	No	–	–	–
SVZ-R P2	No	–	–	–
Mouse 15				
121211#1				
** T P5**	Yes	*t*(2;17) *t*(7;14) *t*(8;11)	*t*(X;13) *t*(5;3) *t*(4;1) *t*(8;2) *t*(8;15) *t*(2;7)& *t*(7;2) *t*(8;14) *t*(4;11) *t*(12;17)	–
SVZ-L P1	No	–	–	–
Mouse 9				
130504#1				
**T P2**	Yes	*t*(14;X)	*t*(8;15) *t*(6;11) *t*(16;16) *t*(11;6) *t*(4;18) *t*(17;19) *t*(13;3) *t*(2;10) *t*(1;7) *t*(9;X) *t*(15;14) *t*(15;5) *t*(5;16) *t*(10;11) *t*(4;7) *t*(2;18) *t*(15;6) *t*(14;15) *t*(1;14) *t*(X;12) *t*(4;8)	ring(3;3) ring(7;17) *f*(5;15) ring(1;1) *f*(5;5) *f*(13;13) ring(16;15) ring(12;12) ring(15;15) ring(14;11) *f*(3;1) *f*(9;7)
SVZ-L P4	No	–	*t*(8;8) *t*(14;11) *t*(17;12) *t*(1;8) *t*(5;11) *t*(15;3) *t*(14;4) *t*(5;15) *t*(13;19)? *t*(5;Y) t(15;Y)	*f*(8;3) ring(10;10) ring(14;11)
Mouse 16				
130125#3				
** T P4**	Yes	*t*(9;11)	*t*(4;4) *t*(4;9)? *t*(4;X) *t*(18;1)? *t*(X;10)? *t*(X;9) *t*(11;X) *t*(1;2) *t*(X;3) *t*(16;X)? *t*(4;6) *t*(11;X)& *t*(X;11) *t*(9;1) *t*(14;3) *t*(2;10)? *t*(14;4) *t*(14;10) *t*(16;5) *t*(X;12) *t*(2;3) *t*(4;6)?	*f*(8;8) *f*(7;7) *f*(16;16) ring(4;4) ring(9;4)
** SVZ-L P4**	Yes	*t*(11;8) *t*(6;6)	*t*(5;3;5) *t*(3;16) *t*(6;18) *t*(1;7) *t*(6;6;8) *t*(8;6) *t*(4;14) *t*(4;3;11) *t*(3;15) *t*(9;17) *t*(4;3) *t*(6;6;9) *t*(3;9) *t*(8;11) *t*(4;5) *t*(3;8) *t*(9;17) *t*(12;5;3;5) *t*(15;10) *t*(3;17) *t*(3;7) *t*(8;18) *t*(3;12) *t*(8;6)&*t*(6;8) *t*(1;2)	*f*(8;8) *f*(10;14) ring(4;6) ring(6;15) ring(3;3)
Mouse 13				
121029#1				
**T_Late P1**	Yes	–	*t*(X;8) *t*(8;2)	*f*(7;11) ring(8;8) ring(3;8;8) ring(1;1)
**T_Early P3**	Yes	*t*(8;2)	*t*(2;6) *t*(5;17) *t*(4;4;16) *t*(14;16) *t*(12;17) *t*(14;1) *t*(14;10) *t*(19;15) *t*(1;5;1) *t*(12;X) *t*(1;2) *t*(8;1) *t*(X;14) *t*(10;15) *t*(4;2) *t*(14;2) *t*(4;19) *t*(3;14) *t*(17;3) *t*(14;3) *t*(12;18)&*t*(18;12)	–
**SVZ-L P2**	Yes	–	*t*(1;8) *t*(8;7)	*f*(13;1)
			*t*(8;X) *t*(6;1) *t*(X;3) *t*(X;17) *t*(X;15) *t*(X;1) *t*(8;14) *t*(6;5) *t*(13;16) *t*(1;5) *t*(6;12) *t*(3;8) *t*(3;2) *t*(8;15) *t*(2;2) *t*(15;6)	*f*(17;19) *f*(19;5) *f*(19;19) *f*(9;9) *f*(6;12) *f*(19;4;19)? *f*(5;9)? *f*(3;9)
Mouse 11				
130312#10				
**Tumor_A P2**	Yes	*t*(4;9)	*t*(13;6) *t*(11;19) *t*(15;13) *t*(14;8) *t*(14;5) *t*(1;17) *t*(4;6) *t*(1;7) *t*(4;10) *t*(2;5) *t*(2;5) *t*(12;13) *t*(11;6) *t*(X;10) *t*(11;2) *t*(12;17) *t*(4;8) *t*(X;2)	*f*(X;19) *f*(3;9) *f*(X;9) *f*(15;12) *f*(13;13) *f*(7;9) *f*(8;10) ring(12;6) ring(7;7) ring(1;X)
**Tumor_P P2**	Yes	–	*t*(2;18;6) *t*(7;1) *t*(4;6) *t*(13;11) *t*(3;X) *t*(14;8) *t*(13;5)	*f*(19;19) ring(X;4)
**SVZ-L P1**	Yes	–	*t*(19;17) *t*(10;17) *t*(4;19) *t*(X;9) *t*(4;X) *t*(4;5)	*f*(7;7) ring(12;12)
Mouse 1				
120123#1				
**T P2**	Yes	*t*(7;17)	*t*(2;11) *t*(7;4) *t*(11;2) *t*(11;1) *t*(10;2) *t*(1;8) *t*(2;10) *t*(11;3) *t*(14;1) *t*(1;7;17)	ring(11;11) ring(4;4) ring(14;14) ring(13;13)
**SVZ-L P1**	Yes	*t*(7;17)	*t*(17;7) *t*(5;14) *t*(14;11) *t*(8;18) *t*(1;10) *t*(12;4) *t*(11;14)	ring(11;11) ring(4;4) ring(13;13) ring(1;1) ring(10;10) ring(2;2)
*Type 2 cases(n = 6)*				
Mouse 2				
120301#1				
** T1 P1**	Yes	***t*(2;4)**	*t*(2;4)^a^ *t*(14;15) *t*(3;11) *t*(11;17) *t*(17;X) *t*(9;2) *t*(9;3) *t*(3;3) *t*(7;12) *t*(2;11)&*t*(11;2)	*f*(18;14)
** T2 P2**	Yes	***t*(2;4)**	*t*(3;4) *t*(14;5) *t*(5;14) *t*(7;8) *t*(10;11)^a^	*f*(18;14) *f*(11;18)
** SVZ-L P2**	No	***t*(2;4)** ***t*(3;8)** ***t*(10;11)**	*t*(8;Y)	–
** SVZ-R P2**	No	–	*t*(2;4) *t*(1;12) *t*(12;2) *t*(10;19) *t*(11;13) *t*(15;1;Y) *t*(4;7) *t*(8;11)	–
Mouse 3				
120417#1				
** TR P2**	Yes	***t*(11;11)**	*t*(9;11) *t*(1;9) *t*(3;1) *t*(17;7) *t*(4;7)	–
** TL P3**	No	–	*t*(11;11) *t*(X;1)&*t*(1;X) *t*(14;4) *t*(7;14) *t*(9;16) *t*(X;16)	*f*(X;11) *f*(8;14) ring(11;11)
** SVZ-R P2**	No	***t*(11;11)**	*t*(2;5) *t*(3;11) *t*(3;16)	–
** SVZ-L P3**	No	–	*t*(11;11)	*f*(18;2)
Mouse 6				
120717#1				
**T_Late P4**	Yes	***t*(11;11)**	*t*(4;2) *t*(7;17) *t*(17;2) *t*(2;13) *t*(9;11) *t*(4;7)	*f*(11;11) ring(14;14) ring(13;19) ring(2;19) ring(5;7) ring(11;4)
**T_Early P4**	Yes	***t*(11;11)**	*t*(11;19) *t*(13;19) *t*(X;7) *t*(7;3) *t*(7;11) *t*(16;14) *t*(3;16) *t*(7;X;7) *t*(15;13) *t*(X;15) *t*(3;1) *t*(16;11) *t*(X;3) *t*(4;3) *t*(12;19) *t*(9;11)	ring(14;14)
SVZ-L P4	No	***t*(11;11)**	*t*(14;17)	ring(14;14) ring(1;15)
SVZ-R P2	No	–	–	–
Mouse 5				
140412#1				
**T P3**	Yes	***t*(7;7)**	*t*(4;2) *t*(17;3) *t*(3;2) *t*(2;8) *t*(3;5)	–
SVZ-L P1	No	–	–	–
**SVZ-R P1**	Yes	***t*(7;7)**	–	–
Mouse 10				
121109#1				
** T1 P3**	Yes	*t*(9;11) *t*(11;2)	*t*(16;11) *t*(8;4;8) *t*(6;2) *t*(5;4)&*t*(4;5) *t*(4;7;4) *t*(4;7) *t*(4;6) *t*(16;7)&*t*(7;16) *t*(15;13) *t*(12;13) *t*(10;17) *t*(14;X)	*f*(X;18) *f*(15;12) *f*(X;X) f(15;15) ring(3;8)
** T2 P4**	Yes	–	*t*(10;17) *t*(3;X) *t*(1;X) *t*(X;6) *t*(5;1) *t*(15;13) *t*(10;8;17) *t*(10;8;15) *t*(10;8;1) *t*(X;8) *t*(18;4) *t*(9;8) *t*(1;14)	*f*(9;18) *f*(4;5)
** SVZ-R P3**	Yes	***t*(2;16)** ***t*(7;4)** ***t*(10;7)**	*t*(4;15) *t*(15;5); *t*(5;15;5) *t*(4;7)? *t*(14;4) *t*(15;X) *t*(15;19) *t*(15;12) *t*(15;19)	*f*(15;15) ring(2;15) ring(15;19) ring(18;18); ring(15;15)
Mouse 4				
120911#2				
** T1 P3**	Yes	***t*(12;6)**	*t*(11;4;3) *t*(19;11) *t*(19;12) *t*(12;6)^a^ *t*(2;9)	–
** T2 P3**	Yes	***t*(12;6)**	*t*(11;4;3) *t*(8;11) *t*(15;2) *t*(11;4) *t*(13;19) *t*(3;2) *t*(16;3) *t*(15;11) *t*(1;12) *t*(8;3) *t*(12;13) *t*(11;18) *t*(11;X) *t*(12;5)	–
** SVZ-L P3**	Yes	***t*(12;6)**	*t*(11;4;3) *t*(12;19) *t*(8;3) *t*(X;5) *t*(15;16) *t*(15;11) *t*(17;11) *t*(1;10) *t*(2;6) *t*(18;5)	*f*(15;15) ring(14;14) ring(4;4)
** SVZ-R P2**	Yes	***t*(12;6)**	*t*(11;4;3) *t*(15;11) *t*(4;11) *t*(3;7) *t*(9;1)	–

Bolded “Sample Names” represent tumor tissue. Bolded “cNRTs” represent cNRT^2N ^

^a^These NRTs potentially have different breakpoints compared to the cNRTs in that sample.

### Spatial segregation in tumor initiation and manifestation

To determine the existence of 2N tumor precursor cells in Type 1 tumors, we analyzed chromosomal profiles of tumor cells isolated from multiple regions of individual tumors, including tumor-free SVZ regions as a control (Supplementary Fig. 3a). Whereas tumor-free SVZ-derived cells predominantly had normal 2N genomes and normal chr19, all Type 1 tumors exhibited loss of *Pten*/chr19 with sub-4N genomes (eight segments from seven tumors) (Supplementary Fig. 3b). Furthermore, MRI-guided early biopsies exhibited the critical histopathological and genetic features of end-stage high-grade gliomas, featuring sub-4N genomes and loss of *Pten*/chr19 (Supplementary Fig. 3c–e). Thus, similar to most human primary GBMs, radiographically detectable Type 1 tumors have no evidence of tumor precursor populations, exhibiting a rapid one-phase evolutionary pattern driven by a sub-4N/*Pten*/chr19-loss FC and growing as a highly proliferative single mass. In contrast, tumor precursor populations with near-2N genomes were observed in the SVZ, which was spatially segregated from parenchymal tumors, in five of the six Type 2 cases analyzed (Fig. 3a and Supplementary Fig. 4). Strikingly, three of the Type 2 cases (Mice 2, 3, and 6) maintained tumor precursor populations with near-2N genomes and normal *Pten*/chr19 in the SVZ, which carried one or more cNRT^2N^(s) identical to those observed in autologous sub-4N/*Pten*/chr19-loss tumors (Fig. 3a). In one Type 2 case (Mouse 3), *Pik3ca*^H1047R^, a hotspot mutation known to activate PI3K/Akt/mTORC1 signaling in human cancers^29^, was exclusively found in more advanced tumors, but not the relatively tumor-free SVZ (SVZ^L^). In the other three Type 2 cases, Mouse 5 and Mouse 10 maintained a small number of tumor cells with near-2N genomes, while all four segments from three sites of Mouse 4 were entirely comprised of sub-4N/*Pten*/chr19-loss tumor cells (similar to Type 1 tumors). Of note, all tumor cells from those three Type 2 cases with near-2N or sub-4N genomes exhibited loss of *Pten*/chr19. Importantly, the near-2N/*Pten*/chr19-loss tumor precursor cells in Mice 5 and 10 also carried one copy of the cNRT^2N^(s) (cNRT^2N-1×^) identical to the one(s) presented with two copies observed in autologous sub-4N/*Pten*/chr19-loss tumors (cNRT^2N-2×^) (Fig. 3a and Supplementary Fig. 4). Together, these observations support the model wherein Type 2 tumors arise from a FC with a 2N genome that acquires one copy of cNRT^2N^(s) before undergoing WGD.

**Fig. 3:**
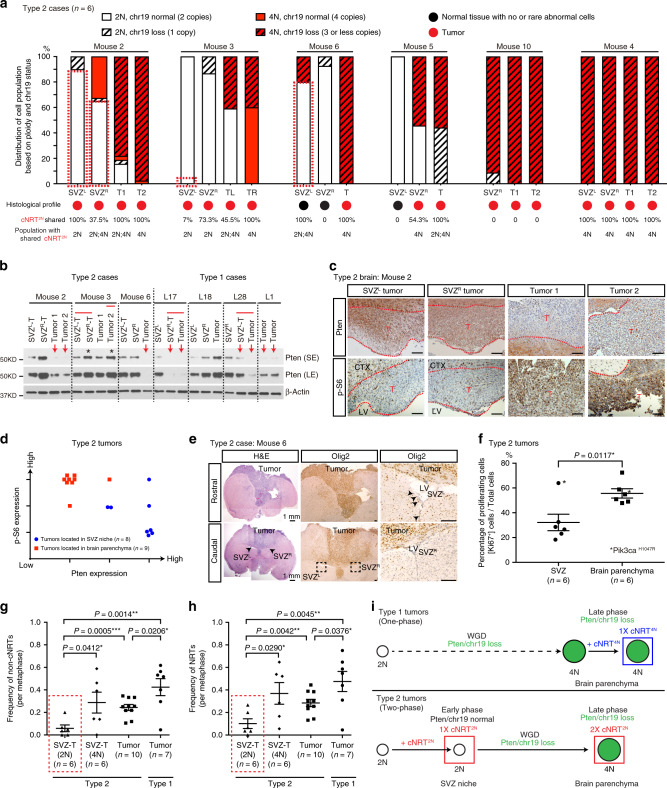
Spatial segregation in tumor initiation and manifestation in Type 2 cases. **a** Ploidy and chr19 status at the single-cell level for early passage cNRT^2N^-bearing cells derived from paired SVZ tissues and parenchymal Type 2 tumors are shown. Dashed red boxes indicate cNRT^2N^-bearing cells with near-2N genomes and normal *Pten*/chr19. **b** Western blot reveals Pten in early passages of cell lines derived from paired SVZ tissues and parenchymal tumors. * indicates samples harboring Pik3ca^H1047R^ mutation. Red lines indicate samples isolated from the same tumor masses. Red arrows indicate tumors identified with chr19 loss by SKY and/or chr19 FISH assay. Case L18 contained four copies of chr19. Source data are provided as a Source data file. **c** Matched Pten and p-S6 labeling in four spatially segregated tumors in Mouse 2. **d** Immunohistochemical staining of Pten and p-S6 in the SVZ niche and parenchymal tumors of Type 2 cases from the *p53*^R172H^ CKO model were qualitatively scored. **e** Representative images show H&E (left) and Olig2 (middle) staining of parenchymal tumors and SVZ regions in Mouse 6. The boxed areas in SVZ regions are shown at high magnification (right). **f** Proliferation index measured by the percentage of Ki67^+^ cells in the SVZ regions and brain parenchymal tumors were compared. * indicates samples harboring *Pik3ca*^H1047R^ mutation. The frequency of non-clonal NRTs (non-cNRTs) (**g**) and NRTs (**h**) was compared in spatially segregated SVZ- and parenchyma-derived Type 2 tumors and Type 1 tumors. Dashed red lines marked Type 2 SVZ tumors with relatively stable genomes (2N). **i** Proposed tumor evolution patterns in Type 1 (top) and Type 2 (bottom) cases with defined *Pten*/chr19 and ploidy status. Data are presented as a dot plot with mean ± SEM. Unpaired, two-tailed Student’s *t* test was used for statistical analysis in (**f**, **g**, **h**). *p < 0.05, **p < 0.01, ***p < 0.001. SE short exposure, LE long exposure, CTX cortex, SVZ subventricular zone, LV lateral ventricle, T tumor. Scale bars: 100 µm (**c**, **e**).

Consistent with intact *Pten*/chr19, the expression of Pten protein was significantly higher in SVZ-derived cells than those derived from autologous parenchymal tumors with *Pten*/chr19 loss (Fig. 3b, c and Supplementary Fig. 5a). By comparison, loss of Pten protein expression was accompanied by the activation of PI3K/Akt/mTORC1 signaling in autologous tumors isolated from the brain parenchyma (Fig. 3c, d and Supplementary Fig. 5b–e). Although Mouse 3 tumors exhibited high levels of Pten expression, the acquired *Pik3ca*^H1047R^ mutation appeared to activate PI3K/Akt/mTORC1 signaling (Fig. 3b and Supplementary Fig. 5d)^1,29^. Importantly, the SVZ of the three Type 2 cases with near-2N/*Pten*/chr19-normal tumor cells was free of high-grade gliomas, and some cases, except for increased numbers of Olig2^+^ cells, resembled a normal SVZ stem-cell niche (Fig. 3e and Supplementary Fig. 5f)^19^. Overall, the SVZ in these three Type 2 cases exhibited considerably lower cellularity and mitotic index than that observed in malignant gliomas and GBMs spatially segregated in the parenchyma of the same brains (Fig. 3f). Despite no significant difference in cNRTs observed among all tumor samples analyzed, both Type 1 and Type 2 tumors observed in the brain parenchyma showed a significantly more diverse population of non-cNRTs and consequently total NRTs than those from SVZ-derived tumors with near-2N genomes in Type 2 cases (Fig. 3g, h and Table 1). Thus, the Type 2 pattern exhibits a two-phase tumor evolution—an “early” phase with normal *Pten*/chr19 and relative stable near-2N genomes in the SVZ and a “late” phase with *Pten*/chr19 loss and highly unstable sub-4N genomes in the spatially segregated distant brain parenchyma, while the Type 1 pattern only has a one “late” phase during tumor evolution (Fig. 3i).

### Building single-cell phylogenetic trees by the SKY method

The maintenance of cNRT^2N^(s) throughout tumor evolution, together with WGD, allowed us to build a phylogenetic tree to delineate clonal origin and dispersal from the SVZ to distant locations in multifocal-mass Type 2 cases. We integrated SKY-based single-cell analysis with the whole-genome sequencing (WGS) data of bulk tumor samples. The average chromosome counts of the cells analyzed by SKY showed excellent agreement with the read depth profile in the WGS data at the genome-wide level, which correlates with copy-number variations (CNVs) (Fig. 4a, b). For example, in the Type 2 case with the most complex chromosomal profile (Mouse 2), we validated three chromosomal events determined by WGS and SKY data: (1) 50% loss of chr16 in all tumor cells, (2) normal and loss of *Pten*/chr19 in SVZ- and parenchyma-derived tumors, respectively, and (3) acquisition of the founding cNRT^2N^, *t*(2;4), accompanied by loss of chr4, in all tumor cells except for 62.5% of SVZ^R^-T-derived cells. Thus, these results demonstrate that the small number of metaphase cells analyzed by the SKY method is representative of the diversity of the overall tumor cell populations, suggesting no significant sampling bias from the SKY method. More importantly, we used WGS data to confirm that cNRTs from autologous SVZ- and parenchyma-derived tumors shared identical breakpoint sequences. All clonal or sub-clonal NRTs used for phylogenetic tree building were likely confirmed by the WGS data (*n* = 26). For further verification, we cloned the breakpoint sequences of one cNRT^2N^, *t*(2;4), and performed Sanger sequencing and quantitative PCR, confirming that the *t*(2;4) breakpoint location was identical in all four tissue samples from Mouse 2 (Fig. 4c–e). The identical DNA sequence at the breakpoint location of NRTs further supports the model wherein malignant gliomas and GBMs arises from a single FC that acquires the same genetic event, *t*(2;4). Moreover, Monte Carlo simulations predict that the same “hotspot” NRT is unlikely to recur in tumors from two different mice, indicating that almost no NRT(s) is independently acquired in two different tumors (Fig. 4f, see “Methods” for details). Together, these results demonstrate that cNRT can serve as a lineage-specific marker to clonally link tumor cells from different regions of the same brain during tumor evolution.

**Fig. 4:**
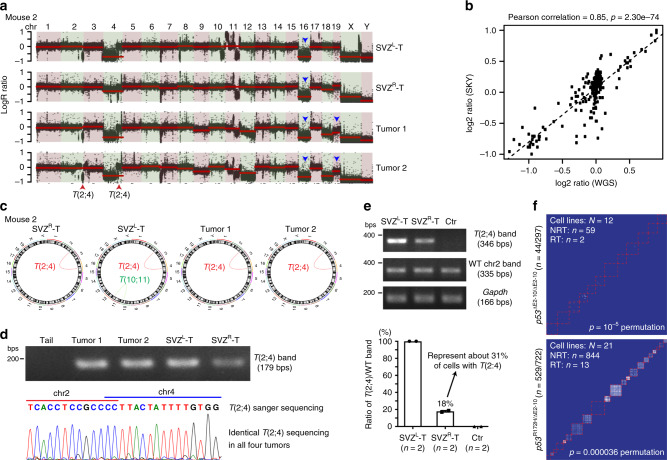
WGS validates SKY-based cytogenetic markers used for phylogenetic trees. **a** The WGS-based copy number (CN) ratios of four tumor samples over tail (black points) from Mouse 2 were compared to the average of chromosome copy numbers obtained from SKY analysis (solid red segments). Arrowheads indicate the *t*(2;4) acquisition (red) and chromosome loss (blue). **b** Comparison of whole-chromosome CNV estimation (log2 ratio) between WGS and SKY using Pearson correlation coefficient (r). Dots represent each chromosome in each sample (*n* = 13). Dotted line represents a linear regression line between WGS and SKY estimations. **c** WGS analysis of primary cells from four tumors in Mouse 2 shows the interchromosomal rearrangement *t*(2;4) (red line) and *t*(10;11) (green line). **d**, **e** Sanger sequencing of *t*(2;4) and wild-type chr2 in Mouse 2 (**d**), with malignant glioma from other animal as control. q-PCR analysis shows the relative ratio of *t*(2;4) to wild-type chr2 between SVZ^L^-T (100%) and SVZ^R^-T (40%), exhibiting an excellent agreement with the SKY data (**e**). Source data are provided as a Source data file. **f** Sample-wise NRT sharing matrix was built for *p53*^null^CKO and *p53*^R172H^CKO gliomas. Shared NRTs between metaphases are displayed using a heatmap. Blue indicates no shared NRTs and red indicates shared NRTs. Red dashed squares indicate metaphases from a single mouse.

### The mode of the two-phase evolutionary pattern

We next used a neighbor-joining (NJ) computational algorithm to build a single-cell phylogenetic tree (Supplementary Fig. 6a)^30^. We converted chromosomal events into a distance matrix under the minimum evolution principle for each sample in all Type 2 cases (see “Methods” for details). Given that tumor precursor cells at the “early” phase of tumor evolution were maintained in the SVZ, we first analyzed the NJ tree from 40 tumor cells of the SVZ^R^ of Mouse 2 (Fig. 5a). When cells are arranged based on genetic similarity, we expect that cells with a shared FC are grouped together, forming identifiable clusters, each of which could be traced back to a single FC. In the SVZ^R^ of Mouse 2, we identified four clonally related clusters which followed an evolutionary path based on the gradual accumulation of somatic chromosomal events (Fig. 5b, c). Tumor evolution began with chr16 loss (shared by all 40 cells) that defined the oldest FC with fewest chromosomal abnormalities (FC0). Subsequent FC(s) developed by accumulating additional chromosomal events: FC1 acquired one copy of cNRT^2N-1×^[*t*(2;4)]; the predicted FC2 lost chr18; FC3 underwent WGD, including duplication of *t*(2;4) (cNRT^2N-2×^); and FC4 acquired a cNRT^4N^ [*t*(1;12)] (Fig. 5b, c). Next, we analyzed the NJ tree from tumor cells of the SVZ^L^ of Mouse 2. All SVZ^L^-T-derived tumor cells were traced back to a single FC carrying three cNRT^2N-1×^s, including *t*(2;4), suggesting that SVZ^R^-FC1 acquires two more cNRT^2N^s and generates the entire cell population of SVZ^L^-T (Supplementary Fig. 6b, c). Compared to the linear evolutionary path of the SVZ tumors, both parenchyma-derived tumors were seeded by multiple clonally related FCs and lineages. Tumor 1 and Tumor 2 could be traced back to a total of seven and nine FCs, respectively (Supplementary Fig. 6d–g). Two of 16 FCs (both observed in Tumor 1) had near-2N genomes, and only one had normal *Pten*/chr19. However, this near-2N/*Pten*/chr19-normal FC was not the direct precursor for the other 15 FCs, as it acquired a distinct chromosomal event: chr3 gain. Instead, all 16 FCs could be traced back to the FC located in the SVZ^R^-FC1. Of note, immediate precursors of the two subpopulations in Tumor 2 were observed in Tumor 1 (Fig. 5c and Supplementary Fig. 6e, g). Together, these results reveal a two-phase evolutionary pattern starting from the SVZ^R^ with a cNRT^2N-1×^-bearing FC, SVZ^R^-FC1, which undergoes local evolution while independently seeding three distant locations (SVZ^L^, Tumor 1, and Tumor 2) (Fig. 5c).

**Fig. 5:**
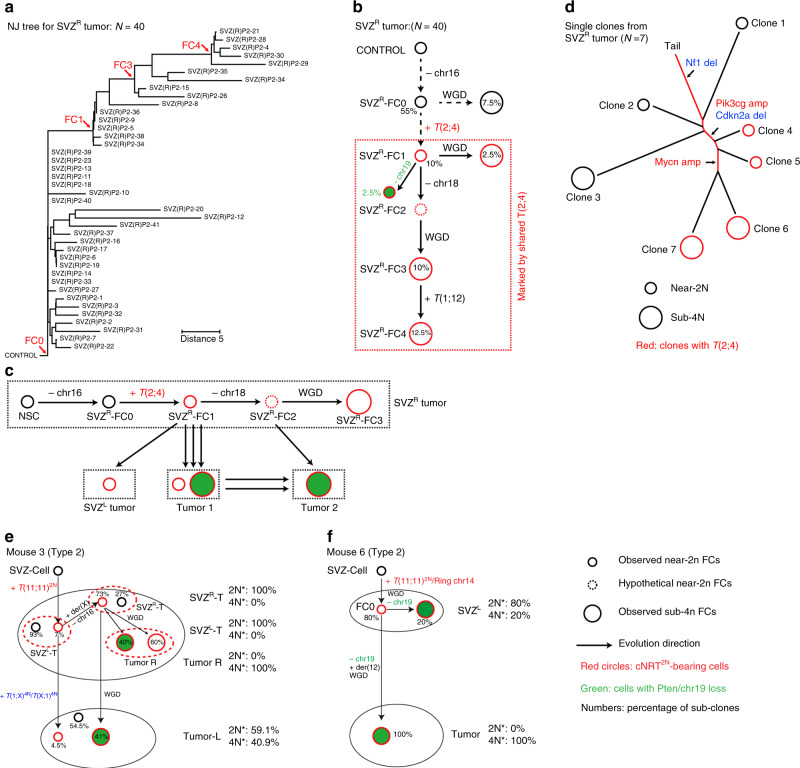
Single-cell phylogenetic trees reveal the two-phase evolution pattern in Type 2 cases. **a** SKY-based single-cell phylogenetic tree was generated with all metaphases in Mouse 2 SVZ^R^-T using a neighbor-joining algorithm with customized feature and distance measure selection (see “Methods” for details). Red arrows indicate major clusters. **b** The genotype of each founder cell/clone (FC) of the major clusters on the phylogenetic trees was extrapolated based on common genetic features, and their clonal relationship was illustrated. Major chromosomal events shared by cells in each branch are shown. **c** A schematic model shows the mode of distant dispersal in Mouse 2 from the SVZ^R^ to the three distant sites via parallel seeding and polyclonal seeding based on interpretation of SKY-based single-cell analysis. **d** WGS data of seven single-cell-derived bulk tumor samples isolated from Mouse 2 SVZ^R^-T were used to generate genome-wide CNV profiles, and a neighbor-joining tree was constructed to predict the evolutionary trajectory of these clones. Line length corresponds to difference in CNV profiles. Shared genetic events of known oncogenes or tumor suppressors are marked. See “Methods” for details. Models show a similar two-phase evolutionary pattern from the SVZ to distant brain regions in two additional Type 2 cases, Mouse 3 (**e**) and Mouse 6 (**f**).

To further establish a clonal relationship between SVZ^R^-derived cells before and after acquiring *t*(2;4), we cloned individual tumor cells into a 96-well plate, amplified single cells and performed WGS analysis of single-cell-derived bulk tumor samples (Supplementary Fig. 7). Using the seven single-cell-derived samples’ CNV profiles, we built a NJ tree, which revealed that three clones without *t*(2;4) (Clones 1–3 with black circles) emerged earlier than four clones with *t*(2;4) (Clones 4–7 with red circles) during evolution (Fig. 5d). Moreover, regardless of having *t*(2;4), near-2N clones always emerged earlier than their respective sub-4N counterparts. These results not only validate the evolutionary direction of FCs by the SKY-based NJ tree, but also identify a precursor (SVZ^R^-FC0) of the cNRT^2N-1×^-bearing FC1, SVZ^R^-FC1, which harbors a cancer driver alteration: a specific homozygous deletion at *Nf1* tumor suppressor gene (Fig. 5d). Importantly, the NJ trees from two other Type 2 cases (Mouse 3 and Mouse 6) revealed a two-phase evolutionary pattern similar to that observed in Mouse 2 (Fig. 5e, f). Together, all three Type 2 cases show that cNRT^2N-1×^-bearing FC-derived tumor precursor cells with near-2N genomes and normal *Pten*/chr19 (Mouse 3 has normal *Pik3ca*^H1047^ allele) drive local evolution in the SVZ, while multiple clonally related progeny of the CA cell seed one distant site (“polyclonal seeding”) and/or one such progeny seeds multiple distant sites (“parallel seeding”), generating autologous cNRT^2N-2×^-bearing with sub-4N genomes and loss of *Pten*/chr19 (Mouse 3 has mutant *Pik3ca*^H1047R^ allele).

### Distant versus local dispersal from the SVZ to brain parenchyma

The NJ trees of the other three Type 2 cases did not exhibit the complete two-phase evolutionary pattern described above. In Mouse 5, despite a lack of near-2N tumor precursors in the SVZ, the observed cNRT^2N-2×^-bearing sub-4N cells had no additional chromosomal events. In contrast, parenchyma tumor-derived cells, including one near-2N population, all acquired additional chromosomal events, including one lineage with three events (one fusion and two chromosomal gains) and a second lineage with one cNRT^4N^ (Fig. 6a). Thus, the two SVZ-derived FCs, one observed cNRT^2N-2×^-bearing sub-4N cell and one predicted cNRT^2N-1×^ near-2N cell, distantly seeded the tumor in the parenchyma. Mouse 10 is a unique Type 2 case that had three spatially segregated tumors, including one in the SVZ (Fig. 6b). However, two of the three tumors carrying at least one cNRT(s) not only exhibited distinct cNRTs, but also different patterns—the SVZ tumor had three distinct cNRTs^2N^ and the parenchymal tumor had two distinct cNRTs^4N^. Despite exhibiting no lineage relationship between SVZ- and parenchyma-derived tumors, SVZ-tumor-derived cells were comprised of both near-2N and sub-4N cells, carrying the same three cNRTs^2N^ with one and two copies, respectively (Fig. 6b and Supplementary Fig. 4). These results suggest that Type 2 tumors could evolve locally from the SVZ to brain parenchyma. Finally, despite having no near-2N tumor cells in Mouse 4, the cNRT^2N-2×^, *t*(12;6), was shared in all four tumor segments, suggesting the existence of an unobserved cNRT^2N-1×^-bearing/near-2N FC1 cell at tumor initiation, which were most frequently observed in the SVZ^L^, from which we predict they were derived (Fig. 6c). Together, we demonstrate that in all Type 2 cases, the SVZ either exclusively or more abundantly harbors the closest descendant of the CA cell with a near-2N genome and fewer chromosomal events, generating malignant gliomas/GBMs with much more complex sub-4N genomes in the brain parenchyma via distant dispersal, or less frequently, local expansion (Fig. 6d, e and Table 1).

**Fig. 6:**
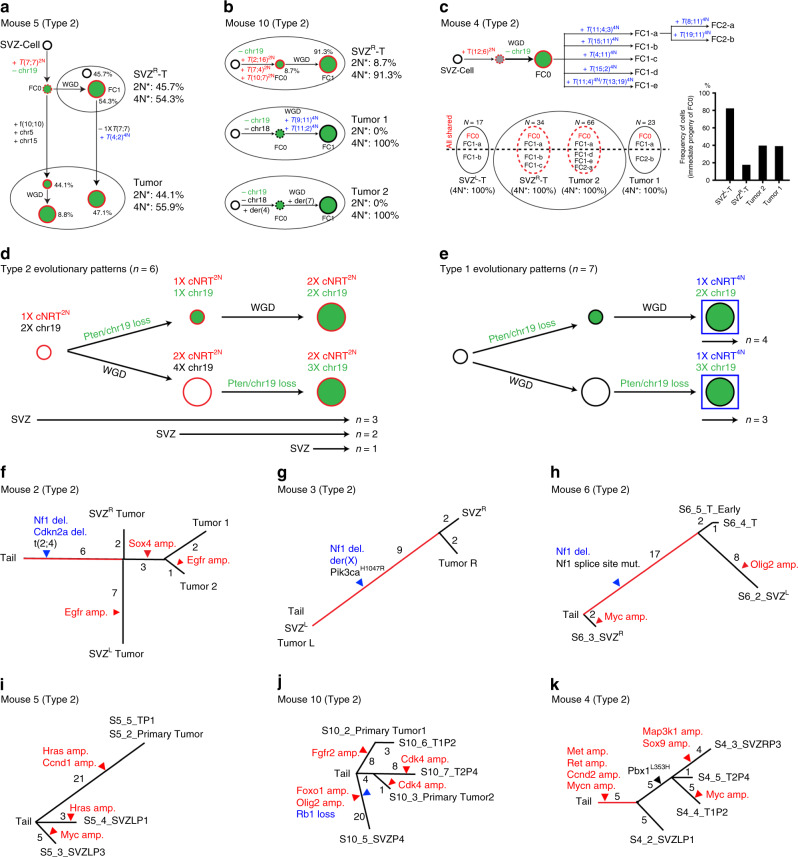
Distant versus local dispersal from the SVZ to brain parenchyma in additional Type 2 cases. Models show the clonal evolution from the founder cell/clone (FC) to GBMs in three additional Type 2 cases, Mouse 5 (**a**), Mouse 10 (**b**), and Mouse 4 (**c**). Models were constructed using data from SKY-based single-cell analysis. The relative frequency of 2N and 4N cells in each site was shown. Note that the distant dispersal from the SVZ to parenchyma were observed in Mouse 5 (**a**) and Mouse 4 (**c**) based on the genetic complexity of FCs. In Mouse 10 (**b**), local evolution of clonally related near-2N and sub-4N cells carrying three different cNRT^2N^s (labeled with red color and superscript “2N”) in the SVZ tumor was illustrated. In Mouse 4, total metaphases (cells) of SVZ^L^-T (*n* = 17), SVZ^R^-T (*n* = 36), Tumor 1 (*n* = 23), and Tumor 2 (*n* = 64) were analyzed and the percentage of cells derived from FC0 in each sample was compared (**c**). Summary of tumor evolutionary patterns in all six Type 2 (**d**) and seven Type 1 cases (**e**) was analyzed. The number of cases that match each of these predicted growth patterns are noted below. The trees based on shared and private events in cancer drivers from WGS data were manually reconstructed for all Type 2 cases, Mice 2 (**f**), 3 (**g**), 6 (**h**), 5 (**i**), 10 (**j**), and 4 (**k**). The shared and private events between SVZ- and parenchymal tumor-derived cells were placed on the trunks and branches of each tree, respectively. Shared events determined the phylogenetic order of samples. Length is proportional to the number of events (number indicated). Arrowheads indicate genetic events (red, amplification; blue, deletion; and black, mutation). The source data underlying (**f**–**k**) are provided as a Source data file.

To investigate the molecular mechanism underlying the two-phase evolutionary pattern in Type 2 cases, we preformed WGS analysis on early passage cell lines isolated from the SVZ and autologous tumors in distant brain regions from all six Type 2 cases. We categorized genetic alterations (e.g., focal deletions, amplification, and mutations) of known cancer drivers into two classes, shared and private events between SVZ- and parenchymal tumor-derived cells, which were manually placed on the trunks and branches of each tree, respectively (see “Methods”). For the specificity of the selected alterations, the whole chromosomal loss (e.g., *Pten*/chr19 loss) or gain was not listed. We identified two types of cancer driver alterations in SVZ-derived cells from all six Type 2 cases. The three cases (Mice 2, 3, and 6) that maintained tumor precursor cells with normal *Pten*/chr19 and near-2N genomes all exhibited homozygous *Nf1* loss in early phases of tumor evolution (Fig. 6f–h). However, the other three Type 2 cases with no directly observed tumor cells with normal *Pten*/chr19 exhibited a distinct pattern of cancer driver alterations, characterized by amplification of oncogenes, including *Hras*, *Ccnd1*, and *c-Myc* in Mouse 5 tumors; *Fgfr2*, *Olig2*, *Foxo1*, and *Cdk4* in Mouse 10 tumors; and *Met*, *Ret*, *Ccnd2*, and *N-Myc* in Mouse 4 tumors (Fig. 6i–k). Thus, activation of receptor tyrosine kinase(RTK)/Ras-mediated Erk/MAPK signaling pathways is universally observed in both SVZ- and autologous parenchyma-derived tumors, suggesting an early event in the SVZ during the two-phase tumor evolution.

### Olig2^+^ progenitors underlie clonal expansion in the SVZ

We investigated the role of loss of *Nf1* and/or activation of Erk/MAPK signaling during early evolution in the SVZ. Consistent with the WGS data of single-cell-derived tumors from SVZ^R^-T of Mouse 2 (Fig. 5d), homozygous deletion in the *Nf1* region (determined in the earliest FC, SVZ^R^-FC0) was shared among tumors from all four sites, accompanied by the complete absence of Nf1 protein expression (Fig. 7a, b). Moreover, WGS and protein expression analysis of bulk tumor samples was remarkably consistent with the SKY data from the other two Type 2 cases analyzed, including the SVZ^R^ of Mouse 6 used as a positive control for the normal tissue (red arrows, Fig. 7a, b). The SVZ areas with fewer abnormal cells, such as the SVZ^L^ and its closest tumor segment (TumorL) of Mouse 3 as well as the SVZ^L^ of Mouse 6, retained relatively higher levels of Nf1 protein expression than their autologous more advanced tumors (e.g., SVZ^R^ and TumorR of Mouse 3; Tumor of Mouse 6) (Fig. 7a, b). To investigate the phenotypic effects of *Nf1* loss in vivo, we used the expression of phosphorylated Erk (p-Erk) as a readout for activation of Ras-mediated Erk/MAPK signaling during early stages of tumor evolution in vivo^21,31,32^. We consistently identified p-Erk^+^ cells, presented as either individual cells in the SVZ or small clusters in the SVZ-associated areas, in age-matched *p53*^R172H^CKO and *p53*^∆E5–6^CKO mice, but not in the SVZ of control mice (Fig. 7c, d). Importantly, the p-Erk^+^ cells were proliferating within the clusters of p53^Mutant^-expressing glioma precursors, as identified in our previous studies (Fig. 7e)^21,22^. While BrdU^+^ proliferating cells in the control SVZ were neuronal-restricted progenitors with no p-Erk or Olig2 expression, BrdU^+^ proliferating cells in the mutant SVZ and in glioma precursor clusters from age-matched *p53*^R172H^CKO and *p53*^∆E5–6^CKO mice expressed Olig2 (Fig. 7f and Supplementary Fig. 8a)^19^. Consistent with our previous observation that most p53^Mutant^-expressing glioma precursors were positive for Olig2^21,22^, mutant-specific p-Erk^+^ cells frequently expressed Olig2 with abnormal mitoses in the SVZ (Fig. 7g–i and Supplementary Fig. 8b, c). Thus, these observations are most consistent with a model wherein a single p53-mutant neural stem cell spontaneously loses *Nf1* or acquires other oncogenic mutations, activating Ras-mediated Erk/MAPK signaling pathway and promoting clonal expansion of p-Erk^+^Olig2^+^p53^Mutant^-expressing glioma precursors. Consistently, p-Erk^+^Olig2^+^p53^Mutant^-expressing glioma precursors expressed the markers for neural stem cells and transit-amplifying progenitors (TAPs), including Ascl1, Ezh2, and BLBP, but not more differentiated oligodendrocyte precursor cells (Fig. 7j)^19,21,31^.

**Fig. 7:**
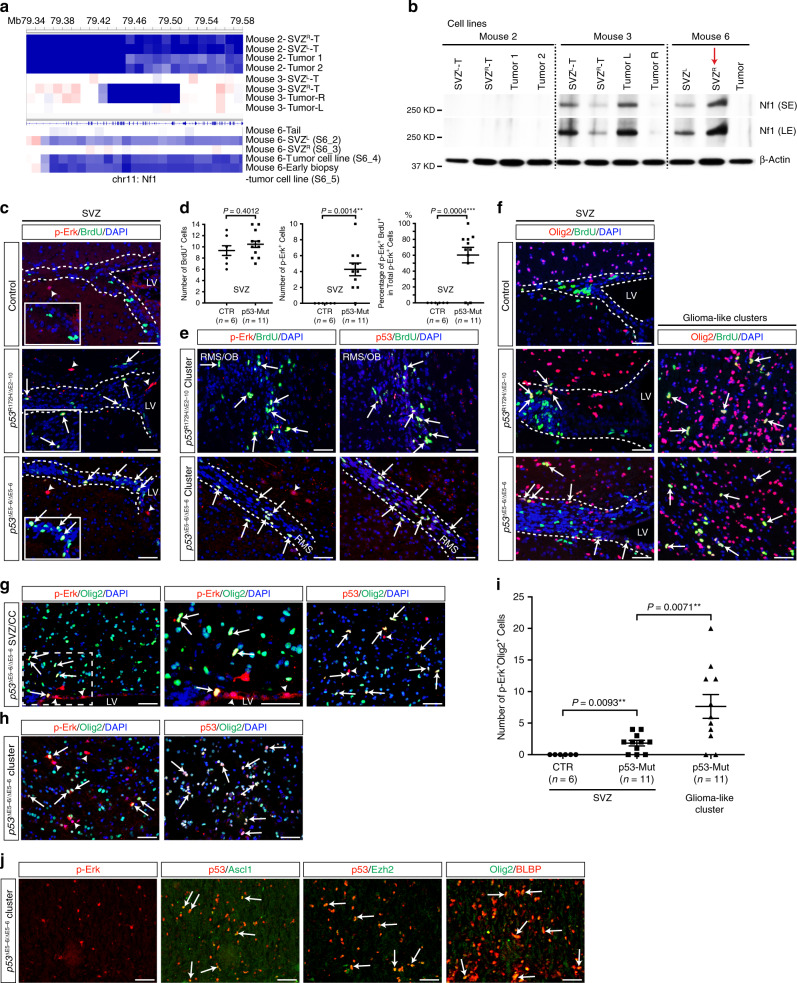
Olig2^+^ progenitors with Erk/MAPK activation underlie clonal expansion in the SVZ. **a** Copy-number variations (CNVs) of *Nf1* gene were shown in the three Type 2 cases. Blue represents copy loss/deletion, while red represents copy gain/amplification. **b** Western blotting of cell lines from the samples described above showed Nf1 protein levels. Red arrow indicates the histologically normal Mouse 6 SVZ^R^: a control with normal levels of Nf1 expression. Source data are provided as a Source data file. **c**–**i** Control (*n* = 6), *p53*^R172H^CKO (*n* = 3) and *p53*^∆E5–6^CKO (n = 14) mice at age 5–7 months were injected with BrdU to detect proliferating cells in tumor-free brains. White dashed lines in (**c**, **e**, **f**) mark the areas of SVZ and/or RMS in the stem-cell niche. **c**, **d** Co-labeling of p-Erk and BrdU in the SVZ. Arrows indicate p-Erk^+^BrdU^+^ cells (yellow), only observed in the mutant. Arrowheads indicate p-Erk^+^BrdU^−^ cells (green), observed in the control. Insets show high magnification in the SVZ. Quantifications are shown in (**d**). **e** Co-labeling of: p-Erk and BrdU; BrdU and p*53* in early glioma-like clusters. Arrows indicate p-Erk^+^BrdU^+^, p53^R172H^BrdU^+^, or p53^∆E5–6^BrdU^+^ cells. Arrowheads indicate p-Erk^+^BrdU^−^ cells. **f** Co-labeling of Olig2 and BrdU in the SVZ (left) and early glioma-like clusters (right). Arrows indicate Olig2^+^BrdU^+^ cells. **g**–**i** Co-labeling of p-Erk/Olig2 low- (left) and high- (middle, boxed areas in left) magnification, and p53/Olig2 (right) in the SVZ (**g**); early glioma-like cluster (**h**). Arrows indicate p-Erk^+^Olig2^+^ or p53^∆E5–6^Olig2^+^ cells. Arrowheads indicate p-Erk^+^Olig2^−^ cells. The quantification of p-Erk^+^Olig2^+^ cells is shown in (**i**). **j** Representative early glioma-like clusters in the olfactory bulb from *p53*^ΔE5–6^CKO brains (*n* = 7) were labeled with: p-Erk; p53/Ascl1; p53/Ezh2; and Olig2/BLBP. Arrows indicate p53^∆E5–6^Ascl1^+^ or p53^∆E5–6^Ezh2^+^ or Olig2^+^BLBP^+^ cells. Data are presented as a dot plot with mean ± SEM. Unpaired, two-tailed Student’s *t* test was used for statistical analysis in (**d**, **i**). **p < 0.01, ***p < 0.001. SVZ subventricular zone, LV lateral ventricle, OB olfactory bulb, RMS rostral migratory stream, CC corpus callosum, SE short exposure, LE long exposure. DAPI is a nuclear counterstain. Scale bars: 50 µm.

### Rictor/mTORC2 loss inhibits distant dispersal

Since the status of *Pten*/chr19 distinguished “early” from “late” phase of the two-phase evolutionary pattern, we inactivated Rictor/mTORC2 to investigate the role of activation of PI3K/Akt/mTORC signaling in distant dispersal of glioma from the SVZ^22^. Rictor is an essential component of mTORC2, which phosphorylates serine 473 of AKT and is essential for full activation of AKT/Akt in both human and mouse tumor cells^33^. Similar to the previous studies showing that *Rictor* is dispensable for normal cells in the prostate and blood^34,35^, conditional *Rictor* deletion (*Rictor*^∆/∆^) in the brain did not impact the lifespan of the conditional *Rictor*^∆/∆^CKO mice^22^. Importantly, *Rictor* deletion prolonged nearly 50% of the lifespan of *p53*^∆E5–6^*Rictor*^∆/∆^CKO mice with malignant gliomas and GBMs, compared to *p53*^∆E5–6^CKO mice. Importantly, *Rictor* deletion almost completely eliminated both phosphorylation of Akt^Ser473^ and Akt^Thr308^, and thus inhibited Akt activity in malignant gliomas from *p53*^∆E5–6^*Rictor*^∆/∆^CKO mice^22^. To evaluate whether *Rictor* deletion has an impact on distant dispersal from the SVZ niche at early stages, we analyzed 14 brains of *p53*^∆E5–6^CKO mice and 9 *p53*^∆E5–6^*Rictor*^∆/∆^CKO mice at the age of 5–7 months. Using the expression of mutant p53^∆E5–6^ protein as a marker, we identified early glioma-like clusters comprised of BrdU^+^Olig2^+^ cells in 8/14 (57.1%) brains from *p53*^∆E5–6^CKO mice compared to only 1/9 (11.1%) from *p53*^∆E5–6^*Rictor*^∆/∆^CKO mice (Fig. 8a–e). Importantly, five out of the eight *p53*^∆E5–6^CKO brains contained early glioma-like clusters, which were distributed at multiple sites distant from the SVZ/LV niche (Fig. 8a, c, e). In contrast, few BrdU^+^ cells with p53^∆E5–6^ expression were identified in the SVZ areas from eight out of nine *p53*^∆E5–6^*Rictor*^∆/∆^ CKO brains (Fig. 8b, d, e). Consistently, *Rictor* deletion completely eliminated multifocal tumors in *p53*^∆E5–6^*Rictor*^∆/∆^CKO mice, compared to all three *p53*CKO models that exhibited a similar incidence of brains with multifocal tumors (Fig. 8f–h and Supplementary Fig. 8d). Moreover, almost all malignant gliomas and GBMs were found directly associated with the SVZ in the *Rictor*-deficient background (Fig. 8i). Together, these results demonstrate that PI3K/Akt pathway activation is required for distant dispersal of malignant gliomas/GBMs from the SVZ to brain parenchyma.

**Fig. 8:**
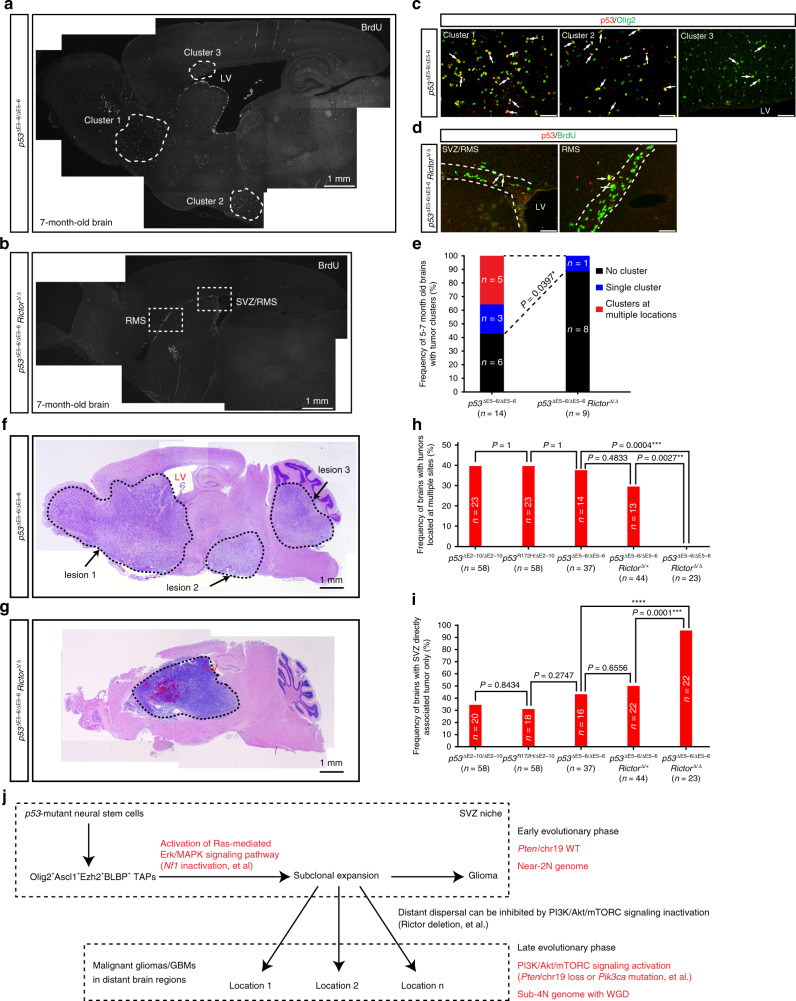
Rictor/mTORC2 loss inhibits distant dispersal. **a**–**e** *p53*^∆E5–6^CKO (*n* = 14) and *p53*^∆E5–6^*Rictor*^∆/∆^CKO (*n* = 9) mice at age of 5–7 months were injected with BrdU to detect proliferating cells in tumor-free brains. Adjacent brain sections were stained for BrdU (**a**, **b**), co-labeled for p53 and Olig2 (**c**), or co-labeled for BrdU and p53 (**d**). **a**, **c** A representative image with BrdU^+^ proliferating clusters identified in multiple regions from *p53*^∆E5–6^CKO mice (5 out of 14) was shown in (**a**). All the three clusters containing early glioma-like cells comprised of Olig2^+^p53^∆E5–6^ cells (indicated by arrows) (**c**). **b**, **d** A representative image with BrdU^+^ proliferating cells located in SVZ-associated areas from *p53*^∆E5–6^*Rictor*^∆/∆^ CKO mice (eight out of nine) was shown in (**b**). BrdU^+^ cells with p53^∆E5–6^ expression (indicated with arrows) were identified in the SVZ-associated areas in *p53*^∆E5–6^*Rictor*^∆/∆^ CKO brain (**d**). **e** The number of brains with early tumor cluster(s) characterized by BrdU^+^Olig2^+^ cells was compared in 5–7-month-old *p53*^∆E5–6^CKO and *p53*^∆E5–6^*Rictor*^∆/∆^CKO models. Fisher’s exact test was used to analyze the statistical difference. *p < 0.05. H&E staining shows representative brains with multifocal lesions and single lesion from the *p53*^∆E5–6^CKO (**f**) and *p53*^∆E5–6^*Rictor*^∆/∆^CKO (**g**) mice at end stages, respectively. Analysis of brain histology demonstrated the percentage of brains with multifocal tumors (**h**) and brains with tumors directly associated with the SVZ only (**i**). Analysis was compared among three *p53*CKO models, *p53*^∆E5–6^*Rictor*^∆/+^CKO and *p53*^∆E5–6^*Rictor*^∆/∆^CKO models. Fisher’s exact test was used to analyze the statistical difference. **p < 0.01, ***p < 0.001, ****p < 0.0001. **j** Model of a single-cell-derived early tumor cluster that sequentially accumulates GBM-relevant driver alterations in the RAS/MAPK and PI3K/AK/mTORC pathways, driving local expansion and distant dispersal during GBM evolution. SVZ subventricular zone, LV lateral ventricle, RMS rostral migratory stream. Scale bars: 50 µm (**c**, **d**); 1 mm (**a**, **b**, **f**, **g**).

## Discussion

Using serial MRI and 3D-reconstruction analysis, we show that our GEM models recapitulate the two critical features of primary/de novo GBMs or *IDH*-WT GBMs—adult onset and rapid progression^1–3^. We integrated SKY-based single-cell analysis with WGS-based analysis of bulk tumor cells and single-cell-derived bulk tumor cells to investigate cancer evolution in the p53^R172H^-mutant driven GBM model. This model is the first demonstration of clonally related tumor cells in the SVZ undergoing distant dispersal (and less frequently, local expansion) via polyclonal and/or parallel seeding into distant brain regions by sequentially activating cancer drivers in Ras/Erk/MAPK and PI3K/Akt/mTORC signaling pathways (Fig. 8j)^14,36–38^.

Two distinct patterns of tumor growth are observed in our GEM models, a single-mass Type 1 pattern, which arise de novo in the brain parenchyma, and a multifocal-mass Type 2 pattern, which in some cases retain a population of “early” tumor precursor cells in the SVZ stem-cell niche. Single-mass Type 1 tumors only show one phase of tumor evolution, exhibiting sub-4N genomes and loss of *Pten*/chr19. Together with the cNRT^4N^ acquisition pattern, these observations suggest that the CA cell of Type 1 tumors become malignant after WGD and *Pten*/chr19 loss. Thus, Type 1 tumors resemble the growth pattern of the majority of *IDH*-WT GBMs, developing as a single mass and likely possessing only the rapid phase of tumor evolution^8–10^. In contrast, the Type 2 pattern was characterized by early acquisition of cNRTs in a CA cell with a near-2N genome or the cNRT^2N^ acquisition pattern. The “early” versus “late” phases of tumor evolution in Type 2 tumors were distinguished by four critical features: (1) the ploidy of tumor cells, cNRT^2N-1×^-bearing near-2N versus cNRT^2N-2×^-bearing sub-4N cells; (2) the status of *Pten*/chr19-normal versus *Pten*/chr19 loss (or *Pik3ca*^H1047R^ mutation), and associated low versus high levels of PI3K/Akt/mTORC signaling; (3) the relatively quiescent versus high proliferative state of glioma cells; and (4) the localization of tumors to the SVZ versus spatially segregated distant brain parenchyma. Together, these findings suggest that the lack of a less proliferative “early” phase in the Type 1 pattern and the spatial segregation of the “early” and “late” phase of tumor evolution in the Type 2 pattern, contribute to the challenge associated with detecting early lesions in single-mass and multifocal-mass human primary GBMs, respectively^8–15^.

At the single-cell level, the p53^R172H^-mutant driven GEM model recapitulate the unique two-phase evolutionary pattern with spatial segregation of tumor initiation and manifestation recently observed in human *IDH*-WT GBMs^14^. Importantly, low versus high levels of genomic instability observed in the SVZ- versus autologous parenchyma-derived tumor cells in Type 2 cases could confer different sensitivity to drug treatment as previously described in human GBMs^11^. In a proof-of-principle experiment, we demonstrated that *Rictor*/mTORC2 deletion and associated PI3K/Akt inhibition eliminate distant dispersal of malignant gliomas/GBMs, leading to less proliferative SVZ niche-associated tumors^22^. Although treatment with these inhibitors has not been shown to be clinically effective for GBMs at the end stage^29^, our study suggests a potential therapeutic strategy using PI3K/AKT/mTORC pathway inhibitors to prevent distant recurrence after standard treatment. Furthermore, this approach could prevent distant dispersal of *IDH*-WT primary GBMs if early detection of circulating primary GBM cells with chr10/*PTEN* loss becomes feasible.

## Methods

### Animal studies

The floxed *p53* alleles (*p53*^floxE2–10^) and (*p53*^LSLR172H^) have been described previously^26,39^. Most of the *p53*^null^CKO (*p53*^ΔE2–10^CKO, hGFAP-cre+; *p53*^floxE2–10/floxE2–10^) and *p53*^R172H^CKO (hGFAP-cre+; *p53*^LSLR172H/floxE2–10^) mice analyzed in this study were littermates from the breeding cross of hGFAP-cre+; *p53*^LSLR172H/floxE2–10^ (♂) × *p53*^floxE2–10/floxE2–10^ (♀). All mice were maintained in the mixed backgrounds of C57Bl6 and 129S1/Svj. *p53*^ΔE5–6^CKO (hGFAP-cre+; *p53*^floxE5–6/floxE5–6^); *p53*^∆E5–6^*Rictor*^∆/+^CKO (hGFAP-cre+; *p53*^floxE5–6/floxE5–6^;*Rictor*^flox/+^) and *p53*^∆E5–6^*Rictor*^∆/∆^CKO (hGFAP-cre+; *p53*^floxE5–6/floxE5–6^;*Rictor*^flox/flox^) mice have been described previously^21,22^. All mice in this study were cared for according to the guidelines approved by the Animal Care and Use Committees of the University of Michigan at Ann Arbor and Children’s National Hospital at Washington DC.

### MRI scans, image-guided biopsy, and image analysis

MRI scans were performed on a 9.4 T, 16 cm horizontal bore (Agilent Technologies, Inc, Santa Clara, CA) Direct Drive system with a mouse head quadrature volume coil (m2m Imaging, Corp., Cleveland, OH) or mouse surface receive coil actively decoupled to a whole-body volume transmit coil (Rapid MR International, LLC., Columbus, OH). Throughout MRI experiments, animals were anesthetized with 1–2% of isoflurane/air mixture, and body temperature was maintained using a heated air system (Air-Therm Heater, World Precision Instruments, Sarasota, FL). MR images were acquired bi-monthly prior to tumor formation, weekly until biopsy and weekly thereafter until the animals were sacrificed or became moribund.

Delineation of tumor growth from healthy brain tissues was determined using T2-weighted fast-spin-echo images with the following parameters: repetition time (TR)/echo time  = 3010/12 ms, field of view  = 20 × 20 mm^2^, matrix size = 256 × 128, slice thickness = 0.5 mm, 25 slices, and 2 averages. Total acquisition time was 1 min and 48 s.

Biopsies were performed using pre-biopsy MRI to target tumor location, as well as post-biopsy MRI to verify accuracy of tissue collection. A fiducial marker filled with contrast agent was fixed to the bed adjacent to the head. A pre-biopsy T2-weighted image was acquired using a surface receive/volume transmit coil (Rapid MR International, LLC., Columbus, OH). X and Z coordinates relative to the fiducial marker, as well as the depth from the skull (Y coordinate) of the tumor, were determined using VnmrJ software (Agilent Technologies, Inc, Santa Clara, CA, version 3.2). The Rapid MRI bed was modified to enable attachment to the base of a bench-top stereotaxic device (David Kopf Instruments, Tujunga, CA). Mice were anesthetized just prior to biopsy with an IP injection of ketamine/xylazine. The head was shaved and eye lubricant was applied. Seventy percent of EtOH was used to sterilize the head prior to cutting. A high-speed surgical drill (The Foredom Electric Co., Bethel, CT) was mounted on the stereotaxic device and moved to the position of the fiducial marker. The drill was moved to the intended biopsy location, using the coordinates determined earlier, and a hole was drilled to allow needle insertion. The drill was removed and replaced with a 22-gauge, 3 7/8 in Samplemaster Chiba biopsy needle (Inrad, Kentwood, MI). The needle assembly was moved to the location of the hole and inserted to the top of the bevel. The needle was inserted to the previously determined depth and the needle insert was removed. A 10 ml syringe with valve attachment was fastened to the needle assembly with a section of infusion line. With the syringe plunger at 2.5 ml the valve was closed and the syringe pulled to 5 ml and locked to create a vacuum. The valve was opened for 3 s to allow the biopsy sample to be pulled up into the needle. The infusion line was removed from the syringe valve and pinched off. The needle was slowly retracted and a 10 ml syringe full of air was used to inject the sample into an Eppendorf tube for subsequent tissue culture studies or frozen for further genetic analysis.

Volumes of interest were manually contoured around the hyper-intense portion of the tumors on the T2-weighted images for tumor volume measurements using in-house software (The Center for Molecular Imaging, University of Michigan, Ann Arbor) running in MATLAB (MathWorks, Natick, MA, version 2016b). In brief, tumor volumes were determined by multiplying the number of tumor voxels by the voxel volume. In each time point, the tumor size was calculated and the tumor location was recorded. 3D representations of the segmentation volume (whole brain, ventricles, or tumor) were generated using Matlab scripts, including generation of an isosurface from the binary mask, followed by curvature flow smoothing of the surface mesh^40^.

### PCRs and targeted Sanger sequencing

For Genotyping PCR of the *p53*^floxE2–10^ and *p53*^LSLR172H^ alleles: Taq 2X MeanGreen Master Mix (Empirical Bioscience) was used in PCR experiments along with the primer sets for tail and tumor tissue genotyping.

The following primers were used for the genotyping PCR for *p53*^floxE2–10^ allele:

*p53*_1F: 5′-CACAAAAAACAGGTTAAACCCAG-3′

*p53*_1R: 5′-AGCACATAGGAGGCAGAGAC-3′

*p53*_10R: 5′-GAAGACAGAAAAGGGGAGGG-3′

The following primers were used for the genotyping PCR for *p53*^LSLR172H^ allele:

TO34: 5′-AGCCTGCCTAGCTTCCTCAGG-3′

TO35: 5′-CTTGGAGACATAGCCACACTG-3′

TO36: 5′-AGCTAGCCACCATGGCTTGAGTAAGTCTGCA-3′

For targeted Sanger sequencing of *p53*^R172H^, *Idh1*, *Idh2*, and *H3f3a* alleles in tumors. Total DNA and RNA were extracted from snap-frozen brain tumor samples by using Qiagen AllPrep DNA/RNA Mini Kit (80204). Then the first-strand cDNA was synthesized from RNA by using Invitrogen SuperScript^®^ III First-Strand Synthesis SuperMix (18080-400). Regular PCR was performed to amplify the coding regions of *p53* (NM_011640.3) by using primers *p53*_P1; *p53*_P2; *p53*_P3; *p53*_P4; *p53*_P7; and *p53*_P8. *Idh1* (NM_001111320.1) by *Idh1*_S and *Idh1*_AS. *Idh2* (NM_173011.2) by *Idh2*_S and *Idh2*_AS and *H3f3a* (NM_008210.4) by *H3f3a*_S and *H3f3a*_AS. Then the gel-recovered PCR fragments for *p53* (the fragment amplified by P1 and P2), *Idh1*, *Idh2*, and *H3f3a* were sequenced in the DNA sequencing core at University of Michigan by using the same primers used in PCRs (For *p53* sequencing, additional two primers *p53*_P3 and *p53*_P7 were used). Primers used here are:

*p53*_P1: 5′-AGGTAGCGACTACAGTTAGGGG-3′

*p53*_P2: 5′-TGAAGTCATAAGACAGCAAGGAG-3′

*p53*_P3: 5′-CCTGCCATCACCTCAC-3′

*p53*_P4: 5′-GGAAGCCATAGTTGCC-3′

*p53*_P7: 5′-GCCGGCTCTGAGTATA-3′

*p53*_P8: 5′-TGTGATGATGGTAAGGA-3′

*Idh1*_S: 5′-TTATTGAAGTAAAAATGTCC-3′

*Idh1*_AS: 5′-TCTAAGCCCAGGTTTGAC-3′

*Idh2*_S: 5′-GCCTAGAGTCCCCACCGC-3′

*Idh2*_AS: 5′-CCCACCCTCTGCCATGTA-3′

*H3f3a*_S: 5′-ATGGCTCTTACAAAGCAG-3′

*H3f3a*_AS: 5′-TTAAGCACGTTCTCCG-3′

For *t*(2;4) detection, targeted Sanger sequencing and real-time PCR. Based on the breakpoints analysis from WGS data, primers of *B4galt5*_S1; *B4galt5*_S2; *B4galt5*_S3; *B4galt5*_AS; *Dab1*_AS1; *Dab1*_AS2; *Dab1*_AS3 were designed and used for amplify the fragment of WT allele of Chromosome 2 and *t*(2;4) from the four tumor cell lines in Mouse 2. The reference genome sequences that used to design the primers are: Chromosome 2 (NC_000068.7) and Chromosome 4 (NC_000070.6). Briefly, primer sets *B4galt5*_S2/*B4galt5*_AS were used to amplify the WT allele of Chromosome 2 and primer sets *B4galt5*_S2/*Dab1*_AS3; *B4galt5*_S1/*Dab1*_AS1; and *B4galt5*_S1/*Dab1*_AS2 were used to amplify the *t*(2;4) fragments by using Phusion^®^ High-Fidelity DNA Polymerase (M0530, NEB). Then the PCR products were sent out for sequencing at GENEWIZ, Inc by using the same primers used in PCRs. The primers used here are:

*B4galt5*_S1: 5′-CGGCAGGTCAGTGATAAGAAAC-3′

*B4galt5*_S2: 5′-GAAATTCCTCTAGTCAGAGGGTC-3′

*B4galt5*_S3: 5′-AGGACTTCAAGGAAAGGTAGCTCAG-3′

*B4galt5*_AS: 5′-TAGGACAGGCTAGTCCCAGAAC-3′

*Dab1*_AS1: 5′-CTCCTTGGAACTGCTCTGACT-3′

*Dab1*_AS2: 5′-TCCAGAGCAGTCACCAATAGAC-3′

*Dab1*_AS3: 5′-ATCCTTCAAATGCCCCTTGTCC-3′

For real-time PCR, depending on the sample concentration, various amounts of template genomic DNAs (average 100 ng/reaction) from early passage tumor cell lines of SVZ^L^, SVZ^R^ (from Mouse 2) and a tumor without *t*(2;4) as control along with the SYBR Select Master Mix (Applied Biosystems) and the following primers sets were used in real-time PCR. See primers information in Supplementary Table 2.

*t*(2;4) band: *B4galt5*_S1/*Dab1*_AS1 or *B4galt5*_S2/*Dab1*_AS3

WT Chromosome 2 band (wt): *B4galt5*_S3/*B4galt5*_AS

GAPDH band: *GAPDH*_Forward/*GAPDH*_Reverse

*GAPDH*_Forward: 5′-ACCCAGAAGACTGTGGATGG-3′

*GAPDH*_Reverse: 5′-CACATTGGGGGTAGGAACAC-3′

CT value (CT_testGene_ − CT_reference_) and then [1/CT^2^] is calculated for each sample using GAPDH as the reference. The ratio of *t*(2;4) band with WT Chromosome 2 band in SVZ^L^ tumor was signed with “1” based on the homogeneous near-2N population observed in SKY analysis which has one copy of *t*(2;4) and one copy of WT Chromosome 2, then the ratio of *t*(2;4)/wt in other samples was calculated.

### BrdU assay for the analysis of proliferation in adult brains

To label the proliferating cells in adult brains, mice were injected with 50 µg of BrdU per gram of body weight. In all, 5–7-month-old mice were received five injections, with multiple injections applied at 2-h intervals. All of the mice were perfused with 4% paraformaldehyde (PFA) 2 h after the final BrdU injection. Then the samples were processed as described below for future analysis.

### Tissue preparation, histopathology, and tumor diagnosis

Mice were aged until signs of distress appeared. Then, mice were perfused with 4% PFA and brains were dissected, followed by overnight post-fixation in 4% PFA at 4 °C. Brains were divided into two hemispheres along the midline and each hemisphere was then processed for either paraffin-embedded or cryostat sections. At some conditions, brains were also coronally cut and then processed. Serial sections from the side of brain which has the major tumor mass were sagittally or coronally prepared at 5 μm for paraffin sections. Typically, we began to collect the brain sections when the complete brain structure from middle line was shown as Section 1. For each slide, we collected four continuous brain sections. Total 31 slides were collected for each half brain. Then slides #1, #11, #21, and #31 were stained with H&E for tumor analysis. Stained sections were independently examined under a light microscope by Y.L. and C.Y.H. Tumor grading was first diagnosed by Y.L. by using the same criteria as previously described^21,22^. Then all the tumors were further diagnosed and confirmed by C.Y.H. based upon the WHO grading system for malignant astrocytic glioma, GBM, and medulloblastoma^2^. Adjacent sections were subjected to immunohistochemical analysis (see below).

### Immunohistochemistry and immunofluorescence

Paraffin sections were deparaffinized and rehydrated. Adjacent sections were subjected to immunohistochemical and immunofluorescence analysis as previously described^21,22^. The visualization of primary antibodies was performed with a horseradish peroxidase (HRP) system using a diaminobenzidine-based (DAB) peroxidase substrate (Vectastain ABC kit, Vector). The visualization of the primary antibodies in immunofluorescence was performed with the use of the Alexa488, Alexa555, and Alexa647 conjugated secondary antibodies (A11004, A11034 for Alexa488; A21429, A21424 for Alexa555; A31571, A21236, A21247, A21245 for Alexa647; 1:400, Invitrogen, Life Technologies). DAPI was used as a counterstain to label individual cell nuclei. The primary antibodies used in this study were: rabbit anti-p53 (NCL-*p53*-CM5p, 1:1000, Leica Biosystems), mouse anti-Ki67 (550609, 1:500, BD Pharmingen), rabbit anti-Olig2 (AB9610, 1:2000, EMD Millipore), Guinea pig anti-Olig2 (1:10000, a kind gift of home-made antibody from Dr. B. Novitch), mouse anti-GFAP (556330, 1:2000, BD Pharmingen), rabbit anti-Pten (9559S, 1:1000, Cell Signaling), rabbit anti-p-S6 (5364S, 1:2000, Cell Signaling), rat anti-BrdU (ab6326, 1:500, Abcam), rabbit anti-p-Erk (9101S, 1:2000, Cell Signaling), mouse anti-Ascl1 (556604, 1:100-1:200, BD PharMingen), rabbit anti-Ezh2 (5246S, 1:1000–1:2000, Cell Signaling), and rabbit anti-BLBP (ab32423, 1:200, Abcam). Sections were examined under a light and fluorescent microscope (Olympus BX-63). Pten expression and pS6 expression were quantified based on the qualitative estimate of the ratio of Pten^+^ or p-S6^+^ cells.

High: most of the cells are Pten^+^ or p-S6^+^, the ratio of Pten^+^ or p-S6^+^ cells is estimated >80%;

Medium: mixed areas of Pten^+^ and Pten^−^ cells or p-S6^+^ and p-S6^−^ cells;

Low: most of the cells are Pten^−^ or p-S6^−^, the ratio of Pten^+^ or p-S6^+^ cells is estimated <10%.

### Determination of Type 1 and Type 2 brains

For MRI study, the location of each tumor was recorded and the number of tumor lesions was quantified for each of the detectable lesions based on MRI. After collection at the end stage, histological analysis was performed on the brains and the tumor location was further recorded and compared to MRI data.

For histological analysis, we excluded rare samples that have medulloblastoma in the hindbrain and focused on brains with glioma only. We analyzed these brain samples on four sagittal planes each ~200 μm apart, and documented the locations/size of each tumor foci on H&E stained slides. If we saw multiple tumor foci with clear margins throughout the slides, we then considered that brain as multifocal lesions. Brains with only one core tumor mass throughout the slides analyzed were considered as single lesion. In some cases, tumors appeared multifocal lesions on one slide but were merged on other slide(s). These brains were considered as single lesion as well.

### Western blotting analysis

Snap-frozen tissues from normal brains and tumors were homogenized in 1X SDS loading buffer [50 mM Tris-HCL (pH6.8), 2% SDS, 0.05% bromophenol blue, 10% glycerol, 100 mM β-mercaptoethanol]. Samples were analyzed by SDS-PAGE and transferred onto PVDF membranes (EMD Millipore). The blots were then blocked in 5% nonfat milk in TBST, followed by incubation of primary antibodies at 4 °C overnight. After washing, the blots were incubated in HRP-conjugated secondary antibodies (1706515; 1706516, BioRad) at room temperature for 1 h. Signals were detected using ECL or ECL plus (GE healthcare) followed by film development. The primary antibodies used are as follows: rabbit anti-p53 (NCL-*p53*-CM5p, 1:1000, Leica Biosystems), rabbit anti-p-Akt(T308) (2965S, 1:1000, Cell Signaling), rabbit anti-p-Akt(S473) (4060L, 1:1000, Cell Signaling), rabbit anti-Akt (9272S, 1:2000, Cell Signaling), rabbit anti-Pten (9559S, 1:1000, Cell Signaling), rabbit anti-p-S6 (5364S, 1:2000, Cell Signaling), rabbit anti-S6 (2217S, 1:2000, Cell Signaling), mouse anti-p120 (Anti-Ras-GAP, 610040, 1:1000, BD Biosciences), rabbit anti-Nf1 (SC-67, 1:1000, Santa Cruz Biotechnology), and mouse anti-β-Actin (A5316, 1:20000, Sigma-Aldrich).

### Establishment of primary tumor and SVZ cell lines

Tumor(s) and/or SVZ(s) were carefully dissected from the brains and placed into fresh Opti-MEM medium (Gibco by Life Technologies). Then the cells were centrifuged and dissociated with pre-warmed TrypLE select (1×) solution (Gibco by Life Technologies) for 20 min at 37 °C (a firm shake by hand every few minutes to break up clumps). NSC culture medium was a mixture of DMEM-low glucose: Neurobasal medium (Gibco by Life Technologies, 60.2 and 35.8 mL per 100 mL separately) supplemented with 20 ng/mL human bFGF (Sigma), 20 ng/mL EGF (Sigma), 1% N2 supplement (Gibco by Life Technologies), 2% B27 supplement (Gibco by Life Technologies), 50 μM 2-Mercaptoethanol (Sigma), and 1% penicillin Streptomycin (Gibco by Life Technologies). After incubation, the cells were centrifuged and then gently resuspended into NSC medium and filtered through a 70 µm nylon cell strainer. The cells were centrifuged again and resuspended with NSC medium. After counting, the cells were transferred into ultra-low binding six-well plates (Corning) with the NSC medium which has been prepared and equilibrated in a humidified incubator (5% CO2, balance air) for at least 1 h. In all, 2000–5000 cells were seeded per well and allowed for spheres formation. Fresh medium was added every 3 days during the sphere culture. Cell lines were passaged every 7–10 days.

### Cell dispersal, fixation, staining, and flow cytometry

The procedure to detect the ploidy information from snap-frozen tissues by flow cytometry was based on a published protocol^41^ with some modifications. Briefly, tissue samples, previously snap-frozen in −80 °C, were thawed in cold PBS. Then the samples were mechanically dispersed using pre-cleaned microscope slides (Fisher Scientific #12-550-343) and passed through the 70 µm nylon cell strainers (BD Falcon #352350). After centrifugation, the cell pellet was washed with cold PBS for two times and then suspended in 0.5 ml cold PBS. 5 ml of 70% ethanol stored at −20 °C was added dropwise under constant gentle vortexing. Samples were incubated for 30 min on ice and subsequently overnight at −20 °C before being subject to staining. Samples were centrifuged and washed with cold PBS two times before the cells were suspended in an appropriate volume (0.3–1 ml) of staining solution (PBS which contains 30 µg/ml propidium iodide and 0.3 mg/ml DNase-free RNase A) for 30 min at 37 °C. Then the samples were acquired using BD FACS Canto II and further analyzed by FlowJo software. Normal cerebral cortex was used as control for normal diploid DNA content.

### Metaphase spread, spectral karyotype (SKY) analysis

To prepare metaphase spread, early passage cell lines from primary tumors or SVZ areas were cultured in NSC medium and incubated in 0.1 mg/ml KaryoMAX colcemid solution (Gibco by Life Technologies) for 2–3 h. Cells were collected, washed with PBS and then dissociated to single-cell suspension. The cells were centrifuged and resuspended in 75 mM potassium chloride solution (Gibco by Life Technologies, pre-warmed to 37 °C) and incubated at 37 °C for 18–20 min. Then the cells were fixed with ice-cold fixative solution (3:1 methanol (Fisher Chemical, A454-4): glacial acetic acid (Sigma-Aldrich, A6283-500ml)) and dropped onto glass slides. The slides were either stained with DAPI for further chromosome number counting or subjected to SKY analysis. For chromosome number counting, the metaphase images were captured using the fluorescence microscope (Olympus BX-63) and the chromosome number was counted using ImageJ software. SKY analysis was performed by using a mouse SKY probe kit (Applied Spectral Imaging, Vista, CA) according to the manufacturer’s protocol, followed by counterstaining with DAPI. Metaphase images were captured and analyzed by HiSKYV spectral imaging system from Applied Spectral Imaging. For each metaphase, the copy number of each chromosome and all the abnormal chromosomal structural events including translocations and fusions were recorded. Mouse Chromosome 19 fluorescence in situ hybridization (FISH) analysis was performed on dropped metaphase by using mouse Chr19 probe (XMP 19 orange, D-1419-050-OR, MetaSystems) according to the manufacture’s protocol, followed by counterstaining with DAPI. Metaphase images were captured and analyzed by HiSKYV spectral imaging system from Applied Spectral Imaging. Chr19 copy number in each metaphase from Fish assay was counted for further analysis.

### Determination of whole-genome duplication (WGD)

Although focal amplifications could in principle increase tumor ploidy to 2.5, computational analysis suggests that this is rare. Data from pan-cancer analysis showed tumors with versus without WGD were clearly separated at Ploidy 2.5 (Human, *n* = 55 chromosomes)^27^. Furthermore, we investigated the distribution of chromosome numbers in human high-grade gliomas (including Grade III gliomas and Grade IV gliomas/GBMs) using cytogenetic data collected by the Mitelman database (Supplementary Fig. 2d). The data clearly showed the bimodal distribution for WGD and non-WGD tumors with chromosome counts around 55 (ploidy 2.5) as a cutoff. In our cytogenetic data, we confirmed that this bimodal distribution and the same ploidy 2.5 (*n* = 50) were indeed an excellent cutoff value to separate the two modes (Supplementary Fig. 2c). Thus, we used ploidy 2.5 (50 chromosomes in mouse cells) to separate WGD and non-WGD tumors from our GEM models.

### NRT sharing matrix

The sample-wise NRT sharing matrix is calculated in the following manner: if two samples share NRT, the corresponding entry in the matrix is the positive number of shared NRTs; otherwise it is zero. In order to quantify the likelihood of inter-lineage NRT sharing, we calculate *p* = P (metaphases A and B belong to different lineages A and B share NRT) using bootstrap. We randomly sample 100,000 pairs of metaphases from a total of 722 metaphases pooling 21 lineages analyzed by SKY. Let *n*_*r*_ denote the number of pairs sharing NRT, *n*_*d*_ denote the number of pares sharing NRT and belong to different animals (lineages), and *n*_*a*_ denote the number of animals, then *p* = *n*_*d*_/*n*_*r*_/(*n*_*a*_ − 1) = 0.000036. The factor 1/(*n*_*a*_ − 1) is the normalization constant to ensure that selecting inter-lineage pair has the same probability of selecting intra-lineage pair.

### SKY-based single-cell phylogenetic tree building

We used copy number of each individual chromosome, copy number of large-scale chromosomal alterations such as translocations/fusions and ploidy in each metaphase obtained from SKY analysis to build NJ trees for each sample, based on the pairwise distance between each two metaphases. We developed R codes and used RStudio (version 1.2.5033), R package “Analyses of Phylogenetics and Evolution” (APE, version 5.2), and MEGAX (version 0.1, for MAC) to generate SKY-based phylogenetic trees. Briefly, we used the following three steps to build SKY-based single-cell phylogenetic tree.

Step 1—feature selection: SKY method provides the chromosome profile for each individual cell: copy number of each individual chromosome, copy number of large-scale chromosomal alterations such as translocations/fusions and ploidy. All these chromosomal events will be used for the tree building.

Step 2—distance measure selection and distance matrix calculation: to build the tree, we first convert each of the chromosomal events into a distance measurement. We assigned every chromosomal event (e.g., gain or loss) at weight of “1” with two exceptions. First, since the phylogenetic tree is built on the lineage tracing of a FC harboring at least one cNRT^2N^(s), we gave a higher weight of “5” for the de novo acquisition of an NRT from one cell without the NRT to become the NRT-bearing cell. The rationale for an NRT with the highest weight is based on the same breakpoint at the single-nucleotide level. This feature makes it highly unlikely to reproduce the exact NRT in different cell lineages, and thus is considered a unique/non-sharing identifier. Second, we considered WGD as a single genetic event and thus gave a weight of “1” instead of “40,” due to duplication of all 40 chromosomes from one genetic process (see the “Methods” section for details). For example, a cell acquiring cNRT^2^ (at 2N stage) and subsequently undergoing WGD with two copies of the cNRT^2N^ receives a weight of “6” (NRT + WGD = “5 + 1”) instead of “10” (NRT + NRT = “5 + 5”). Then we developed the R code to calculate the distance between each pair of metaphases based on the above principle. See detailed information of distance calculation in the attached R code.

Step 3—NJ tree building: from Step 2, we generated the distance matrix of all the metaphases from each sample, then we developed the R code to reconstruct the NJ trees based on the distance matrix by using the R package “APE” (version 5.2) under the minimum evolution principle^42^. To identify the direction of evolution requires an outgroup, which is a normal progenitor cell without any chromosomal aberration. We add one normal euploid cell and assign it to be the ancestry (CONTROL). See detailed information of NJ tree building in the attached R code.

We built the NJ tree for tumor cells derived from each site of all Type 2 cases in which each dot in the tree represents a single proliferating cell/clone. The distance between any two cells on the tree is the consequence of minimal numbers of chromosomal events. The distance between every tumor cell and the normal 2N cell (germline) represents the number of somatic chromosomal events accumulated during tumor evolution. Thus, the cell carrying the fewest chromosomal event(s) is located at the distance closest to the normal 2N cell, representing the earliest evolutionary stage. Conversely, the cell carrying the most chromosomal events is most distant to the normal 2N cell, representing the latest stage of tumor evolution.

### Clonal evolution interpretation from SKY-based trees

To illustrate the clonal evolution from different samples in each animal, we first illustrated the clonal evolution for each sample based on its single-cell phylogenetic tree built above. Briefly, we delineated tumor evolution for each sample by identifying a small number of clonally related cNRT^2N^-bearing FCs, which gradually accumulated one or more chromosomal events. Once the genotypes of all FCs were identified for each tumor site, we used two criteria to determine the evolutionary direction of FCs carrying the same cNRT(s): (1) an irreversible transition by WGD followed by random loss of chromosomes (from a near-2N to sub-4N clone) and (2) the transition from simple to more complex genomes defined by accumulation of additional chromosomal events, including the universal loss of Pten/chr19 in parenchymal tumors in all Type 1 and Type 2 cases.

Lastly, we compared the genotypes of all the FCs from each sample in each animal, and illustrated their clonal relationship/evolution order based on the most parsimonious order of their occurrences.

### Gene expression analysis

RNA extracted from 11 *p53*^null^CKO glioma samples and 11 *p53*^R172H^CKO primary tumors (of which each paired with a primary tumor-derived cell line), 2 early biopsies and 5 normal dorsal cortical tissues from control mice (3 from hGFAP-Cre+; *p53*^floxE2–10/+^ mice and 2 from hGFAP-Cre−; *p53*^floxE5–6/floxE5–6^ mice) were sent out for gene expression analysis in the DNA sequencing core at the University of Michigan. mRNA expression was profiled using Affymetrix GeneChip mouse genome 430 2.0 array, including 45K probes genome-wide. Dr. Johnson from University of Michigan DNA sequencing core, performed background correction, quantile normalization and gene expression robust multi-array average calculation for the 40 arrays using IVT Express kit and customized R codes.

To define the subtypes of the malignant gliomas and GBMs from out GEM models, we used the classification system established by Verhaak et al.^43^, which defined four signatures with a total of 840 discriminative genes (210 genes for each signature), classifying GBMs into four subtypes, proneural, neural, classical, and mesenchymal. We used a Pearson correlation by comparing the expression pattern of these 840 feature genes between our GEM gliomas/glioma-derived cell lines and individual human GBMs with the known subtypes in the TCGA data sets. A positive correlation suggests that a given GEM tumor most resembles the GBM subtype based on its expression of the feature genes.

Alternatively, we further applied an enrichment-based method using the same feature genes. This method, called single sample gene set enrichment analysis, was used to predict GBM subtypes from >500 human GBMs in a recent TCGA study (Brennan et al.^1^ cell). Primarily, this method serves to aggregate the expression of the feature genes into a score, which reflects the overall activity of the feature genes and thus the represents a specific subtype.

The human proneural subtype GBMs can be further divided into *IDH1/2*-WT non-G-CIMP GBMs and *IDH1/2-*mutant G-CIMP + GBMs. A recent study defined a set of best gene expression classifiers for these two groups in human GBMs^24^. We used the top 200 genes (89 found in mouse genes) to study the relationship between mouse and human GBM methylation subtypes. Similarity between samples was measured using Pearson correlation.

### Whole-genome sequencing (WGS) on bulk tumor samples

Total 31 samples (including tails, paired tumor and SVZ cell lines, and/or primary tumors) from six Type 2 cases were performed whole-genome DNA sequencing analysis. Briefly, genomic DNA was extracted with Allprep DNA/RNA/miRNA Universal Kit (Qiagen) following the manufacturer’s instructions. The library preparation and sequencing were done by the company. Among them, total of ten samples from two mice (Mice 2 and 3) were performed using Illumina HiSeq 2000 platform in the DNA sequencing core, University of Michigan. The sequencing coverage ranges from 8 to 13×, with an average of 10×. The remaining 21 samples from 4 mice (Mice 4, 5, 6 and 10) were performed using Illumina HiSeq X Ten platform from Novogene, with average of 30X sequencing coverage.

Raw sequencing reads are first filtered to remove contaminated and low-quality reads. Burrows–Wheeler Aligner^44^ (version 0.7.8) was utilized to map the paired-end clean reads to the mouse reference genome (mm9). SAMtools^45^ (version 1.0) is used for sorting the BAM file, and Picard (version 1.111) is utilized to mark duplicate reads. Single-nucleotide variant is then identified using GATK^46^ (version 3.8), and is subsequently annotated using ANNOVAR^47^ (version 2015Dec). CNV is detected by control-FREEC^48^ (version 9.9).

### CNV analysis and comparison with SKY data

Genomic CNV profiles of WGS data are identified by control-FREEC software, and then comparison of whole-chromosome CNV estimation (measured in log2 ratio) in Mice 1–4 between SKY and WGS is performed. For each chromosome in each mouse, the median log2 ratio is calculated for all 10-kb bins from WGS. For SKY, the log2 ratio is calculated as log2(*ci*/median(*c*)), where *ci* is the average count for chromosome *i*, and *c* is the median of *ci* for all chromosomes (*i* = 1–19;X).

### Single-cell cloning preparation with subsequent WGS

The early passage SVZ^R^ tumor cell line (P1) from Mouse 2 was dissociated and single cells were seeded into 96-well plate. Total 31 single spheres were formed and then progressively expanded. The DNA content (ploidy) of each single clone was determined by Flow Cytometry. Then eight clones with near-2N genome and seven clones with sub-4N genome were further chosen based on *t*(2;4) status. Among them, four clones with near-2N genome (two with *t*(2;4) and two without *t*(2;4)) and three clones with sub-4N genome (two with *t*(2;4) and one without *t*(2;4)) were subjected to subsequent WGS at Novogene as described above.

### CNV tree reconstruction from WGS data on single clones

We built NJ trees from WGS data on single clones, based on the pairwise distance matrix estimated from CNV profiles. Briefly, control-FREEC provides the average copy number estimation (measured by log2 ratio) for every 10-kb sliding window in the chromosome, and the distance between two clones *a* and *b* is calculated as $$\mathop {\sum}\nolimits_i {|r_a^i - r_b^i|}$$, where $$r_a^i$$ (and $$r_b^i$$) is the log2 ratio for window *i* in sample *a* (and *b*), respectively. The NJ tree is then built similar with the tree built from SKY data (see the section “SKY-based single-cell phylogenetic tree building” above).

### Manual CNV tree reconstruction from WGS data on bulk cells

The genomic CNV profiles of WGS data were used to reconstruct the phylogenetic tree. Briefly, we first identified specific CNV events, defined as events whose boundaries can be identified precisely within the resolution of Control-FREEC CNV detection (10 kb). Then, shared specific events were identified, defined as events with identical boundaries, in at least two samples. Whole-chromosome gain or loss was excluded as they were considered nonspecific events. We then determined the possible temporal order of these events. Known oncogenes or tumor suppressor genes^49^ were also marked if these genes fall within the boundary of the CNV events. Finally, a manual tree was drawn, with the length of the trunk (or branch) proportional to the number of shared (or private) events between samples, respectively. The events used for reconstructing the tree were listed in the Source Data file.

### Image processing and figure assembling

Adobe photoshop (version CS6) and ImageJ (version 1.52q) were used for image processing. Adobe illustrator (version CS6) was used for figure assembling.

### Quantification methods and statistical analyses

We used GraphPad 6 and 8 for all the statistical analyses. Kaplan–Meier survival curves were used to compare the survivorship of the mice sacrificed due to brain tumors, soft tissue sarcomas, and/or other health concerns and the Mantel–Cox (Log-rank) test was used to statistically compare the overall survival (Fig. 1b). Unpaired, two-tailed Student’s *t* test was used to compare the statistical difference of *Pdgfrα* mRNA level from microarray data (Supplementary Fig. 1n); the NRT/fusion frequency (Fig. 2d and Supplementary Fig. 2i); the dominant NRT/fusion frequency (Fig. 2e and Supplementary Fig. 2h); the proliferation index (Fig. 3f); the frequency of non-cNRTs and NRTs in Type 1 and Type 2 tumors (Fig. 3g, h); the number of BrdU^+^ cells; the number of p-Erk^+^ cells and the ratio of p-Erk^+^BrdU^+^/p-Erk^+^ cells (Fig. 7d); and the number of p-Erk^+^Olig2^+^ cells (Fig. 7i). Fisher’s exact test was used to compare the statistical difference of the frequency of human GBMs with WGD (Supplementary Fig. 2c); the frequency of brains with early tumor cluster(s) (Fig. 8e); the frequency of mouse brains with multifocal lesions (Fig. 8h) and the frequency of mouse brains with tumors directly associated with the SVZ only (Fig. 8i). Data were presented as standard error of the mean (SEM), and *p* < 0.05 was considered to be statistically significant in all of the statistical analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

## Data Availability

The gene expression data have been deposited in the GEO database with Microarray data accession link: GSE152071. The whole-genome sequencing data reported in this paper have been deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (BioProject accession No. PRJNA638264). All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Murine models of IDH-wild-type glioblastoma exhibit spatial segregation of tumor initiation and manifestation during evolution
**Source:** Nat Commun. 2020 Jul 22;11:3669. doi: 10.1038/s41467-020-17382-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: 3D MRI reconstruction shows the temporal tumor growth in a Type 1 case from *p53*^R172H^CKO model.

File Name: Supplementary Movie 2

Description: 3D MRI reconstruction shows the temporal tumor growth in a Type 2 case from *p53*^R172H^CKO model.

File Name: Supplementary Movie 3

Description: 3D MRI reconstruction shows the temporal tumor growth in a Type 2 case from *p53*^∆E5-6^CKO model.

File Name: Supplementary Movie 4

Description: 3D MRI reconstruction shows the temporal tumor growth in a Type 2 case from *p53*^R172H^CKO models.

# Supplementary material for: Murine models of IDH-wild-type glioblastoma exhibit spatial segregation of tumor initiation and manifestation during evolution
**Source:** Nat Commun. 2020 Jul 22;11:3669. doi: 10.1038/s41467-020-17382-3
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                          |                                                                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

All the microscope images for immunostaining were acquired by fluorescence microscope (Olympus BX-63) with the software CellSens Entry (Olympus, version 1.11). SKY images were captured using HiSKYV spectrum imaging systems from ASI (version 7). All the MRI images were acquired on a 9.4T, 16 cm horizontal bore (Agilent Technologies, Inc., Santa Clara, CA) Direct Drive system. Image reconstruction and digital image analysis were done using software algorithms developed in Matlab (The MathWorks, Natick, MA, version 2016b). Flow cytometry data was acquired using the BD FACS Canto II with BD FACSDiva Software (version 6.1.3).

#### Data analysis

HiSKYV from ASI were used to analyze the SKY data (version 7). We developed R codes and used RStudio (version 1.2.5033), R package "APE" (version 5.2) and MEGAX (version 0.1, for MAC) to generate SKY-based phylogenetic trees. GraphPad 6 and 8 were used for all statistical analysis. MATLAB and VnmrJ software (version 3.2) were used MRI analysis. Burrows-Wheeler Aligner (BWA, version 0.7.8); SAMtools13 (version 1.0); Picard (version 1.111); GATK14 (version 3.8); ANNOVAR15 (version 2015Dec) and control-FREEC (version 9.9) were used for WGS data analysis. FlowJo (version 10.6.1) was used for DNA content analysis. Adobe photoshop (version CS6) and ImageJ (version 1.52q) was used for image processing. Adobe illustrator (version CS6) was used for figure assembling.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The gene expression data have been deposited in the GEO database under the accession code GSE152071. The whole genome sequencing data have been deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (BioProject accession no. PRJNA638264). The source data underlying Figs 1d; 3b; 4d, e (upper panels); 6f-k; 7b and Supplementary Figs 1e, g; 5a, b; 7 are provided as a Source Data file. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were not chosen based on pre-specified effect size but selected based on commonly adopted standards in the field. Histology, protein analysis and genetic analysis included at least 5 mice per GEM model. Growth curve and MRI analysis used at least 10 animals for the experimental mutants. The sample size for each individual experiment/analysis are shown in the figures, figure legends or Methods section.                                                                                                                                                                                                         |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All experiments were performed under standard and clearly defined conditions. Results were confirmed by inclusion of numerous independent biological replicates. For chromosome and SKY analysis, 20~80 metaphases per cell line were randomly imaged and analyzed. Each demonstrated immunohistochemical and immunofluorescent image was representative of three or more cases (tumors) of the indicated subtype. Western blots and q-PCR were done for at least three individual experiments (except for q-PCR in figure 4e which has two repeats) and one representative blot/image was shown in the figures or supplementary figures. |
| Randomization   | Histology and genetic analysis were conducted for all mutant mice. Western blots were conducted on a set of randomly selected animals. Animals were selected for MRI, WGS and SKY prior to development of symptoms, and thus growth patterns were random.                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | Blinding was not possible for histology as genotyping was necessary for all experiments. MRI, WGS and SKY were conducted by independent investigators prior to data analysis, with each investigator blind to the other experimental outcomes.                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                                      |
|-------------------------------------|------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

The primary antibodies used in this study for immunohistochemistry and immunofluorescence experiments are: rabbit anti-p53 (NCL-p53-CM5p, 1:1000, Leica Biosystems), mouse anti-Ki67 (550609, 1:500, BD Pharmingen), rabbit anti-Olig2 (AB9610, 1:2000, EMD)

Millipore), Guinea pig anti-Olig2 (1:10000, a kind gift of homemade antibody from Dr. B. Novitch), mouse anti-GFAP (556330, 1:2000, BD Pharmingen), rabbit anti-Pten (9559S, 1:1000, Cell Signaling), rabbit anti-p-S6 (5364S, 1:2000, Cell Signaling), rat anti-BrdU (ab6326, 1:500, Abcam), rabbit anti-p-Erk (9101S, 1:2000, Cell Signaling), mouse anti-Ascl1 (556604, 1:100-1:200, BD Pharmingen), rabbit anti-Ezh2 (5246S, 1:1,000-1:2,000, Cell Signaling) and rabbit anti-BLBP (ab32423, 1:200, Abcam).

The primary antibodies used for western blotting analysis are: rabbit anti-p53 (NCL-p53-CM5p, 1:1000, Leica Biosystems), rabbit anti-p-Akt(T308) (2965S, 1:1000, Cell Signaling), rabbit anti-p-Akt(S473) (4060L, 1:1000, Cell Signaling), rabbit anti-Akt (9272S, 1:2000, Cell Signaling), rabbit anti-Pten (9559S, 1:1000, Cell Signaling), rabbit anti-p-S6 (5364S, 1:2000, Cell Signaling), rabbit anti-S6 (2217S, 1:2000, Cell Signaling), mouse anti-p120 (Anti-Ras-GAP, 610040, 1:1000, BD Biosciences), rabbit anti-Nf1 (SC-67, 1:1000, Santa Cruz Biotechnology) and mouse anti- $\beta$ -Actin (A5316, 1:20000, Sigma-Aldrich).

**Validation**

All antibodies used for western blotting analysis were validated by including appropriate molecular weight markers and determining if the protein band had the expected molecular weight. For antibodies used for immunohistochemistry and immunofluorescence experiments, antibody specificity was tested by adding positive and negative controls and checking their staining patterns according to the data sheet from the company and literatures in the field.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                   |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Primary cell lines were established from tumors and/or SVZs from the GEM models described in this manuscript.                                                                                                     |
| Authentication                                                       | The primary cell lines were not further authenticated.                                                                                                                                                            |
| Mycoplasma contamination                                             | Our lab has routine testing to make sure no mycoplasma contamination is detected in the cell culture system. The primary cell lines used in this study were not specifically tested for mycoplasma contamination. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No cell lines used in this study were found in the database of commonly misidentified cell lines that is maintained by ICLAC and NCBI Biosample.                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The mice used in this study were included in the Methods section and figure legends section. The control and mutant mice of p53nullCKO (p53 $\Delta$ E2-10CKO, hGFAP-cre+;p53floxE2-10/floxE2-10); p53R172HCKO (hGFAP-cre+;p53LSLR172H/floxE2-10); p53 $\Delta$ E5-6CKO (hGFAP-cre+;p53floxE5-6/floxE5-6); p53 $\Delta$ E5-6Rictor $\Delta$ +CKO (hGFAP-cre+;p53floxE5-6/floxE5-6;Rictorflox/+) and p53 $\Delta$ E5-6Rictor $\Delta$ /CKO (hGFAP-cre+;p53floxE5-6/floxE5-6;Rictorflox/flox) were used. All mice were maintained in the mixed backgrounds of C57Bl6 and 129S1/Svj. Both male and female mice were analyzed either at end-stages of brain tumors/body tumors or at early-stages indicated in the related figure legends. All mice in this study were cared for according to the guidelines approved by the Animal Care and Use Committees of the University of Michigan at Ann Arbor and Children's National Research Institute at Washington DC. Mice were housed according to a 12-h light (6am)/dark (6pm) cycle at 74F, at a constant relative humidity of 40%, with free access to water and rodent standard chow diet prior to the experiments. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | The study is compliant with all relevant ethical regulations for animal experiments. All the experimental protocols were approved by the Animal Care and Use Committees of the University of Michigan at Ann Arbor and Children's National Research Institute at Washington DC.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                 |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Sample preparation information was provided in the Methods section, under the topic of "Cell dispersal, fixation, staining and flow cytometry". |
| Instrument         | BD FACS Canto II                                                                                                                                |

|                           |                                                                                                                                                                                                                                                                                                                                                                                              |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | BD FACSDiva Software (version 6.1.3) for data acquiring and FlowJo (Version 9 or 10) for data analysis.                                                                                                                                                                                                                                                                                      |
| Cell population abundance | PI was used to label DNA content of all fixed cells.                                                                                                                                                                                                                                                                                                                                         |
| Gating strategy           | Only the obvious debris was gating out. Peaks in the PI histogram plot indicates the relative intensity of DNA content. Normal spleen and normal cerebral cortex tissue were used as controls to show the normal diploid DNA content. Then the peaks from all tumor cell lines were compared to the control (normal cerebral cortex tissue) to predicate the ploidy of each tumor cell line. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                         |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | The experimental procedure was provided in details in Methods section, under topic "MRI scans, image-guided biopsy and image analysis".                                                                                 |
| Design specifications           | MR images were acquired bi-monthly prior to tumor formation, weekly until biopsy and weekly thereafter until the animals were sacrificed or became moribund. The image-guided biopsy was described in the methods part. |
| Behavioral performance measures | n/a.                                                                                                                                                                                                                    |

### Acquisition

|                               |                                                                                                       |
|-------------------------------|-------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | T1 and T2-weighted images                                                                             |
| Field strength                | 9.4 Tesla small animal MRI                                                                            |
| Sequence & imaging parameters | Supplementary Information/Methods, under section "MRI scans, image-guided biopsy and image analysis". |
| Area of acquisition           | Whole brain scan                                                                                      |
| Diffusion MRI                 | <input type="checkbox"/> Used <input checked="" type="checkbox"/> Not used                            |

### Preprocessing

|                            |                                                                                                                                                                                                                                                                                                   |
|----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Volumes of interest (VOIs) were manually contoured around the hyper-intense portion of the tumors on the T2-weighted images for tumor volume measurements using in-house software (The Center for Molecular Imaging, University of Michigan, Ann Arbor) running in MATLAB (MathWorks, Natick, MA) |
| Normalization              | n/a                                                                                                                                                                                                                                                                                               |
| Normalization template     | n/a                                                                                                                                                                                                                                                                                               |
| Noise and artifact removal | n/a                                                                                                                                                                                                                                                                                               |
| Volume censoring           | n/a                                                                                                                                                                                                                                                                                               |

### Statistical modeling & inference

|                                                                           |                                                                                                       |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | n/a                                                                                                   |
| Effect(s) tested                                                          | n/a                                                                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | n/a                                                                                                   |
| Correction                                                                | n/a                                                                                                   |

### Models & analysis

|                                     |                                                                       |
|-------------------------------------|-----------------------------------------------------------------------|
| n/a                                 | Involvement in the study                                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

# Supplementary material for: Murine models of IDH-wild-type glioblastoma exhibit spatial segregation of tumor initiation and manifestation during evolution
**Source:** Nat Commun. 2020 Jul 22;11:3669. doi: 10.1038/s41467-020-17382-3
**Supplement:** Supplementary file 9 — Source data

**Figure 1d**

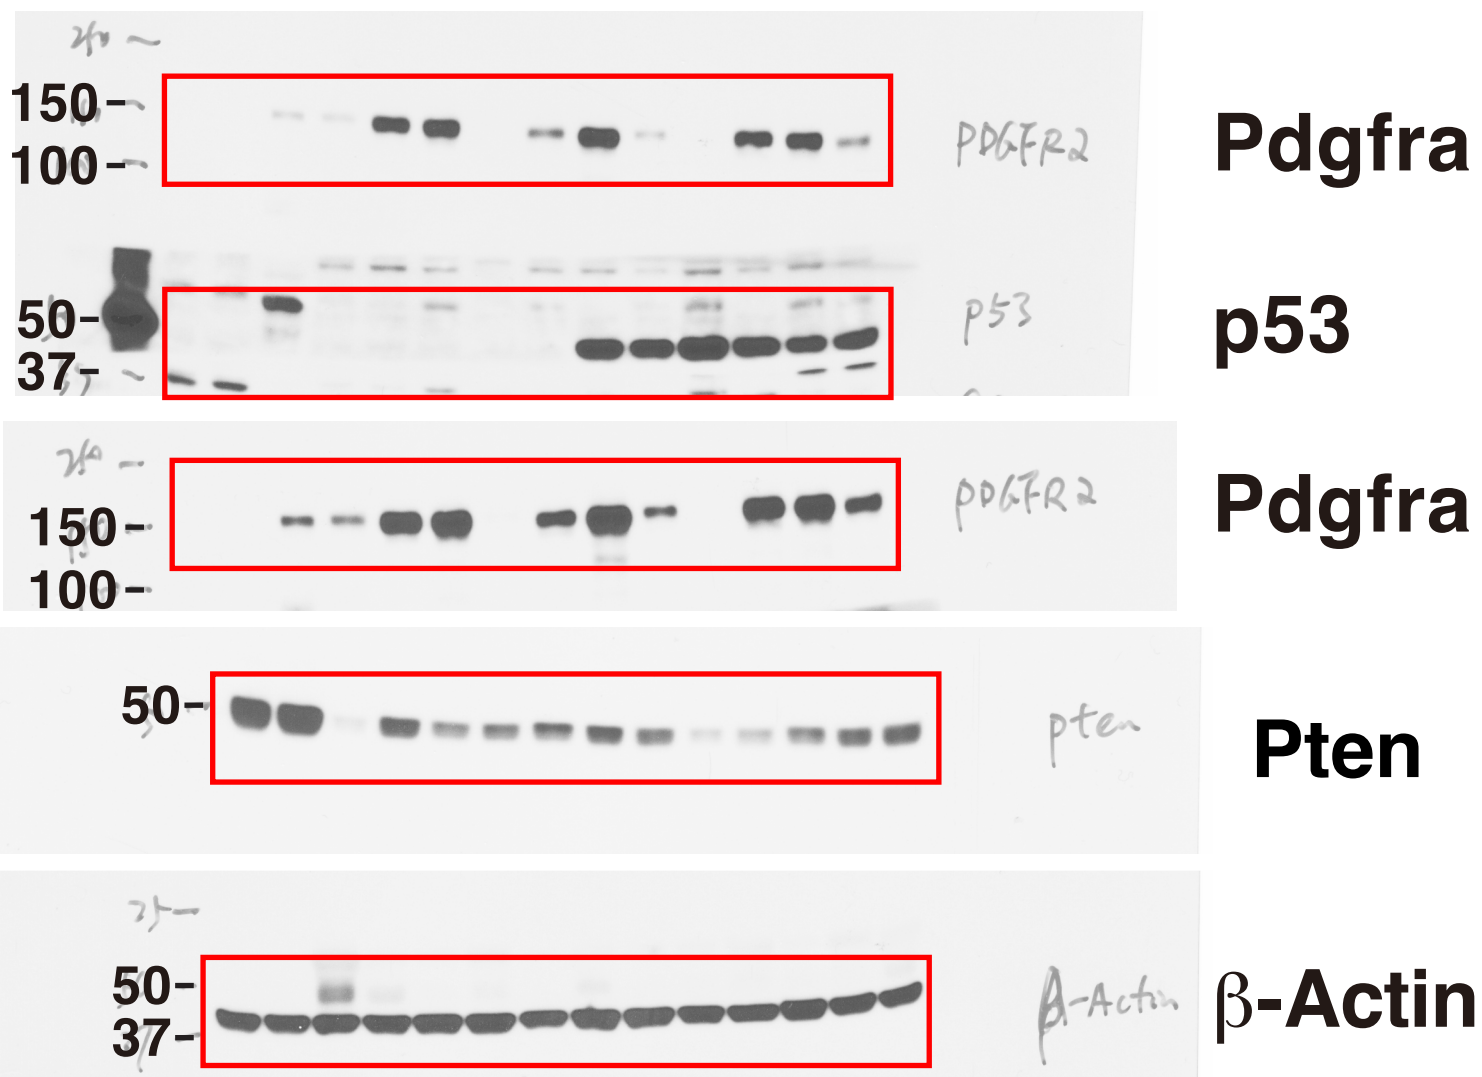

**Uncropped immunoblots from Figure 1**

**Figure 3b**

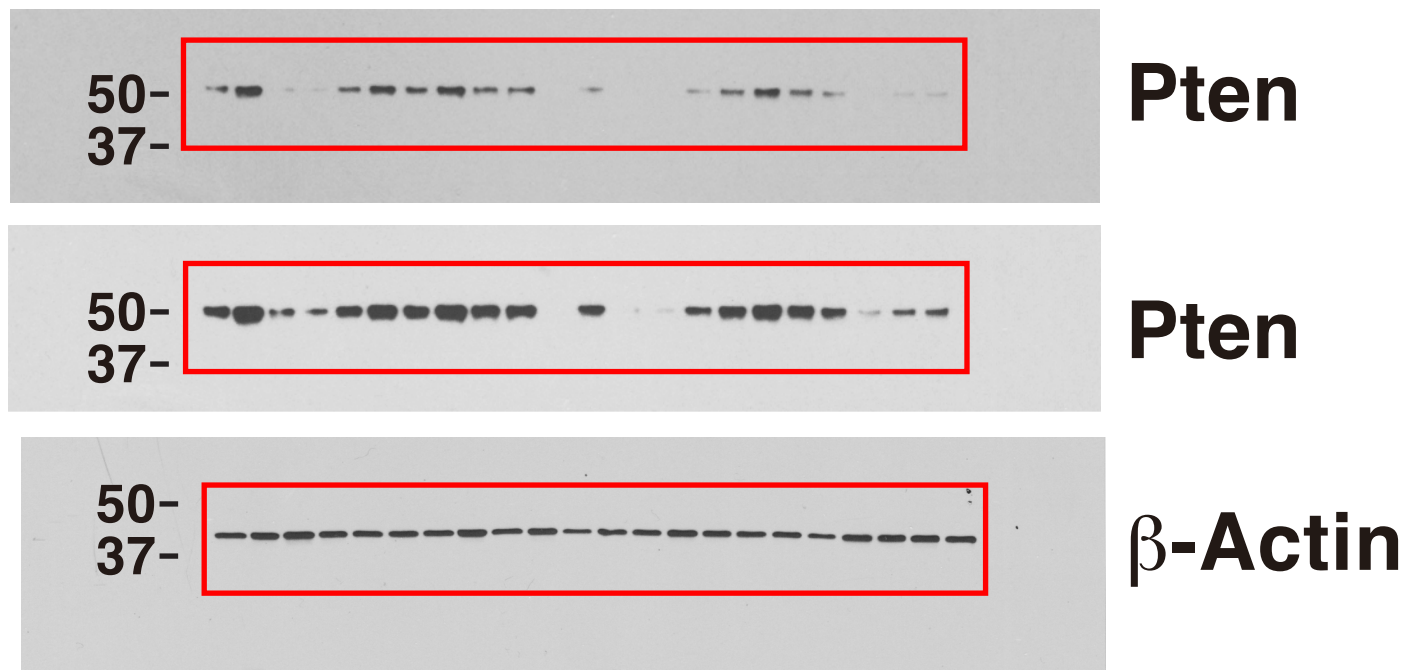

**Uncropped immunoblots from Figure 3**

**Figure 4d**

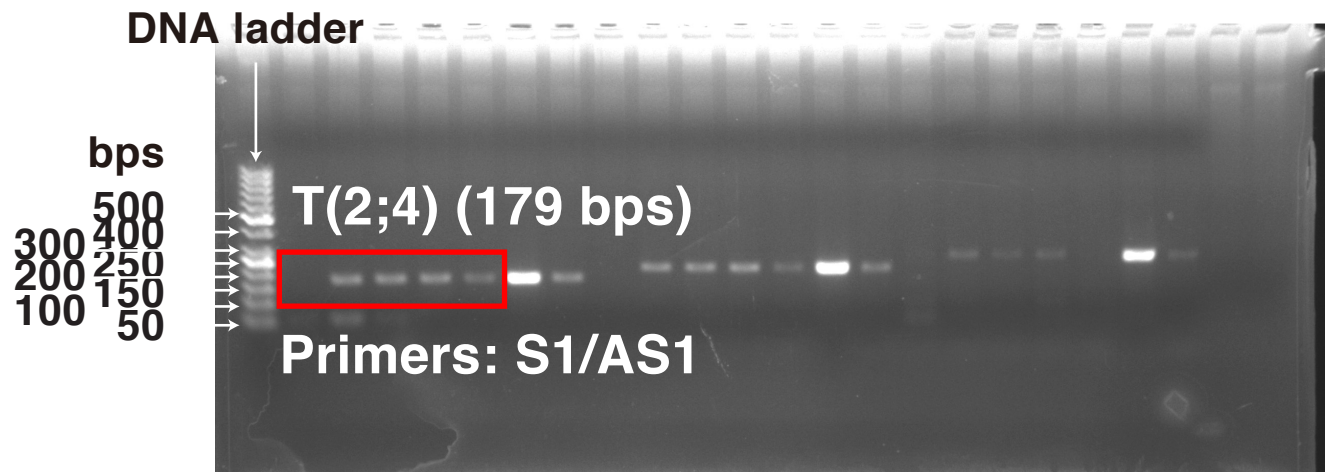

**Figure 4e**

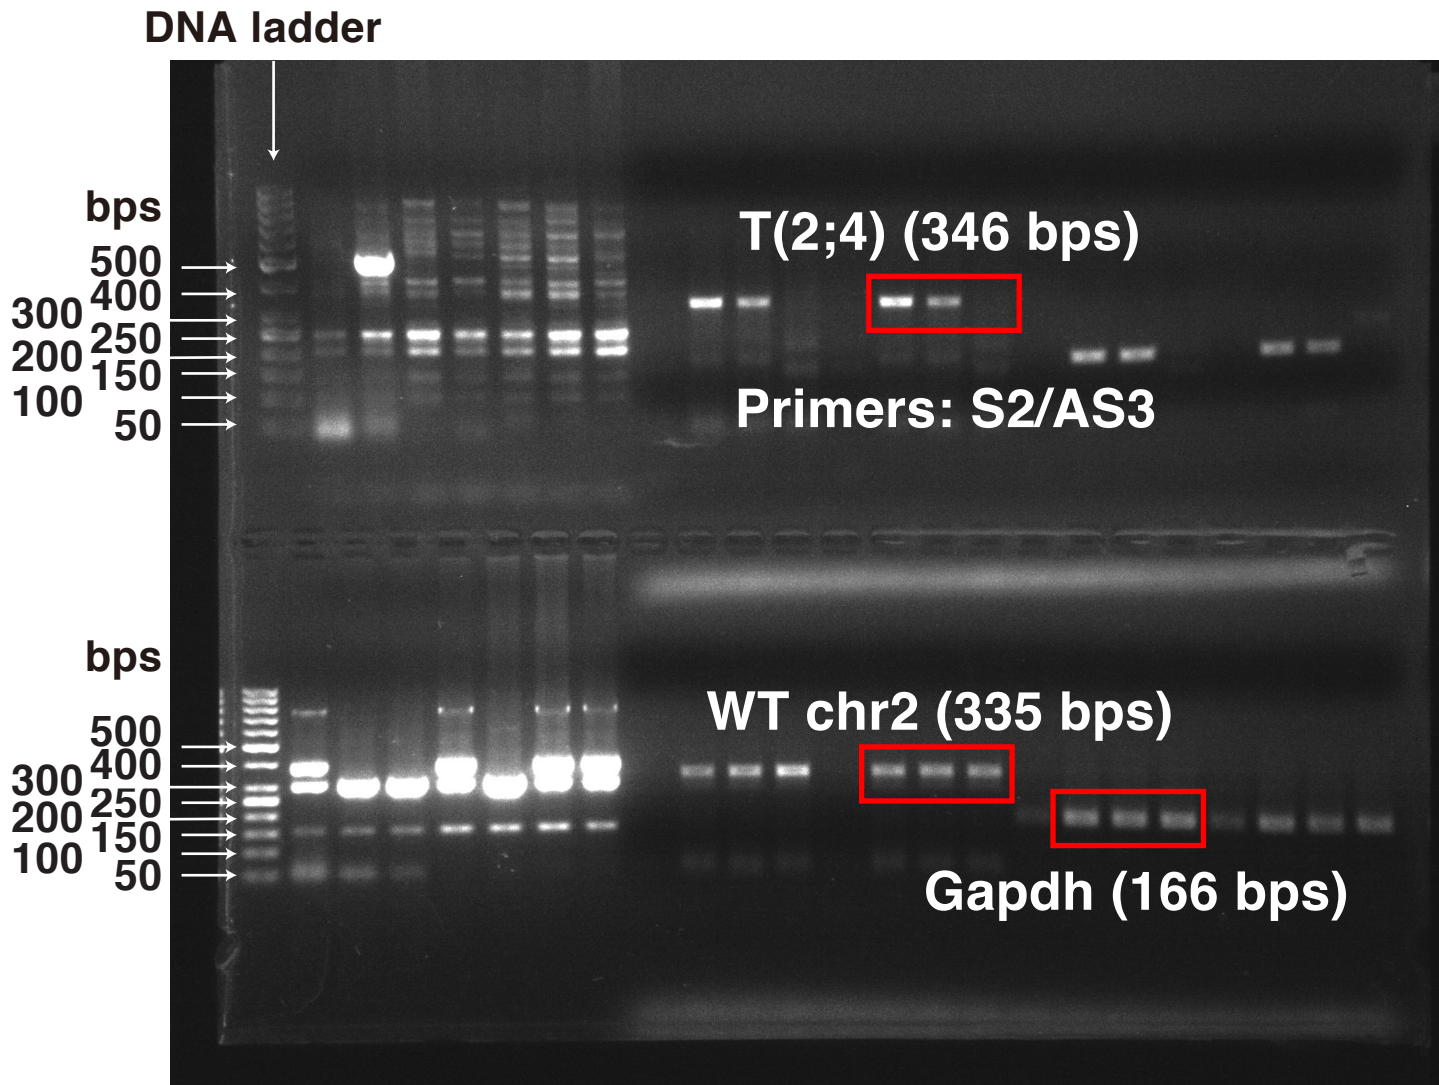

**Uncropped DNA gel results from Figure 4**

**Figure 7b**

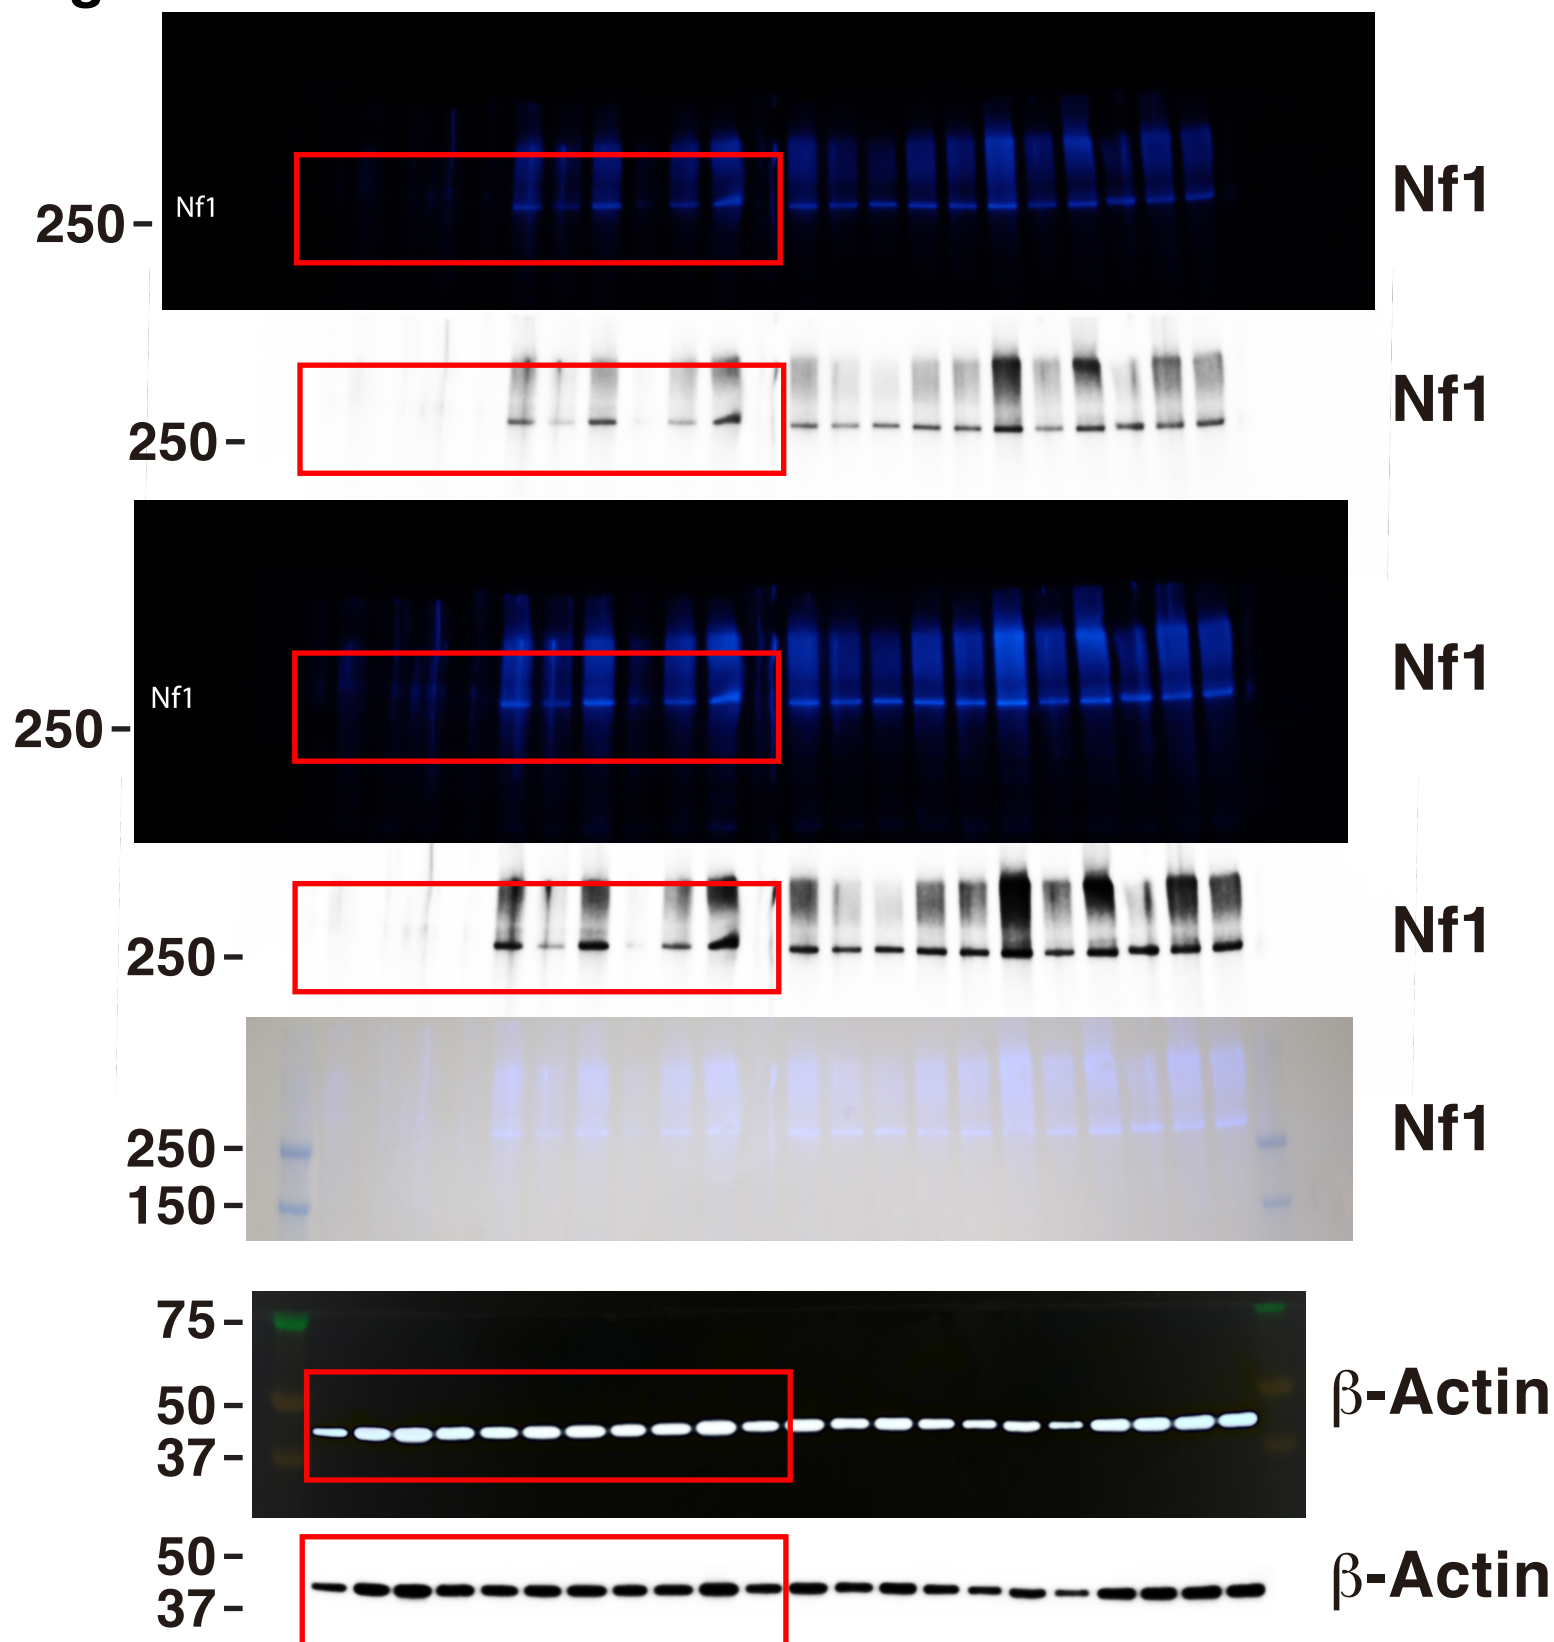

These original images were generated by the imaging machine (KwikQuant<sup>TM</sup> Imager, Kindle Biosciences, LLC). Then the images were converted to black & white images using the Adobe Photoshop software. During the converting process, we adjusted brightness and contrast of the images.

**Uncropped immunoblots from Figure 7**

# Supplementary Figure 1e

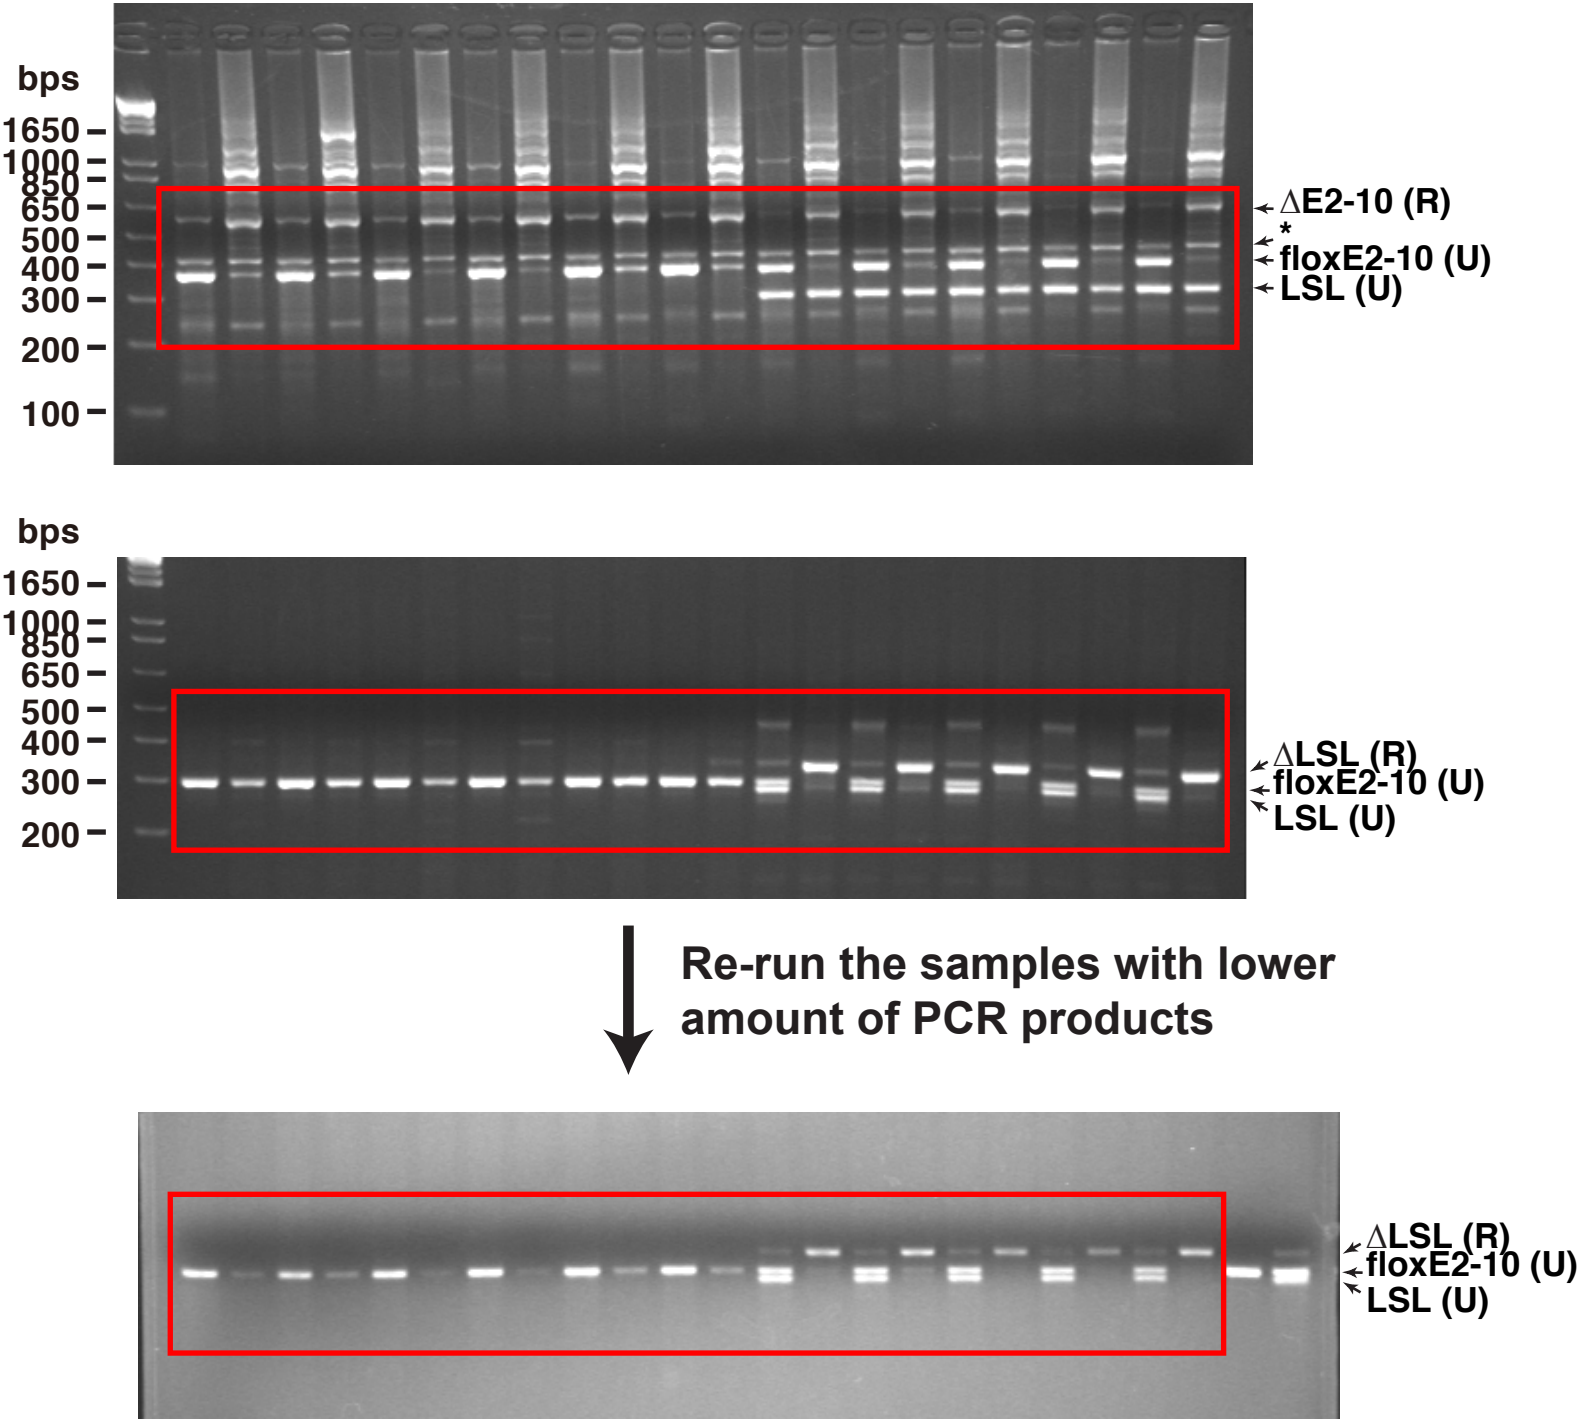

Uncropped DNA gel results from Supplementary Figure 1

Supplementary Figure 1g

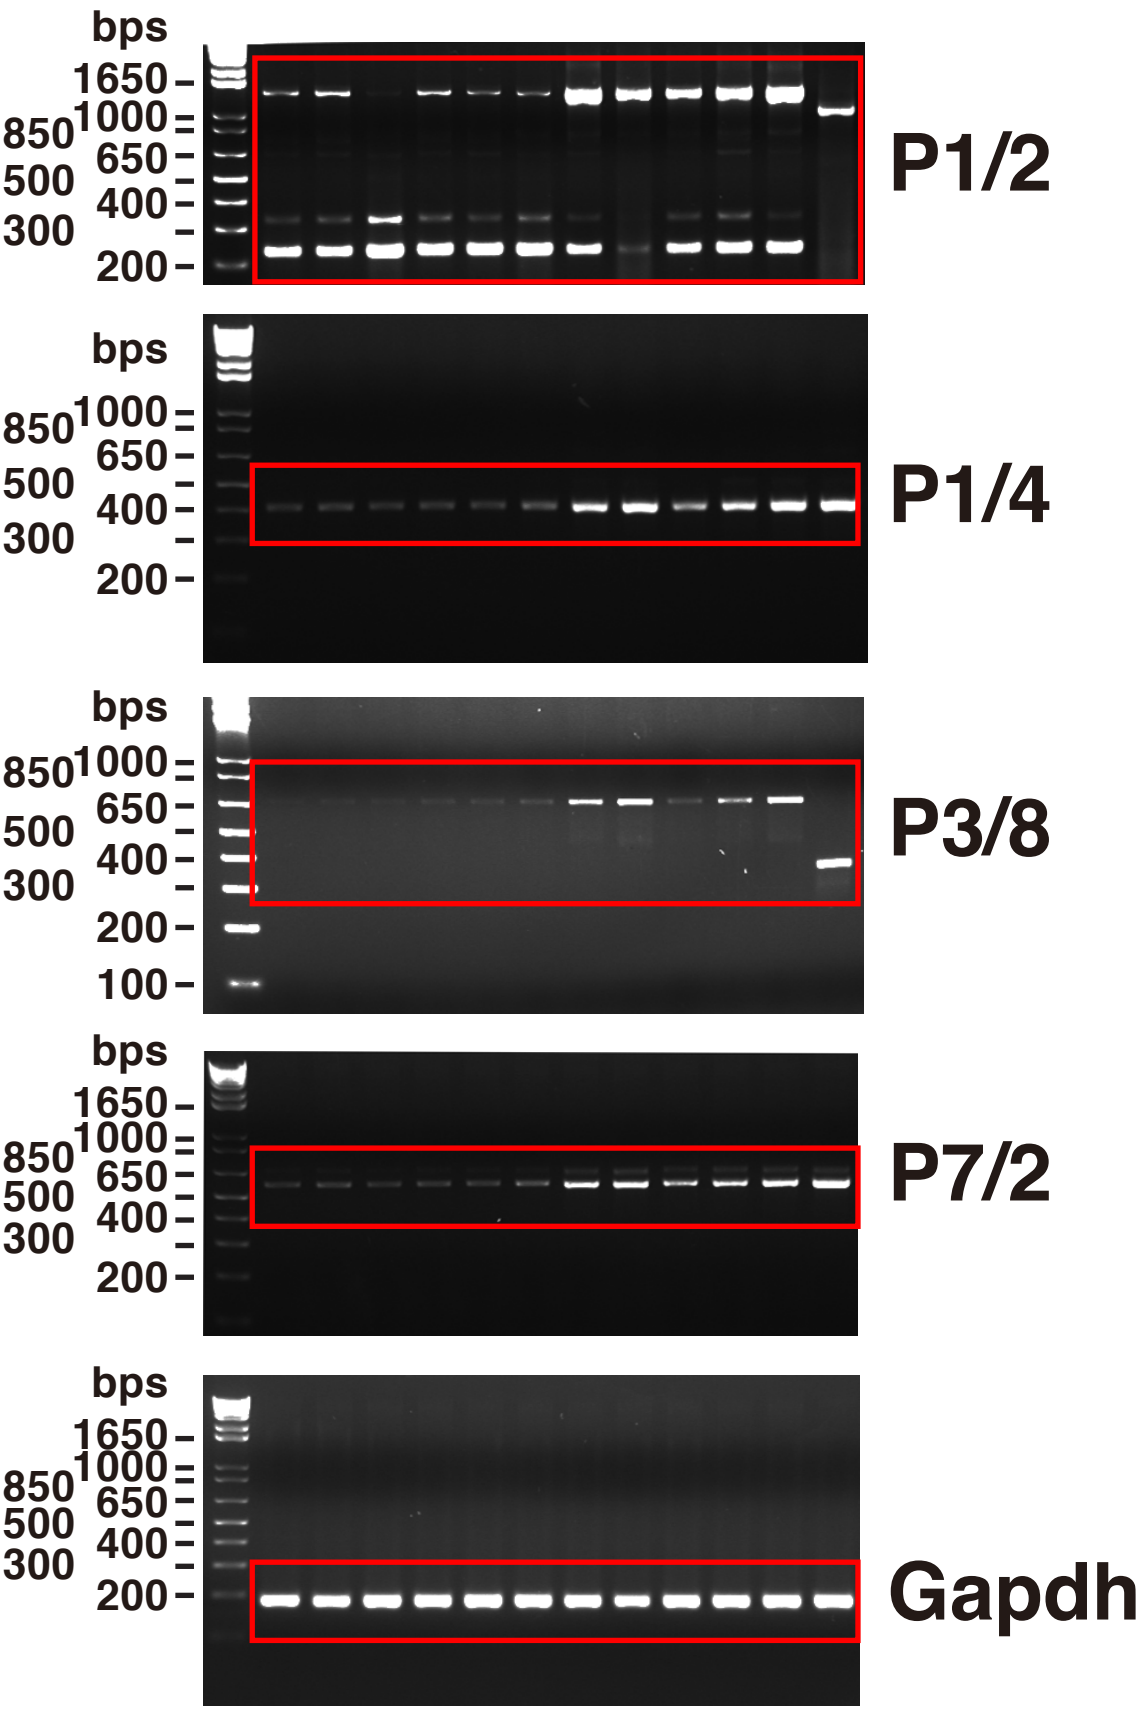

Uncropped DNA gel results from Supplementary Figure 1

# Supplementary Figure 5a, b

s5a

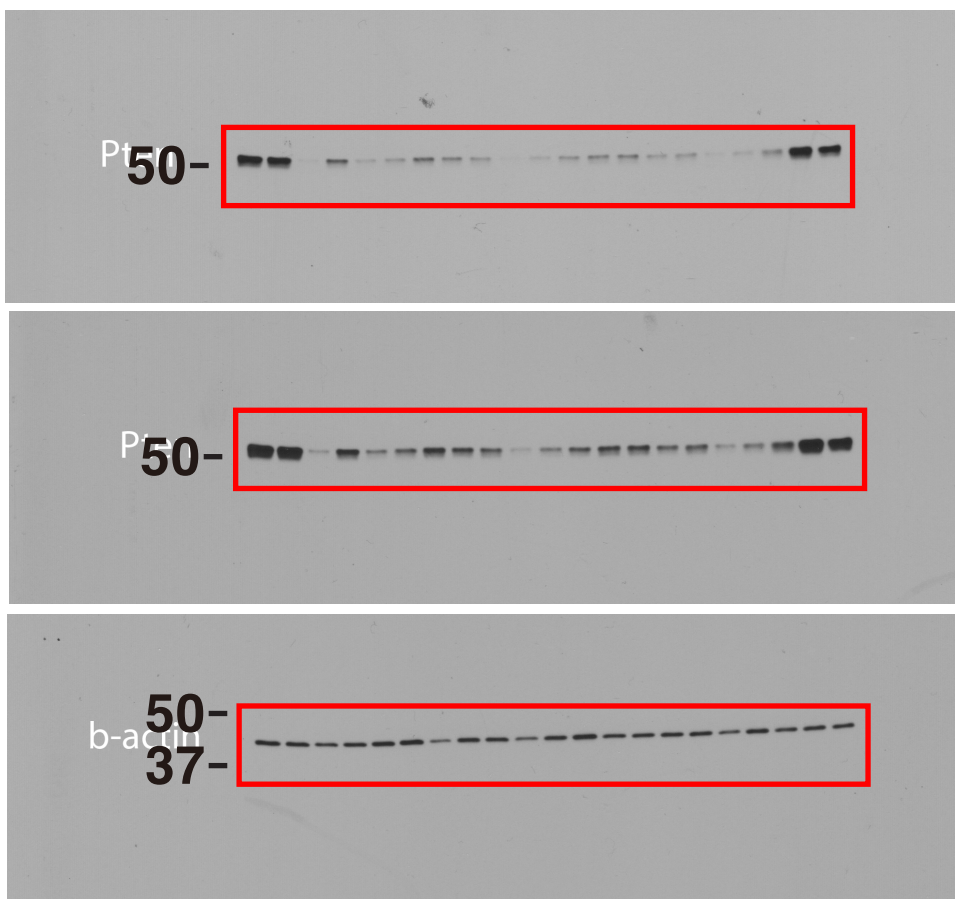

Pten

Pten

β-Actin

s5b

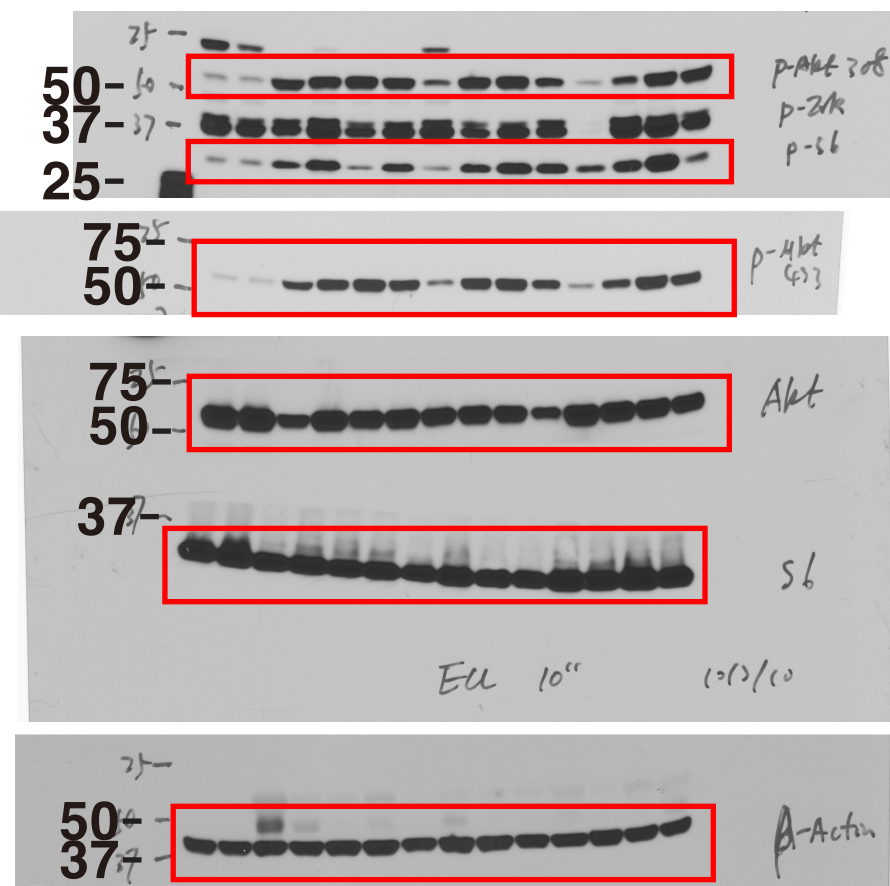

p-Akt(T308)

p-S6

p-Akt(S473)

Akt

S6

β-Actin

Uncropped immunoblots from Supplementary Figure 5

## Supplementary Figure 7

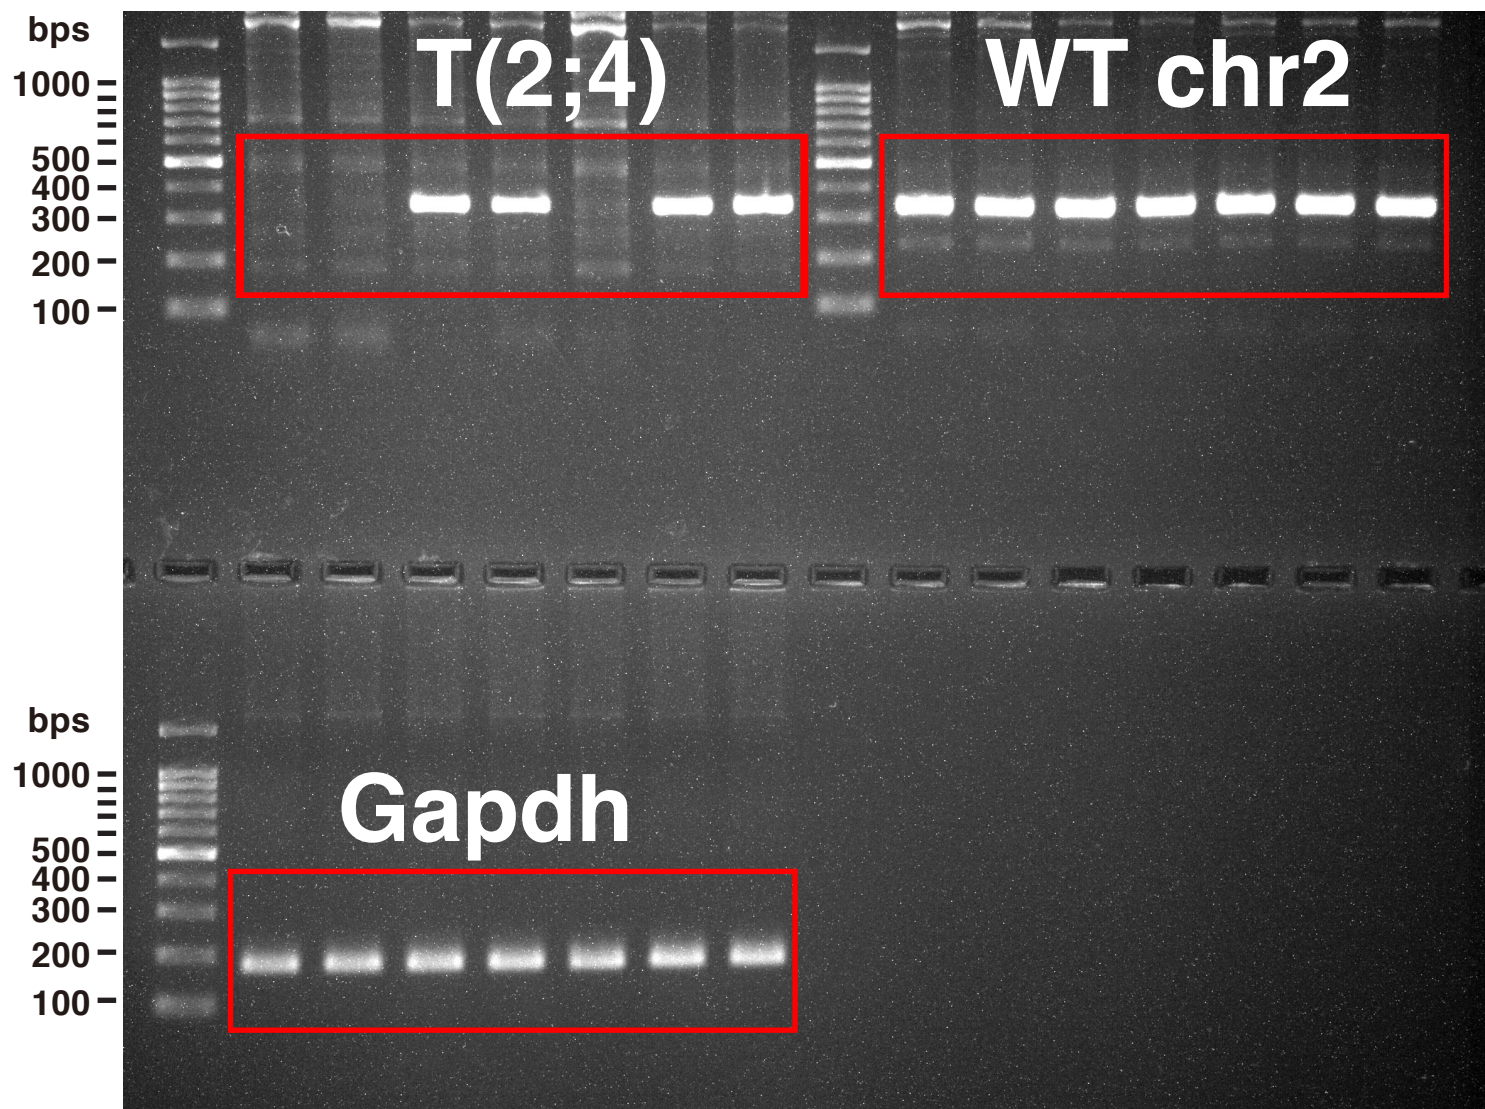

Uncropped DNA gel results from Supplementary Figure 7

Shared and private events in cancer drivers from WGS data in Mouse 2

| Mouse 2 (Type 2)                                                    |                                 |                        |                           |                   |                          |
|---------------------------------------------------------------------|---------------------------------|------------------------|---------------------------|-------------------|--------------------------|
| Shared Events                                                       |                                 | Private Events         |                           |                   |                          |
| SVZ <sup>R</sup> Tumor; SVZ <sup>L</sup> Tumor; Tumor 1 and Tumor 2 | Tumor 1 and Tumor 2             | SVZ <sup>R</sup> Tumor | SVZ <sup>L</sup> Tumor    | Tumor 1           | Tumor 2                  |
| chr11 qb5-qe1 loss (Nf1 del.)*                                      | chr7 qA1-A2 loss*               | Pik3cg gain*           | Ptgfr loss* (chr3)        | chr5 qG2-G3 gain* | Egfr-focal gain* (chr11) |
| chr4 qA1-qC4 loss (including Cdkn2a del. )*                         | chr11 qB4-E1 loss* (Trp53 loss) | chr17 qE4-E5 gain*     | Sox1 gain* (chr8)         | chr14 qA-B loss*  |                          |
| t(2;4)*                                                             | Sox4/Cdkal1 gain* (chr13)       |                        | chr8 qA1.2 loss*          |                   |                          |
| MacroD2 loss* (chr2)                                                |                                 |                        | Map2k2 gain* (chr10)      |                   |                          |
| chr11 qB3 gain*                                                     |                                 |                        | E2f7/lfng loss* (chr10)   |                   |                          |
| chr11 qE2 focal loss*                                               |                                 |                        | chr11 qA1-A3 gain (Egfr)* |                   |                          |
|                                                                     |                                 |                        | Tgif1 gain* (chr17)       |                   |                          |

Original data for Figure 6

## Shared and private events in cancer drivers from WGS data in Mouse 3

| SVZ <sup>R</sup> Tumor; Tumor R         | SVZ <sup>R</sup> Tumor | Tumor R              |
|-----------------------------------------|------------------------|----------------------|
| 5 chr11 gains* (Mapk7, Ncor1, pik3r5/6) | chr11 qA4-aB1 gain*    | Map2k2 gain* (chr10) |
| Nf1 focal deletion* (chr11)             | chr14 qA2-qC2 gain*    | Klf11 gain* (chr12)  |
| Amp. Near Kif2b*                        |                        |                      |
| Der(X)*                                 |                        |                      |
| Pik3ca <sup>H1047R</sup>                |                        |                      |

Original data for Figure 6

Shared and private events in cancer drivers from WGS data in Mouse 6

| SVZ <sup>L</sup> , Tumor and T_Early                                 | T and T_Early                      | SVZ <sup>B</sup>   | SVZ <sup>L</sup>                | Tumor                                   |
|----------------------------------------------------------------------|------------------------------------|--------------------|---------------------------------|-----------------------------------------|
| 13 gain or loss in chr11 (Ncor1 gain, Map2k4 loss, Trp53/Nf1, loss)* | chr12 qA1.1-qC1 loss*              | Myc amp* (chr15)   | 3 loss in chr13*                | chr15 qB3-qE2 deep gain* (Pdgfb, Ep300) |
| Gain and loss on part of chr14*                                      | chr19 del between Sorcs1 and Ins1* | Lsmp promoter del* | Lsmp promoter del*              |                                         |
| Pten del*                                                            |                                    |                    | 4 events in chr16 (olig2 amp.)* |                                         |
| chr19 end deletion*                                                  |                                    |                    |                                 |                                         |
| Nf1 splice site mutation                                             |                                    |                    |                                 |                                         |

Original data for Figure 6

Shared and private events in cancer drivers from WGS data in Mouse 5

|  |                                |                          |                                                        |
|--|--------------------------------|--------------------------|--------------------------------------------------------|
|  | S5_3_SVZLP3                    | S5_4_SVZRP1_Tumor        | S5_2_Primary Tumor/S5_5_TP1                            |
|  | 5 amp in chr15, including Myc* | Hras amp. (chr7)*        | chr5, 7,10 gain, 19 loss                               |
|  |                                | End of chr7 amp. (chr7)* | 21 events in chr7, including Hras/Ccnd1 amplification* |
|  |                                | Myo7a amp. (chr7)*       |                                                        |

Original data for Figure 6

Shared and private events in cancer drivers from WGS data in Mouse 10

| S10_2_Primary Tumor 1; S10_6_T1P2 | S10_3_Primary Tumor 2; S10_7_T2P4 | S10_5_SV2P4                            | S10_6_T1P2              | S10_7_T2P4                  | S10_2_Primary Tumor 1 | S10_3_Primary Tumor 2  |
|-----------------------------------|-----------------------------------|----------------------------------------|-------------------------|-----------------------------|-----------------------|------------------------|
| chr1 Cntnap5a intron loss*        | Lrp1b intron loss*                | chr8, 12, 15 loss                      | chr9 1st part gain*     | chr2, 12 loss               |                       | chr10 end gain (Cdk4)* |
| chr2 Lrp1b intron loss*           | chr8 Csmc1 intron loss*           | Lrp1b loss*                            | 2 chr11 events (Trp53)* | chr1 dqD-qE4 loss*          |                       |                        |
| 5 chr7 qA1-qD1 gain* (Fgfr2)      | 2 chr7 loss *                     | 8 chr3 gain/loss* (pik3ca, foxo1 gain) |                         | chr4 2nd half loss *        |                       |                        |
| chr9 qA1-A3 loss*                 |                                   | 1 chr4 loss*                           |                         | Magi2 intron loss*          |                       |                        |
|                                   |                                   | Magi2 loss*                            |                         | chr10 2nd half gain (Cdk4)* |                       |                        |
|                                   |                                   | Dpp6 gain*                             |                         | chr13 middle loss*          |                       |                        |
|                                   |                                   | 5 chr7 events*                         |                         | 3 events in chr16*          |                       |                        |
|                                   |                                   | chr14 2nd half loss (Pbrm1, Rb1)*      |                         |                             |                       |                        |
|                                   |                                   | 2 chr16 events (Olig2 gain)*           |                         |                             |                       |                        |

Original data for Figure 6

Shared and private events in cancer drivers from WGS data in Mouse 4

| S4_2_SVZLP1; S4_3_SVZRP3; S4_4_T1P2; S4_5_T2P4       | S4_3_SVZRP3; S4_4_T1P2; S4_5_T2P4               | S4_2_SVZLP1               | S4_3_SVZRP3                 | S4_4_T1P2                          | S4_5_T2P4          |
|------------------------------------------------------|-------------------------------------------------|---------------------------|-----------------------------|------------------------------------|--------------------|
| 4 Chr6 short amplifications (Met, Ret, Ccnd2, Raf1)* | Macrod2 deletion(chr2)*                         | 5 chr5 shallow deletions* | chr13 qD1-end amp (MAP3K1)* | chr2 qA1-qA3 gain (Notch1, Gata3)* | chr15 Stk32a gain* |
| Chr12 qA1-qB3 amplification (Ncoa1,Mycn)*            | Grid2 promoter amp (chr6)*                      |                           | chr11 qD-qE2 amp (Sox9)*    | 2 chr6 short deletions*            |                    |
|                                                      | Ctnna2 deletion (chr6)*                         |                           | chr15 qA1-qE2 amp*          | 2 chr15 amp (Myc)*                 |                    |
|                                                      | chr13 qA1-qA3.2 amplification (Hist1h4h, lrf4)* |                           | chr19 qA amp*               |                                    |                    |
|                                                      | Pbx1 L353H mut                                  |                           |                             |                                    |                    |

Original data for Figure 6

How the deposited data were processed for this re-analysis (not part of the article)

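The mRNA levels of 40 mouse samples were measured on Affymetrix mouse genome arrays: 5 control cortices, 11 *p53* nullCKO gliomas, 11 *p53* R172HCKO gliomas, 11 cell lines from *p53* R172HCKO gliomas and 2 cell lines from early-stage *p53* R172HCKO biopsies. Groups follow the sample labels and the methods of the paper. The labels name the genotype and tissue of each sample, but no batch, no date and no pairing of cell lines with tumors. Nothing in them ties 2 arrays to 1 animal, and p-values measure the spread between these samples.

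The deposited values are log2 signals, made by the authors through background correction, quantile normalization and robust multi-array average over the 40 arrays. The log base was read from the values. The table held 45101 probe sets, of which 64 were control probe sets and were left out. The platform annotation paired 34945 probe sets with 1 gene symbol and 932 with several, and 9160 were not in the annotation used. Probe sets with several symbols and those without a symbol were not used. Of the probe sets with 1 symbol, 34741 matched a gene of the RefSeq table of assembly GRCm38.p6, which gave the chromosome of 18032 of the 18193 genes. No coordinates are given, since the array files name no genome build. Genes without a probe set of their own in this annotation are not reported here.

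Each gene took the value of its probe set with the highest mean over all 40 arrays, with no filter on dim signals. A linear model with 5 groups was fitted in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes), and a gene passed at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were gliomas against cortex (the mean of both genotypes), *p53* R172HCKO against *p53* nullCKO gliomas, cell lines against *p53* R172HCKO gliomas, and early biopsy against end-stage cell lines. Gene lists were tested with camera at its preset correlation of 0.01 and, as an alternative, with a correlation estimated from the data, each adjusted over 22 lists. The 22 lists were the 4 GBM subtypes, genes silenced in G-CIMP tumors, cell cycle, mature neurons, astrocytes, oligodendrocyte progenitors, mature oligodendrocytes, neural stem and transit-amplifying cells, microglia and macrophages, endothelial cells and pericytes, blood, choroid plexus and ependyma, p53 targets, MAPK output, the PI3K-Akt-mTOR pathway, extracellular matrix, interferon response, hypoxia and cholesterol synthesis. They were written from general knowledge of the human and mouse genes and are not the published gene sets in full. The score of a list on an array is the median difference of its genes from the mean of the cortices.

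Genes named in the text were taken from those of a rule written before the data were examined: the 10 genes that rose most and the 10 that fell most among genes that passed and separated the groups completely, the 3 members of each list with the largest change in its main direction, and genes named by the paper. Other genes are named as chosen after their values were seen. Pdgfra was also tested by a two-sided permutation test of the difference of means, exact for gliomas against cortex and with 100000 resamples between groups of 11 arrays. For correlations, 100000 permutations were drawn. These steps used Python 3.11.15 with scipy 1.17.1.

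Before use, the model was tested on simulated values with the means and spread of the real genes and 200 changed genes. For gliomas against cortex, 76% of genes with a log2 change of 1 and 90% of those with a change of 2 were found among 18193 genes, and for cell lines against gliomas 72% and 98%. The number of arrays limits the precision, above all the 5 cortices and the 2 early biopsy lines. Quantile normalization gives every array the same distribution of probe signals, so a change of most genes in one direction would not be seen. Alternatives were the mean of all probe sets of a gene, probe sets ending in _x_at or _s_at left out, a filter on dim genes, only the compared groups in the model, cyclic loess normalization, array quality weights, moderation with trend and robust, a looser threshold, only the Cre-positive cortices and each cortex or early biopsy line left out in turn. Leaving out gliomas with neuron markers near the cortices, or gliomas apart on a principal component, was added after seeing the data.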

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

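In this part, leaving out the gliomas of arrays 38, 45 and 58 was chosen after their neuron scores were seen.

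Between the genotypes, 6 genes differed, all lower in *p53* R172HCKO gliomas. Chance could not be excluded for this count: of 100 splits of the 22 gliomas into 2 groups of 11, the real one included, 9 gave as many genes, and the highest of the other splits gave 473.

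By camera at its preset correlation, 7 lists differed between the genotypes: proneural (median log2 difference, *p53* R172HCKO minus *p53* nullCKO, 0.17), mesenchymal (-0.26), G-CIMP silenced (-0.17), astrocyte (-0.50), microglia and macrophage (-0.44), extracellular matrix (-0.29) and interferon response (-1.28). With an estimated correlation none passed, at adjusted p-values from 0.314 to 0.848.

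The interferon response list had the largest difference of them. None of its 24 genes passed over all genes and 15 were lower when adjusted over the list alone. Of 100 splits of the gliomas, 7 gave a median as large in size as the real -1.28, and the largest of the others was -1.585, so chance could not be excluded. With the microglia and macrophage score of each array as a covariate the median was -0.89, and without the gliomas of arrays 38, 45 and 58, those with neuron scores nearest to cortex, it was -1.02. Both lie between the bounds set for and against fewer immune cells and normal tissue as the source, so these and the genotype cannot be told apart, and the genotype stays open as untested. Array numbers follow the genotype, and no batch is given in the labels.

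Among the cortices, 5 of 85 genes and list scores had 1 array far from the others, where chance alone gives about 4.2. They were Ccl4 in the cortex of array 30 (5.60), Ptprc in array 34 (6.85), Timp1 in array 33 (5.83), Tm7sf2 in array 33 (7.89) and Vsnl1 in array 34 (12.05).

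The paper does not report on lists of stromal and metabolic genes in its cell lines. In cell lines relative to *p53* R172HCKO gliomas, 3 such lists passed with an estimated correlation: microglia and macrophage (median log2 fold change -3.66), endothelial and pericyte (-1.42) and cholesterol synthesis (1.27).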

How the results depend on the processing

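No paired analysis was made, because the labels do not tie a cell line to the tumor it came from. Each *p53* R172HCKO glioma is followed in array number by a line, and some neighbours had similar chromosome shifts. Chromosome 19 was at -0.77 in the glioma of array 64 and -0.792 in the line of array 65. Chromosome 6 was at 0.495 in the glioma of array 54 and 0.558 in the line of array 55. Chromosome 18 was at -0.532 and -0.625 in arrays 48 and 49, and at -0.432 and -0.622 in arrays 60 and 61. Chromosome 19 was at -0.607 and -0.511 in arrays 56 and 57, and at -0.751 and -0.694 in arrays 62 and 63. Chromosome 12 was at -0.378 and -0.42 in arrays 52 and 53. Others differed, with chromosome 19 at -0.624 in the glioma of array 46 and -0.086 in the line of array 47. Chromosome 12 was at -0.277 in the glioma of array 50 and 0.223 in the line of array 51. Neighbours alike on 1 chromosome could differ on another, as on chromosome 4 in arrays 62 and 63 (0.007 and -0.24). The end-stage line of array 68 and the early biopsy line of array 69 were alike on chromosome 18 (-0.568 and -0.6). They were also alike on chromosomes 7 (-0.281 and -0.277) and 11 (-0.239 and -0.241), but not on chromosome 10 (0.198 and -0.022). Whether neighbours share an animal was not tested, so early biopsy and end-stage lines may not be independent either. The paper states that each *p53* R172HCKO tumor had a line of its own, so lines and tumors are not independent, although the tests treat them as if they were. Alternatives that leave out gliomas, and all alternatives for lists other than the subtype and G-CIMP lists, were chosen after seeing the data. The counts of genes changed between gliomas and cortex ranged around 8592 from 6553 with only the Cre-positive cortices to 11713 with array weights, and from 7623 to 7897 when 1 cortex was left out. The count between cell lines and *p53* R172HCKO gliomas, 2487, ranged from 1956 to 3161. The 6 genes between the genotypes became 33 at an adjusted p under 0.10, 14 with array weights, 0 with only the compared groups in the model, 0 with cyclic loess, 0 without the glioma of array 58 and 0 without those of arrays 38, 45 and 58. Between early biopsy and end-stage lines, 1 gene passed with array weights and 0 under the other alternatives. With an estimated inter-gene correlation, the medians stayed and the calls were lost for the neural (-0.85) and mesenchymal (0.50) lists in gliomas against cortex, and for the proneural (-0.059), neural (-0.40), classical (0.30) and mesenchymal (-0.23) lists in cell lines against gliomas, as this setting allows for genes that vary together. Under their other alternatives these lists kept direction and call. Of the other lists, 30 comparisons passed in the planned setting and 3 with an estimated correlation. The proneural and classical lists in gliomas against cortex passed under none. The chromosome 19 shift of gliomas (-0.31, adjusted p = 0.0371, over alternatives from 0.017 to 0.968) lost its call without dim genes (-0.298), with only the compared groups (-0.305), with cyclic loess (-0.346), with an estimated correlation (-0.31) and over all genes with a position (-0.089). That of cell lines (-0.381, adjusted p = 0.0743, over alternatives from 0.0455 to 0.999) passed with the mean of all probe sets (-0.332) and with only the Cre-positive cortices (-0.385). Apart from the estimated correlation, the cause of these changes was not tested. Pdgfra kept its rise under every alternative, from 2.02 with cyclic loess to 3.73 on another probe set (a lower bound, with cortex below the array median), and the share of Pdgfra-high gliomas ranged from 77.3% at 4-fold to 100.0% (on that other probe set), and was 22.7% at 8-fold, chosen after seeing the data. For the genes named, 854 of 908 alternative values kept direction and call, 42 lost the call, 5 gained it, and 7, none with a call, changed sign: Nf1 in gliomas against cortex (0.119 with the mean of all probe sets), Mki67 in cell lines against gliomas (-0.068 without array 58 and -0.068 without arrays 38, 45 and 58) and Pdgfra between the genotypes (0.101 with the mean of all probe sets, 0.218 with array weights, 0.04 without array 58 and 0.358 without arrays 36, 41 and 50). Low signals limit what can be seen: an array median is near 5.24 to 5.47, and genes silent in a group lie at or below it, so that differences from such a signal are lower bounds.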

Differences from the paper's values

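The paper gives about 50% as the share of tumors with aberrantly high Pdgfra at the mRNA and protein levels, without a threshold in its text. Here 90.9% of 22 gliomas had a Pdgfra signal at least 2-fold above the cortex mean, against the paper's 50%. The share also differed from the paper's under all alternatives set before the data were examined: 77.3% at 4-fold, 95.5% above the highest cortex, 86.4% and 100.0% on the other probe sets of the gene (with cortex signals below the array medians), and 90.9% with the mean of all probe sets, cyclic loess, only the Cre-positive cortices and each cortex left out in turn. At 8-fold, a threshold chosen after seeing the data, the share was 22.7%, so it crosses the paper's value between 4-fold and 8-fold and depends on the threshold. The paper's share covers mRNA and protein, and the share here mRNA alone. The paper's passage concerns all its *p53*CKO models, and its text does not state which tumors the share counts. Its methods take the Pdgfra mRNA levels from microarray data. Fig. 1d shows the protein in *p53* nullCKO and *p53* R172HCKO gliomas, and marks those that were also on the microarray. The mRNA part of the share may therefore rest on the arrays used here. The gliomas here come from *p53* nullCKO and *p53* R172HCKO mice only.

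The paper describes a dominant proneural signature in the mouse gliomas. Relative to cortex, the proneural list did not pass here (median log2 fold change -0.13, 41 of 129 genes higher and 45 lower), and the mesenchymal list was higher (median 0.50, 81 genes higher and 13 lower at an adjusted p = 1.8e-05, and adjusted p = 0.338 with an estimated correlation). The measures differ: the paper correlated each sample with human tumors and also scored the enrichment of its subtype genes in each sample, neither of which was done here, and the lists here are not its gene set. Of the paper's own markers of this lineage, Olig2 rose by 2.30 and Pdgfra by 2.38 on the log2 scale.

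In Fig. 1f, read by eye, the proneural score of the cell line is above that of its tumor in 10 of 11 pairs. Here 3 proneural genes were higher and 18 lower in the lines than in *p53* R172HCKO gliomas (median -0.06). The classical, neural and mesenchymal lists moved in the same directions as the scores in Fig. 1f, with medians of 0.30, -0.40 and -0.23.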

Other observations

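Of the tests in this part, those of a fixed difference and of normal tissue for chromosome 19, that of cortical neurons for principal component 3, and that of chance for chromosome 19 between the genotypes were chosen after the values were seen.

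Interferon response genes were higher in gliomas than in cortex, with 23 of 24 up and none down (median log2 fold change 2.89). Usp18, a negative regulator of interferon signaling, rose by 5.54 and the chemokine gene Cxcl10 by 4.82, both lower bounds, as their cortex signals were below the array medians. Extracellular matrix genes went up in 12 of 26 cases and down in 3 (median 1.27), and genes downstream of MAPK signaling in 8 of 19 and 1 (median 0.78). Choroid plexus and ependyma genes fell in 8 of 10 cases (median -1.52), but the cortices differed in them, with scores from -1.24 in array 33, within the range of the gliomas (-2.06 to -0.73), to 0.87 in array 34. Endothelial and pericyte genes fell in 8 of 19, with 1 up (median -0.46). Adjusted over the list alone, 23 interferon genes, 12 matrix genes and 9 MAPK genes rose, 3 matrix and 2 MAPK genes fell, 9 choroid plexus genes fell, and 8 endothelial genes fell and 1 rose. These lists passed camera at the preset correlation, and with an estimated correlation the adjusted p was 0.338, 0.47, 0.47, 0.208 and 0.502, in that order. Lists that did not pass were the p53 targets (11 up and 7 down of 29, median 0.39), the PI3K-Akt-mTOR pathway (6 and 9 of 27, median -0.09 but mean 0.06), hypoxia (6 and 2 of 23, median 0.40), cholesterol synthesis (1 and 2 of 19, median 0.03 but mean -0.02) and blood (none of 3, median -0.14). Nf1, a tumor suppressor gene, had a log2 fold change of -0.27 (adjusted p = 0.248), and of 0.12 with the mean of all probe sets.

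In cell lines relative to *p53* R172HCKO gliomas, 10 of 23 hypoxia genes rose and 3 fell (median 0.76), with Pdk1, a pyruvate dehydrogenase kinase gene, at 1.57. Of 24 interferon response genes, 10 fell and none rose (median -1.61), with the immunoproteasome gene Psmb8 at -3.26. Adjusted over the list alone, 16 hypoxia genes rose and 3 fell, and 17 interferon genes fell. With the mean of all probe sets Psmb8 had a log2 fold change of -1.88. Both lists passed camera at the preset, and the adjusted p was 0.256 and 0.248 with an estimated correlation.

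Other splits of the arrays were compared with the real one, 100 for each result. For gliomas against cortex, no other split gave as many genes (8592, highest other 1863) or as many 2-fold changes (4435, highest other 934). None gave a median as large for the neural (-0.85, highest other -0.50), mesenchymal (0.50, highest other -0.47) and G-CIMP silenced (0.41, highest other -0.37) lists. Only 1 of 100 was thus as large for each, the lowest share that 100 splits can give, so chance is unlikely. With an estimated correlation these lists did not pass camera (adjusted p = 0.309, 0.338 and 0.554), and the G-CIMP silenced list did not pass at the preset either (adjusted p = 0.233), with 7 genes up and 7 down under cyclic loess. Chance was not excluded for the proneural list (-0.13, highest other 0.23), with 13 of 100, or the classical list (-0.06, highest other -0.21), with 49 of 100. For cell lines against gliomas, 1 of 100 was as large for the count of genes (2487, highest other 454). The same held for the neural (-0.40, highest other -0.34) and classical (0.30, highest other -0.26) lists, so chance is unlikely. For the mesenchymal list 4 of 100 were as large (-0.23, highest other -0.26). A larger median was reached there by another split, and the shares were not adjusted over the results tested, so chance was not excluded. With an estimated correlation the adjusted p of the neural, classical and mesenchymal lists was 0.146, 0.248 and 0.185. The proneural list had 54 of 100 (-0.06, highest other -0.21). These splits do not use which line came from which tumor, so they cannot decide on a shift within pairs.

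The paper reports loss of chromosome 19 from karyotypes and sequencing. On the arrays, 291 genes of this chromosome with signals above the median gene were lower than the rest, by 0.31 on the log2 scale in gliomas and by 0.38 in cell lines, each relative to cortex. Of 100 splits, 2 gave a shift as large for gliomas (-0.31, highest other 0.40) and 3 for cell lines (-0.38, highest other 0.52). Larger shifts were thus reached by other splits, and these shares were not adjusted over the results tested, so chance was not excluded. The adjusted p was 0.0371 and 0.0743 in camera at the preset, and 0.968 and 0.999 with an estimated correlation. Over all genes with a position, the shift was -0.089 (camera adjusted p = 0.345) in gliomas and -0.113 (adjusted p = 0.328) in cell lines. By genotype, the shift of the 291 genes was -0.392 (adjusted p = 0.00252) in *p53* R172HCKO gliomas and -0.253 (adjusted p = 0.211) in *p53* nullCKO gliomas. Compared directly, it was lower in *p53* R172HCKO gliomas by 0.159 (adjusted p = 9.05e-08 at the preset and 0.935 with an estimated correlation). Of 100 splits of the gliomas, 26 gave a difference as large (-0.159, highest other 0.31), so chance could not be excluded. Chromosomes 12, 13, 16 and 18 also differed between the genotypes at the preset (-0.092, 0.139, 0.086 and 0.147), and none did with an estimated correlation (adjusted p = 0.935 for each). Per array the shift was -0.23 ± 0.28 (SD, n = 11) in *p53* nullCKO gliomas, -0.42 ± 0.28 (SD, n = 11) in *p53* R172HCKO gliomas, and from -0.79 to 0.06 in cell lines. It was -0.63 and -0.10 in the 2 early biopsy lines and within 0.007 of 0 in every cortex.

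A change in dose of the whole chromosome in part of the tumors is a candidate explanation. Over the 11 cell lines, the shift of the genes nearer its start went with that of the genes nearer its end (Pearson's r = 0.96, permutation p = 4e-05, Spearman's rho = 0.95, permutation p = 4e-05, both with an adjusted p = 0.0001 over 5 relations, and r = 0.98 without the 2 lines farthest from the median). This is not particular to chromosome 19, since r was 0.79 in the median of the other chromosomes and at most 0.97. A fixed difference between tumor cells and cortex would give all lines about the same shift. The SD of the shift over the lines was 1.91 times the median SD of the other chromosomes, just under the bound of 2 that would have argued against it. That bound cannot decide, since other chromosomes vary between the lines too (SD 0.278 for chromosome 13 and 0.303 for chromosome 18). The shift itself ran from -0.792 to 0.062 over the 11 lines, and both parts of the chromosome moved together (r = 0.96). These values argue against a fixed difference as the only source in the lines. A fixed part of the shift is not excluded. Normal tissue mixed into the gliomas would leave the cell lines unshifted, but the mean shift of the 11 lines was -0.352 ± 0.294 (SD), with 10 of 11 below 0. This argues against normal tissue as the source in the lines. The lines are part of the pattern, so it is not a separate test of the gliomas. With cortices near 0, cortex in a sample would only bring a glioma nearer to 0.

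The gliomas of arrays 36, 41 (*p53* nullCKO) and 50 (*p53* R172HCKO) stood apart on principal component 3, which held 7.1% of the variance, at -85.4, -70.7 and -103.6. Of the 25 genes at this end, some are named here, chosen after their values were seen. Neurod1, a neuronal transcription factor gene, had log2 signals of 12.47, 11.31 and 12.60, against at most 9.43 in the other gliomas, and Nhlh1 had 9.59, 9.04 and 9.58, against at most 4.27. Atoh1, a gene of cerebellar granule cell precursors, had 11.23 and 11.13 in arrays 36 and 41 but 3.99 in array 50, the level of the highest cortex. The 25 genes also hold Lyz1, Lyz2 and Mgl2, which macrophages express, and Rbfox3 and Hpca, which mature neurons express. Olig2 was 6.03, 8.96 and 3.94 there, and the oligodendrocyte progenitor score was -1.61, -0.10 and -2.72, the lowest of the gliomas. Normal cortical neurons in the sample would give these gliomas the neuron scores nearest to cortex. Theirs were -3.40, -5.15 and -4.88, and 6 other gliomas, at -4.6 to 7.7 on the component, had scores nearer to cortex than all 3 (-3.045 to -0.13), which argues against cortical neurons as the source. Neurons or precursors of other brain regions were not tested, and no biological explanation was tested. The labels call these samples gliomas, and they were kept as gliomas in the main model. The paper mentions rare medulloblastomas of the hindbrain in its mice, which it left out of its histological analysis. Whether any of these 3 samples is such a tumor was not tested.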
